# Biological and RNA regulatory function of MOV10 in mammalian germ cells

**DOI:** 10.1186/s12915-019-0659-z

**Published:** 2019-05-14

**Authors:** Kaiqiang Fu, Suwen Tian, Huanhuan Tan, Caifeng Wang, Hanben Wang, Min Wang, Yuanyuan Wang, Zhen Chen, Yanfeng Wang, Qiuling Yue, Qiushi Xu, Shuya Zhang, Haixin Li, Jie Xie, Mingyan Lin, Mengcheng Luo, Feng Chen, Lan Ye, Ke Zheng

**Keywords:** MOV10, MOV10L1, RNA-binding protein, RNA helicase, miRNA, piRNA, Splicing, Testis, Male germ cells, Spermatogonia

## Abstract

**Background:**

RNA regulation by RNA-binding proteins (RBPs) involve extremely complicated mechanisms. MOV10 and MOV10L1 are two homologous RNA helicases implicated in distinct intracellular pathways. MOV10L1 participates specifically in Piwi-interacting RNA (piRNA) biogenesis and protects mouse male fertility. In contrast, the functional complexity of MOV10 remains incompletely understood, and its role in the mammalian germline is unknown. Here, we report a study of the biological and molecular functions of the RNA helicase MOV10 in mammalian male germ cells.

**Results:**

MOV10 is a nucleocytoplasmic protein mainly expressed in spermatogonia. Knockdown and transplantation experiments show that MOV10 deficiency has a negative effect on spermatogonial progenitor cells (SPCs), limiting proliferation and in vivo repopulation capacity. This effect is concurrent with a global disturbance of RNA homeostasis and downregulation of factors critical for SPC proliferation and/or self-renewal. Unexpectedly, microRNA (miRNA) biogenesis is impaired due partially to decrease of miRNA primary transcript levels and/or retention of miRNA via splicing control. Genome-wide analysis of RNA targetome reveals that MOV10 binds preferentially to mRNAs with long 3′-UTR and also interacts with various non-coding RNA species including those in the nucleus. Intriguingly, nuclear MOV10 associates with an array of splicing factors, particularly with SRSF1, and its intronic binding sites tend to reside in proximity to splice sites.

**Conclusions:**

These data expand the landscape of MOV10 function and highlight a previously unidentified role initiated from the nucleus, suggesting that MOV10 is a versatile RBP involved in a broader RNA regulatory network.

**Electronic supplementary material:**

The online version of this article (10.1186/s12915-019-0659-z) contains supplementary material, which is available to authorized users.

## Background

Germ cell differentiation in the testis involves a precisely orchestrated developmental program that originates from spermatogonial progenitor cells (SPCs) and proceeds through mitotic proliferation, meiotic division, and post-meiotic differentiation to produce haploid spermatozoa. Recent studies have shown that the transcriptome of the mammalian testis is exceptionally complex [1], due to the involvement of a vast variety of non-coding RNAs (ncRNAs) [2, 3]. Regulatory RNA species expressed in the mammalian testis encompass microRNAs (miRNAs), Piwi-interacting RNAs (piRNAs), and long non-coding RNAs (lncRNAs). MiRNAs (21–23 nt in length) are versatile regulators of gene expression. Similar to protein-coding mRNAs, testicular miRNAs are expressed in a cell- and developmental-specific manner and function post-transcriptionally to control the stability and/or translation of their target mRNAs [4, 5]. MiRNA biogenesis typically starts with transcription of long hairpin-embedded primary transcripts (pri-miRNAs) that are successively cleaved by two enzymes, Drosha in the nucleus and Dicer in the cytoplasm, to produce short stem-loop precursors (pre-miRNAs) and miRNA duplexes, respectively. Following unwinding of these duplexes, Argonaute proteins bind to single-stranded mature miRNAs and assemble into RNA-induced silencing complexes (RISC) to execute gene silencing [6, 7]. Noteworthy, the cataloging of the miRNA-like function of piRNAs (24–31 nt in length) is also emerging [8–10]. PiRNAs are a germline-specific class of small RNAs that are required for de novo DNA methylation and repression of retrotransponsons [11–13]. Long single-stranded piRNA precursors are transcribed from piRNA clusters, directed to the primary piRNA pathway, which may couple with a secondary amplification loop, and are processed into mature piRNAs through a series of cleavage, trimming, and modification steps. A third major class of regulatory RNA species, lncRNAs, are defined as non-protein coding transcripts (> 200 nt in length). LncRNAs fulfill a wide variety of regulatory roles dictated by their RNA structure and chemistry [14, 15]. Mammalian male germ cells express thousands of unique lncRNAs in developmental-specific patterns [3, 16], and the regulatory function of a subset has been characterized [17–20]. Primary precursor transcripts for small ncRNAs, such as miRNAs and piRNAs, are often considered lncRNAs that serve as substrates for enzymes [21]. LncRNAs are expressed at much lower levels than transcripts of protein-coding genes, limiting comprehensive detection by standard approaches [15, 22].

RNA species in vivo are usually bound by RNA-binding proteins (RBPs), forming ribonucleoprotein particles (RNPs). Germ cells express high levels of RBPs to enable dynamic control of both mRNAs and ncRNAs. Loss-of-function studies have shown that many different RBPs are involved in multiple aspects of RNA metabolism, including RNA processing and splicing, and are essential for the completion of spermatogenesis. Splicing of protein-coding genes is a dynamically RBP-regulated RNA processing process [23] and widely integrated with other layers of gene expression control in the nucleus [24]. Emerging evidence shows that splicing may crosstalk with the biogenesis or metabolism of various non-coding RNA species [25–30]. Our understanding of miRNA biogenesis is expanding because non-canonical pathways including those dependent on splicing but independent of Drosha or Dicer, such as mirtron (short hairpin pre-mRNA), are also emerging [31–33].

The RNA helicase MOV10L1 (Moloney leukemia virus 10 like-1) was initially identified as a testis-specific gene [34]. MOV10L1 associates with Piwi proteins and is a master regulator in piRNA biogenesis [35–38]. Disruption of MOV10L1 helicase activity leads to the loss of pre-pachytene piRNAs, resulting in activation of retrotransposons, early meiotic arrest, and male infertility [35, 37, 39]. MOV10L1 is also required for the biogenesis of pachytene piRNAs, a yet poorly understood piRNA class that is essential for the maintenance of genomic integrity in post-meiotic male germ cells [36]. MOV10L1 harbors bona-fide RNA helicase activity and is proposed to unwind RNA secondary structures to facilitate the endonucleolytic cleavage of primary piRNA precursors [38]. Of note, MOV10L1 has a paralogue MOV10. These two helicases likely reflect vertebrate counterparts that evolved from a common ancestor, the DExD-box protein *Drosophila* Armitage [40]. MOV10 inhibits retroviral replication and was initially discovered in a mouse strain in which a single proviral copy of Moloney leukemia virus (MLV) was integrated into the *Mov10* locus [41–43]. Similar to MOV10L1, MOV10 belongs to the UPF1-like helicase superfamily 1 (SF1) and harbors 5′ to 3′ RNA helicase activity [38, 44]. MOV10 interacts with LINE1 RNPs and inhibits retroelements [45, 46] and also regulates mRNA stabilization and/or translation by targeting 3′-UTRs [44, 47, 48]. In contrast to MOV10L1, MOV10 interacts with the miRNA machinery and is involved in miRNA-mediated post-transcriptional regulation [47–50]. Most studies in non-germ cells have shown that MOV10 localizes to the RNA processing body (P body) in the cytoplasm. As a few exceptions, nuclear localization of endogenous MOV10 has also been observed in human cell lines and postnatal mouse brain [51–53]. Currently, the role of MOV10 in the mammalian testis is unknown.

Here, we have characterized the MOV10 RNA targetome in postnatal mouse testis using high-throughput sequencing of RNA isolated by crosslinking immunoprecipitation (HITS-CLIP) and its protein interactome using immunoprecipitation followed by mass spectrometry (IP-MS). Our results reveal a previously uncharacterized nuclear role of MOV10 in miRNA processing and splicing. These profiling and analytical data, together with functional studies, demonstrate that MOV10 regulates fate decisions and shapes transcriptome in germ cell progenitors.

## Results

### MOV10 is a nucleocytoplasmic protein in the testis and mainly expressed in spermatogonia

We first characterized MOV10 expression in postnatal testis using anti-MOV10 antibody (Additional file 1: Figure S1 and Methods: MOV10 Antibody Validation). MOV10 protein was present in postnatal day 2 (P2) to P14 testis, but weakly expressed in P21 and adult testis (Fig. 1a). P10 testis, with abundance of the spermatogonia marker LIN28 [54], contained relatively high levels of MOV10 protein. This contrasts with the known expression pattern of MOV10L1, which increases significantly at P14 and peaks at P21, concomitant with the appearance of pachytene spermatocytes [35, 37]. We next characterized MOV10 protein levels in isolated spermatogenic populations, including purified spermatogonia (80%; Additional file 1: Figure S2), pachytene spermatocytes (80%; Additional file 1: Figure S2), and round spermatids (90%; Additional file 1: Figure S2), and found that MOV10 was most abundant in spermatogonia (Fig. 1b). Western blot analysis of MOV10 protein in subcellular fractions prepared from P10 testes confirmed the presence of considerable amounts of MOV10 protein in the nuclear fraction (Fig. 1c), which contained only minimal levels of MILI and MVH, well-defined piRNA factors that mainly associate with cytoplasmic perinuclear granules called nuage [55]. The nuclear fraction therefore contained only minimal contamination with components associated with the nuclear membrane. Co-immunostaining for MOV10 and PLZF, a well-established marker for spermatogonia, showed that MOV10 was predominantly expressed in PLZF-positive spermatogonial clusters in whole-mount adult testis tissue (Fig. 1d) and in DAPI-faint, PLZF-positive spermatogonia in P10 testis sections (Fig. 1e). Consistent with our western blot analyses, MOV10 was primarily cytoplasmic but with punctate staining in the nucleus in P10 testis (Fig. 1e), in spermatogonia isolated from P6–8 testes (Fig. 1f) and in in vitro cultured spermatogonial progenitor cells (SPCs) (Fig. 1g). We also detected a strong dot-like nuclear signal of MOV10 in embryonic day 16.5 (E16.5) gonocytes and in P1 testis (Additional file 1: Figure S1). These findings establish MOV10 as a nucleocytoplasmic protein in early male germ cells.

**Fig. 1:**
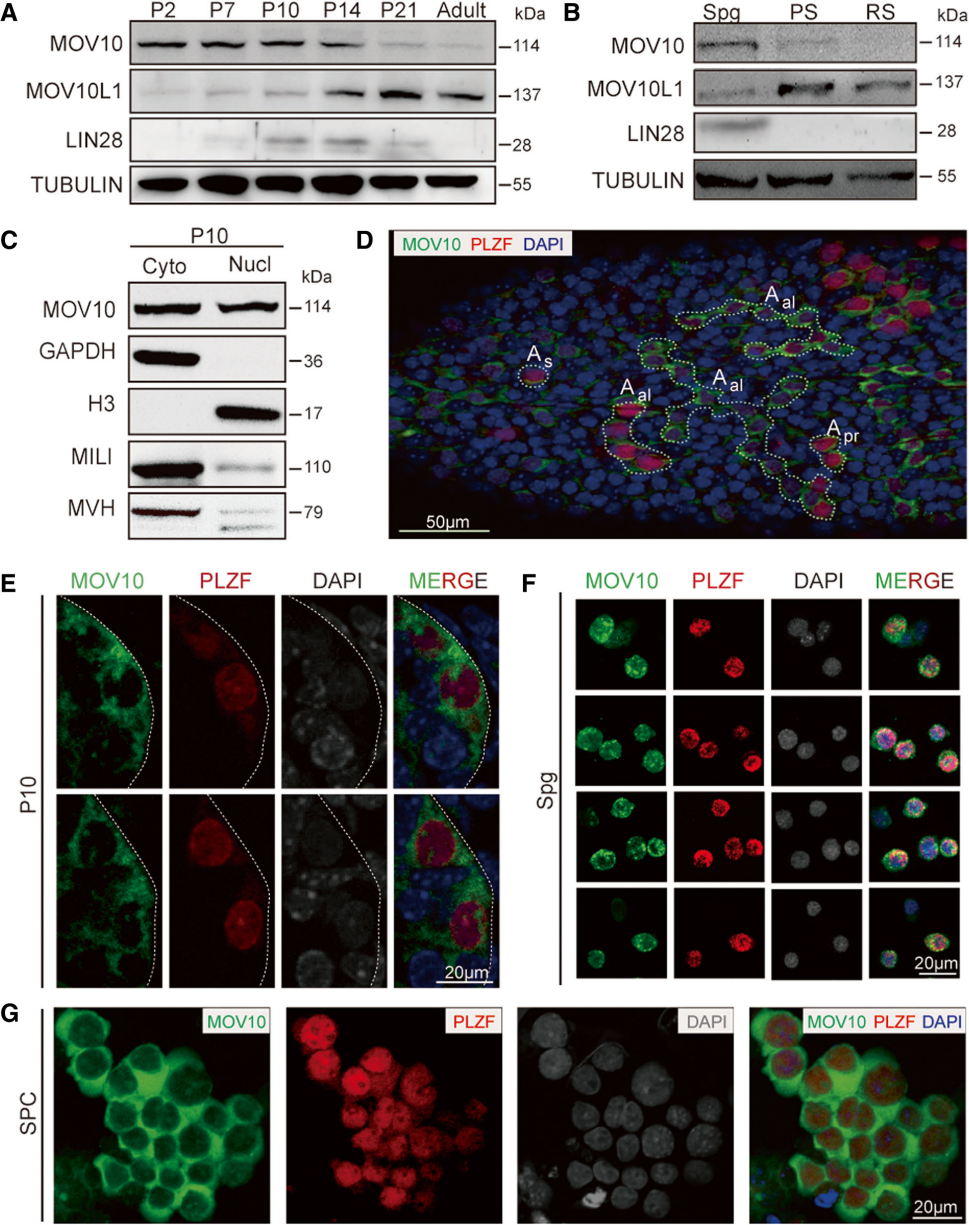
Expression and localization patterns of MOV10 in male germ cells. **a** Time-course western blot analysis of MOV10 in postnatal mouse testes, compared with MOV10L1 and LIN28. TUBULIN was used as a loading control. Mouse testes were collected from P2 through adulthood. **b** Expression patterns of MOV10, MOV10L1, and LIN28 in different populations of male germ cells. Spg, spermatogonia; PS, pachytene spermatocytes; RS, round spermatids. **c** Western blot analysis of MOV10 in cytoplasmic and nuclear fractions of P10 testis. GAPDH and H3 were used as cytoplasmic and nuclear markers, respectively. MILI and MVH are known to be present in perinuclear granules in the cytoplasm. **d** Whole-mount immunostaining for MOV10 and PLZF in seminiferous tubules. Image shows A_s_, A_pr_, and A_al_ (A4, A8, A16) clusters of spermatogonia that are interconnected by intercellular cytoplasmic bridges due to incomplete cytokinesis. Dotted lines mark clusters of PLZF (shown in red) and MOV10 (shown in green) double-positive cells, counterstained with DAPI (shown in blue). Scale bars, 50 μm. **e**–**g** Frozen sections of testes from P10 (**e**), Spg isolated from P6–8 testes (**f**), and in vitro cultured SPCs (**g**) were co-immunostained for MOV10 and PLZF. Panel **e** shows high-magnification images of regions marked by dashed lines. Scale bar, 20 μm

### MOV10 enhances in vitro proliferation and in vivo repopulation capacity of spermatogonial progenitor cells

To investigate the physiological function of MOV10 in male germ cells, we knocked down *Mov10* in in vitro cultured SPCs using small hairpin RNAs (shMov10-832 and shMov10-833) designed against *Mov10* sequences with low homology to *Mov10l1* (Additional file 1: Figure S3). The off-target analysis of both shRNA sets using the Sylamer program revealed the potential trend to influence other genes was very low (Additional file 1: Figure S4) [56]. Transduction of SPCs with a lentivirus encoding shMov10-832 or shMov10-833 resulted in a significant reduction of *Mov10* mRNA levels, whereas *Mov10l1* transcript levels were not affected (Additional file 1: Figure S3). Western blot analysis confirmed reduced MOV10 protein levels in transduced cells (Additional file 1: Figure S3). SPCs with shMov10-mediated knockdown of *Mov10* formed smaller cell clusters than control cultures, and clusters lacked the typical grape-shaped appearance (Fig. 2a). Furthermore, SPC cultures subject to *Mov10* knockdown contained significantly lower cell numbers than control cultures after 6 days of culture (Fig. 2b). Flow cytometric studies showed that SPC cultures with shMov10-mediated knockdown of *Mov10* contained significantly more apoptotic and dead cells than control cultures (Fig. 2c) but did not significantly differ in respect to cell cycle progression (Fig. 2d).

**Fig. 2:**
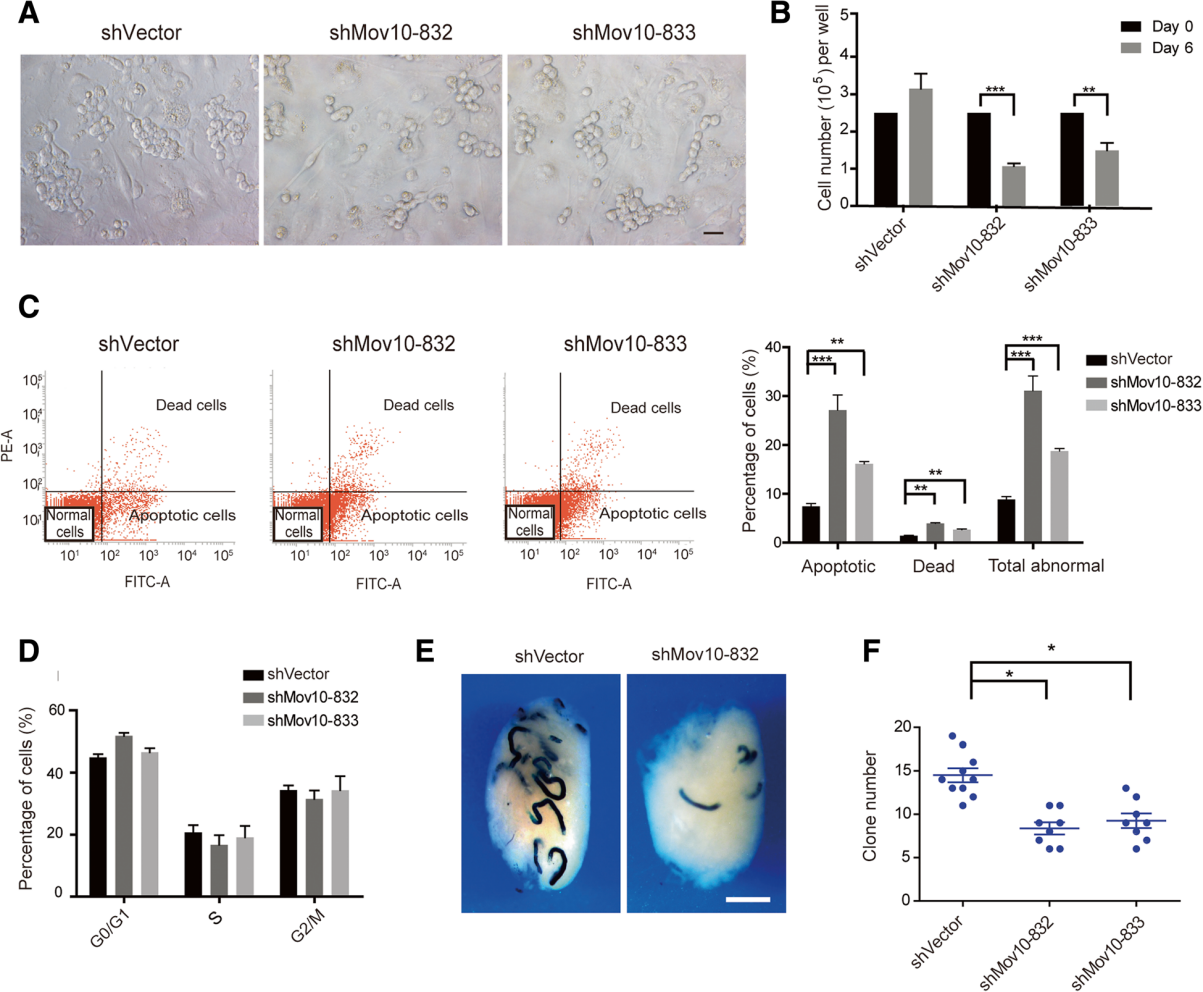
*Mov10* knockdown affects cell fate decisions in SPC. **a** Morphological differences between *Mov10* shRNA (shMov10-832 or shMov10-833) and control (shVector) virus transduced SPC cultures at 6 days following lentiviral transduction. *Mov10* shRNA cultures exhibit dissociation of clump-forming cells and contain only few and small grape-shaped colonies. Scale bar, 20 μm. **b** Significantly lower cell numbers in SPC cultures transduced with *Mov10* shRNA vs cells transduced with control virus. **c**, **d** Flow cytometric analysis of apoptosis (**c**) and cell cycle (**d**). The error bars in **b**, **c**, and **d** represent variation (SEM) among biological triplicates. **e**, **f** Reduced repopulation capacity of SPCs after *Mov10* knockdown. *Mov10* shRNA or control vector transduced cells were transplanted into total 13 recipient testes. Donor-derived spermatogenic colonies (beta-glucuronidase transgene positive) were visualized by X-gal staining and counted. Scale bar, 2 mm. *p < 0.05; **p < 0.01; ***p < 0.001

To examine if *Mov10* knockdown affected the capacity of SPCs to restore spermatogenesis, we transplanted cell suspensions of control cultures and *Mov10* knockdown SPC cultures from Rosa transgenic mice into germ cell-depleted recipient testes in which endogenous spermatogenesis had been abolished. Identification of donor-derived spermatogenic colonies by X-gal staining revealed a diminished ability of *Mov10* knockdown cells to colonize recipient testes (Fig. 2e), with an approximately 50% decrease in colony numbers compared with control SPCs (Fig. 2f). We next assessed the effect of *Mov10* knockdown on the capacity of spermatogonial cells in vivo, lentivirus expressing shMov10 or shVector was prepared and subsequently transduced into adult mouse testes [57, 58]. The signal of EGFP was observed across spermatogenic cells at different developmental stages (Additional file 1: Figure S5), which indicates the successful infection of lentivirus. Numbers of spermatogonial cells positive for TUNEL were increased in the seminiferous tubules of mouse testes transduced with shMov10 in comparison to those with shVector (Additional file 1: Figure S5). Taken together, the outcomes of both in vitro and in vivo studies demonstrate that MOV10 plays a pivotal role in determining the SPC fate.

### MOV10 maintains gene expression and the miRNA pool

Transcript profiling by RNA deep sequencing (RNA-seq) showed that shMov10-mediated knockdown of *Mov10* in SPC was associated with up- and downregulation of 407 and 282 protein-coding genes, respectively (Additional file 1: Figure S6). Genes subject to downregulation in the absence of MOV10 included *Etv5*, *Bcl6b*, and *Zbtb16*, all of which encode factors necessary for SPC proliferation and/or self-renewal [59, 60]. In contrast, the significantly enriched terms among upregulated genes were related with ion transport and membrane potential (Additional file 1: Figure S7). Reverse transcription-quantitative real-time polymerase chain reaction (RT-qPCR) confirmed significantly lower *Etv5* and *Bcl6b* transcript levels in *Mov10* knockdown versus control SPC cultures, whereas *Zbtb16* mRNA levels were similar (Additional file 1: Figure S3). However, similar to ETV5 and BCL6B, ZBTB16 protein levels were substantially reduced in *Mov10* knockdown SPC vs controls (Additional file 1: Figure S3), suggesting that MOV10 regulates mRNA stability and/or translation efficiency, the latter of which is supported by observations that MOV10 associates with polysomes (Additional file 1: Figure S3). In contrast, MOV10L1 associated with RNPs but not with ribosomes or polysomes, implicating a functional non-redundancy of MOV10 and MOV10L1. Knockdown of *Mov10* in SPCs also produced changes in transcript levels of lncRNAs. Similar to mRNAs, affected lncRNA transcripts were predominantly upregulated (Additional file 1: Figure S6). Following overexpression of MOV10 in SPCs, we observed increased colony size and cell number vs controls, and upregulation of *Etv5*, *Bcl6b*, and *Zbtb16* mRNA or protein levels (Additional file 1: Figure S8). The opposite phenotypes associated with knockdown and overexpression of *Mov10* in SPC further validate its regulatory role on SPC proliferation and/or self-renewal.

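Small RNA levels were measured in SPCs, Thy1-positive germ cells of mouse pups kept in long-term culture on mitotically inactivated STO feeder layers, which are mouse embryonic fibroblasts. Control cells were transduced with the empty lentiviral shRNA vector (shVector) and knockdown cells with a vector expressing an shRNA against Mov10 (shMov10-832). The paper's methods give the age of the mice as 6 to 8 days, and the sample labels give 6 days. Size-selected small RNAs were sequenced as 1 library per group. The methods describe 2 small RNA libraries with triplicate samples, and the paper's text does not say whether the triplicates were pooled. The values therefore have no replicate error, and no difference between the 2 groups was tested against variation between cultures. The authors filtered out rRNA reads, trimmed adaptors and mapped the reads without base mismatch to the mature miRNAs of miRBase. They deposited the number of reads and a TPM value for each of 1096 mature miRNAs. In control SPCs, 9628835 reads were counted on miRNAs, and 1058 miRNAs had at least 1 read. In Mov10 knockdown SPCs, 2794593 reads were counted on miRNAs, and 833 miRNAs had at least 1 read. Dividing the reads of each miRNA by its TPM gave the same library total for every miRNA with reads in a library, 10518277 reads for the control and 3194363 for the knockdown. TPM is thus the number of reads per 1000000 reads of each library's own total, without a length correction, and the paper's text does not state what the total contains. Reads on miRNAs made up 91.5% of this total in the control (95% Wilson confidence interval 91.53 to 91.56%) and 87.5% in the knockdown (87.45 to 87.52%). A loss that all RNAs in the total share does not show in TPM, because each library is divided by its own total. A single read was worth 0.0951 TPM in the control library and 0.313 TPM in the knockdown library, and 3 reads, taken as the smallest detectable level, were worth 0.285 and 0.939 TPM. Fold changes were calculated as log2 of the ratio of TPM + 0.1 in the knockdown to TPM + 0.1 in the control, which understates the change of miRNAs with low TPM. For each miRNA, the reads of the 2 libraries were compared by an exact conditional binomial test with Benjamini-Hochberg adjustment. This test compares the 2 libraries and not the 2 conditions, and its p-values and the confidence intervals cover counting error only. Mov10 mRNA is not measured in small RNA libraries, so the depletion of Mov10 was not checked here.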

Next, we evaluated the consequences of *Mov10* knockdown on small RNA levels. 

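The lengths of single reads were not analysed here, because the values used are sums per mature miRNA. Mature miRNAs with an annotated length of 21–25 nt accounted for 1020 of the 1096 miRNAs. They had 9589535 reads in control SPCs, which is 91.2% of the library total behind TPM (95% Wilson confidence interval 91.15 to 91.19%). In Mov10 knockdown SPCs they had 2741219 reads, which is 85.8% of that library's total (85.78 to 85.85%). The number of reads on all miRNAs in the knockdown library was 0.290 times that in the control library, and the ratio of the 2 library totals was 0.304. The summed TPM of all miRNAs therefore differed little between the libraries, with a log2 ratio of -0.07. When both libraries were divided by 1 total of 30000000 reads, an alternative chosen after seeing the data, the log2 ratio was -1.78.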

Read length profiling after small RNA sequencing revealed that 21–25 nt-long RNAs, which largely represent mature miRNAs, were particularly underrepresented in *Mov10* knockdown vs control SPCs (Fig. 3a). 

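With the deposited TPM, 607 of the 1096 miRNAs were above 1.5 TPM in at least 1 of the 2 libraries. Of these, 253 were reduced over 1.5-fold in Mov10 knockdown SPCs, 97 were raised over 1.5-fold and 257 changed less. The exact binomial test gave an adjusted p-value below 0.05 for 187 of the reduced and 63 of the raised miRNAs, so that 100 of the 350 changes over 1.5-fold were not separated from counting error. The median log2 fold change of the 607 miRNAs was -0.37, and in 1000 resamplings of the reads 95% of the medians lay between -0.41 and -0.29. Without a minimum TPM, the numbers rose to 579 reduced and 208 raised miRNAs. All 263 miRNAs without reads in the shallower knockdown library then counted as reduced, and all 38 without reads in the control library as raised. Dividing both libraries by 1 total of 30000000 reads, kept after seeing the data and after trying 9 common totals, gave 445 reduced miRNAs, 10 raised miRNAs and a median of -2.06.

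**Figure D1:**
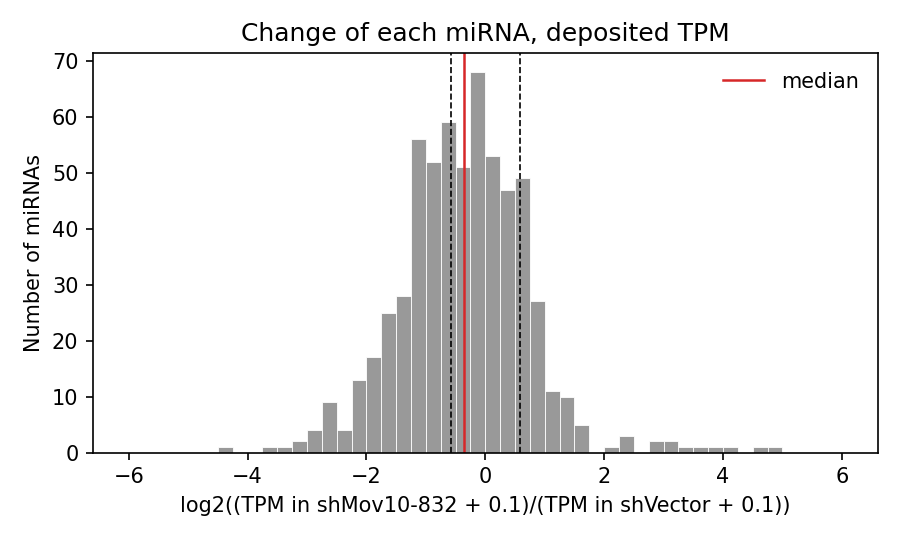
Number of miRNAs (y-axis) by log2 fold change between the Mov10 knockdown and the control library with the deposited TPM (x-axis), for the 607 miRNAs above 1.5 TPM in at least 1 library. Dashed lines mark changes of 1.5-fold and the red line marks the median of -0.37, with 253 miRNAs to the left of the dashed lines and 97 to the right, up to the small shift made by adding 0.1 TPM.

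Among the miRNAs later measured by RT-qPCR, miR-21a-5p (mature sequence TAGCTTATCAGACTGATGTTGA) had 546601 reads in the control and 341977 in the knockdown library, a read ratio of 0.626. Its TPM was 51967 in the control and 107056 in the knockdown, a log2 fold change of 1.04 (95% confidence interval 1.04 to 1.05), which turned to -0.68 with 1 total of 30000000 reads. The hairpin of miR-20a-5p lies on chromosome 14 of GRCm38 from 115044157 to 115044263, in an exon of Mir17hg, and its log2 fold change was -0.41 (2999 and 684 reads, adjusted p = 2.5e-11, exact binomial test). The hairpin of miR-106a-5p lies on chromosome X from 52742503 to 52742567 and overlaps the 3′ end of the noncoding gene Kis2 by a few bases. With 38 reads in the control and 3 in the knockdown, miR-106a-5p had a log2 fold change of -1.84 (adjusted p = 0.047, exact binomial test), and the adjusted p-value was 0.14 after scaling by the median ratio. Of the miRNAs above 100 TPM in the control, miR-1195 had the largest decrease, with 1288 and 60 reads and a log2 fold change of -2.70. It was followed by miR-142a-5p at -2.45, miR-298-5p at -2.04, miR-669a-3p, whose TPM was 226 in the control and 56.7 in the knockdown, and miR-466b-3p at -1.96, the last 2 of which come from several hairpins in introns of Sfmbt2. The largest increase was that of miR-714, with 147 reads in the control and 1398 in the knockdown and a log2 fold change of 4.96. The next largest were those of miR-5126 at 4.71, miR-5121 at 4.07, miR-6538 at 3.95, miR-3960 at 3.51 and miR-6236 at 3.44. miR-182-5p, which had the most reads in the control library, fell by 0.46 on the log2 scale, whereas miR-22-3p rose by 0.48 and miR-10b-5p by 0.45, and with 1 total of 30000000 reads the last 2 turned to -1.24 and -1.27. The paper states that inhibition of Mov10 changed the production of miRNAs as a whole, and it then turns to RT-qPCR of single miRNAs and to the levels of their transcripts.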

We found that inhibition of *Mov10* expression affected miRNA biogenesis globally, causing reduced levels of 446 miRNAs and upregulation of 10 miRNAs compared to control SPCs (> 1.5-fold and TPM > 1.5; Fig. 3b). RT-qPCR for selected miRNAs, including miR21a, miR20a, and miR106a, which play a critical role in determining SPC fate [61, 62], confirmed significant reduction of mature miRNA levels in *Mov10* knockdown vs control SPCs (Fig. 3c). Nevertheless, mRNA transcripts of *Drosha*, *Dgcr8*, and *Dicer* expressed similar levels in SPCs with *Mov10* knockdown compared with control cells (Additional file 1: Figure S6). Moreover, the protein levels of the above classical factors for miRNA biogenesis remained unchanged (Additional file 1: Figure S6). We then examined the transcript levels of the 446 downregulated miRNAs by designing a RNA-seq pipeline based on the principles of miRNA processing and RNA-seq (Fig. 3d). RNA-seq read density within an adjacent genomic window (± 200 nt) flanking the miRNA hairpin represents the whole level of miRNA transcript (i.e., combined levels of pri-miRNA and its miRNA-truncated fragments after initial processing) and the maximal potential of miRNA generation. The result showed an overall trend towards downregulation of miRNA transcripts. Specifically, the transcripts of 198 miRNAs were downregulated and transcripts of 34 miRNAs were upregulated (> 1.5-fold, Fig. 3e). 

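Hairpins were placed on GRCm38 with the RefSeq annotation, and a miRNA was counted as intronic when its hairpin lay in an intron of another gene of GENCODE vM21 on the same strand. Of the 253 miRNAs reduced with the deposited TPM, 137 (54.2%, 95% Wilson confidence interval 48.0 to 60.2%) were intronic, 21 lay in exons, 94 lay outside other genes and 1 had no annotated position. The 607 miRNAs above the minimum had nearly the same share of intronic miRNAs, 331 (54.5%, 50.6 to 58.5%), so that the share among reduced miRNAs could not be told apart from that among all detected miRNAs. Among the 97 raised miRNAs, 49 (50.5%, 40.7 to 60.3%) were intronic. Exons held 8.3% of the reduced, 14.2% of the detected and 20.6% of the raised miRNAs. Outside other genes lay 37.2%, 30.6% and 25.8% of them, and these differences were not tested. With introns on either strand, 146 of the reduced miRNAs were intronic. Under division by 1 total of 30000000 reads, the alternative that moved this number most, 240 of 445 reduced miRNAs were intronic (53.9%, 49.3 to 58.5%). All these intervals treat mature forms as independent, although forms of the same hairpin or locus, such as those in introns of Sfmbt2, were counted separately. They are therefore likely too narrow, and the share that single loci contribute was not counted.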

Of 446 downregulated miRNAs, 189 were of intronic origin (Fig. 3f), and of these, 95 and 5 were downregulated and upregulated, respectively (> 1.5-fold, Fig. 3g). These bioinformatics analyses matched the read density distribution in genome browser visualization such as for miR20a and miR21a (Fig. 3h, left) and were also validated by RT-qPCR (Fig. 3h, right). These results indicate that downregulation of miRNAs may be attributed partly to attenuation of the transcription and/or stability of their transcripts.

**Fig. 3:**
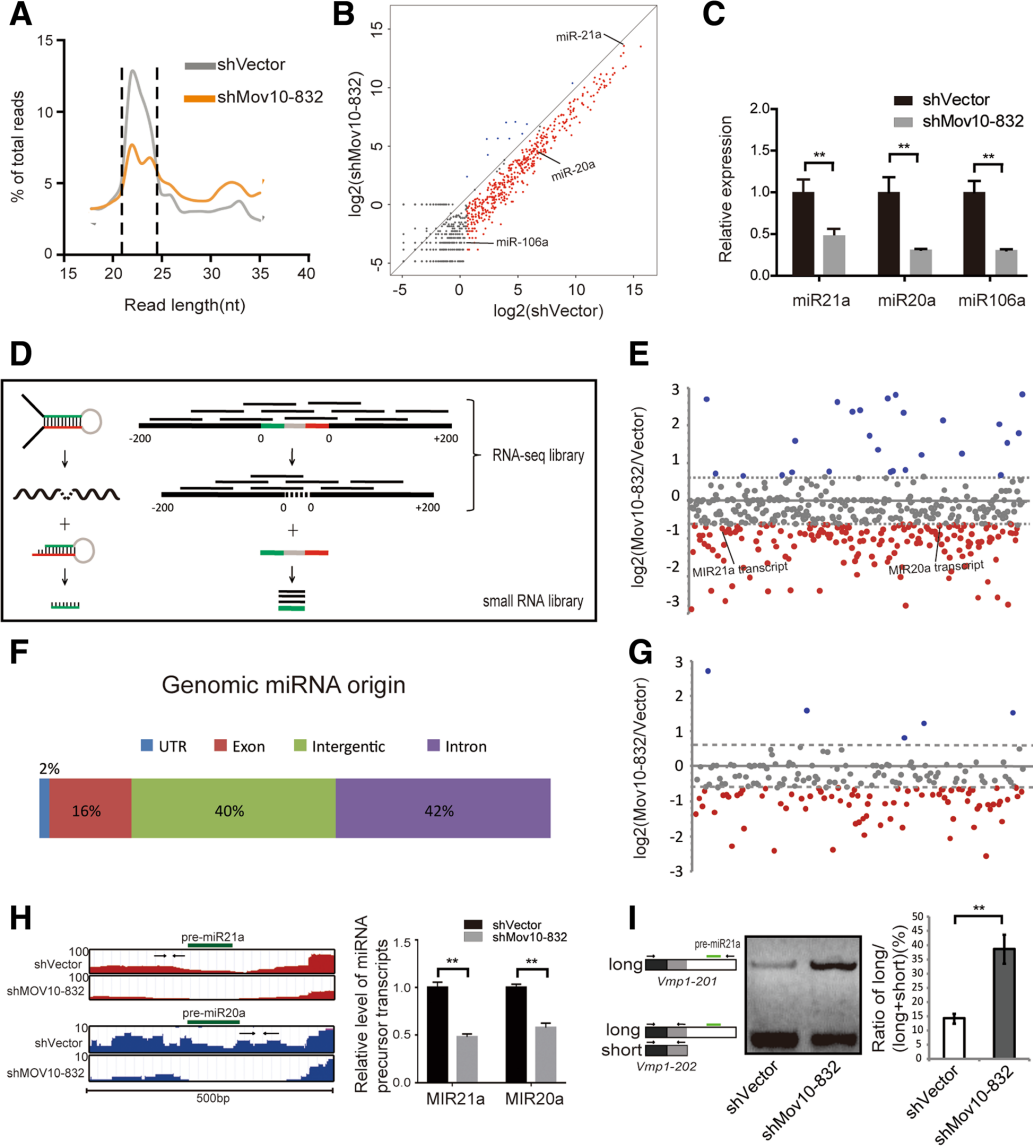
*Mov10* knockdown affects the production of miRNA. **a** Read length profile for small RNAs showing that the percentage of small RNA reads were downregulated after *Mov10* shRNA treatment. **b** Scatter plot of miRNA expression data from small RNA-seq represented as log2 values of *Mov10* knockdown versus control samples. **c** qPCR validation of selected miRNAs with well-known function in SPCs. **d** Schematic representation of a general step-wise miRNA processing from pri- to mature forms (left) and the corresponding read pick-up from RNA-seq library and small RNA library (right). See the rationale in the Methods. **e** Scatter plot showing change of the transcript of each downregulated miRNA represented as *Mov10* knockdown versus control samples. Results are mean values from three biological replicate RNA-seq libraries. **f** Distribution of downregulated miRNAs according to genomic origin of their mature form. **g** Analysis of intron-derived miRNAs using the same method as in panel E. **h** UCSC visualization of the genomic window of ± 200 nt flanking the hairpin of miR21a and miR20a shows lower RNA-seq read density in *Mov10* knockdown SPC versus vector control (left) and qPCR confirmed significant reduction of miR21a and miR20a primary transcripts (right). PCR primer sets are marked by arrows relative to the position to the pre-miRNA shown in green. **i** The long isoform *Vmp1-201* (ENSMUST00000018315.9) bearing the long 3′-UTR contains pre-miR21a (green line) and can be processed to produce the short isoform *Vmp1-202* (ENSMUST00000123590.7) and miR21a precursor for downstream miRNA processing (left). Exons (black box), the alternative part of 3′-UTR (white box) as well as the common part (gray box) of 3′-UTR are shown. Two different primer sets (arrows) were designed. The relative ratio of the long isoform over both (long+short) was quantified by Image J software (right)

### MOV10 regulates miRNA precursors via 3′-UTR processing and splicing

The level of mature miRNAs depends on both the transcription rate and by posttranscriptional regulation which may bias splicing or processing of miRNA transcripts towards excision or retention of the miRNA, producing different levels of mature miRNAs from the same amount of precursor. 

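The hairpin of Mir21a lies on chromosome 11 of GRCm38 from 86584067 to 86584158 on the minus strand and is 92 bp long. Its sequence is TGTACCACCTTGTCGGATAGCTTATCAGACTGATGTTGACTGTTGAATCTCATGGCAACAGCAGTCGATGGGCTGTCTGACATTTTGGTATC. Mature miR-21a-5p spans 86584120 to 86584141 and miR-21a-3p spans 86584082 to 86584103. In GENCODE vM21, the transcript Vmp1-201 runs on the same strand from 86583865 to 86683836 and has 12 exons. The part of its 3′-UTR in the last exon spans 1446 bp, from 86583865 to 86585310, and holds the whole hairpin. The hairpin starts 1152 bp into this 3′-UTR part and ends 202 bp before the end of the transcript. The transcript Vmp1-202 has 4 exons, no annotated coding sequence, and ends at 86584930, which is 771 bp before the hairpin. Mature miR-21a-3p (CAACAGCAGTCGATGGGCTGTC) had 3425 reads in control SPCs and 2257 in Mov10 knockdown SPCs, and its log2 fold change with the deposited TPM was 1.12 (95% confidence interval 1.04 to 1.19). It turned to -0.60 with 1 total of 30000000 reads for both libraries.

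**Figure D2:**
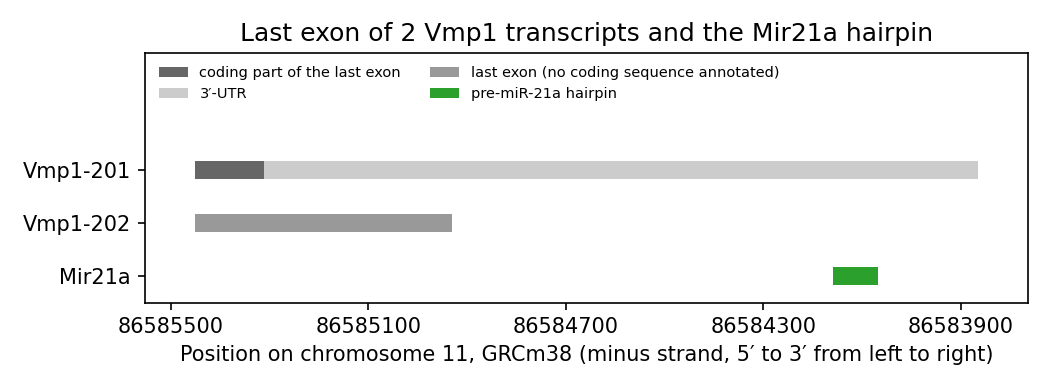
Position of the Mir21a hairpin (green) relative to the last exon of Vmp1-201 and of Vmp1-202 along chromosome 11 of GRCm38 (x-axis, base position, minus strand drawn from 5′ to 3′). Dark gray is the coding part of the last exon of Vmp1-201, light gray its 3′-UTR, and medium gray the last exon of Vmp1-202, which ends 771 bp before the hairpin.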

Specifically, miR21a is located within 3′-UTR of the vacuole membrane protein-1 (*Vmp1*) gene [63]. Knockdown of *Mov10* in SPCs significantly altered the ratio of *Vmp1* transcripts with a long pri-miR21a containing 3′-UTR to all variants (Fig. 3i, middle and right). It suggests that this long 3′-UTR processing is regulated by MOV10, which is required for excision of miR21a precursor from the long isoform. More examples were provided for the role of MOV10 in 3′-UTR processing of miRNAs, including miR331, miR1191, and miR7673 (Additional file 1: Figure S9). We next analyzed splicing events in the primary transcripts of intronic miRNAs that were downregulated in SPCs after *Mov10* knockdown. We filtered at a lower stringency (> 1.5-fold and TPM > 1) to identify more intronic miRNAs potentially regulated by MOV10 and obtained 235 downregulated intronic miRNAs, of which 18 belonged to known mirtrons from a mouse mirtron database [64]. This database contains confirmed and a large proportion (ca. 50%) of predicted mirtrons. 

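With the deposited TPM and the minimum lowered to 1 TPM, 281 miRNAs were reduced over 1.5-fold in Mov10 knockdown SPCs, and 157 of these (55.9%, 95% Wilson confidence interval 50.0 to 61.6%) were intronic. The interval again treats mature forms of the same locus as independent. For 1 total of 30000000 reads in both libraries, 263 reduced miRNAs were intronic. Of the 18 mirtrons, that is miRNAs excised from short introns by splicing, shown in Fig. 4 and Figure S10, 3 had a mature form that was reduced over 1.5-fold above 1 TPM. miR-7068-3p, from an intron of Cherp on chromosome 8 (hairpin from 72470016 to 72470089), had 799 reads in the control and 134 in the knockdown and a log2 fold change of -0.86 (adjusted p = 7.3e-11, exact binomial test). miR-877-3p, from an intron of Abcf1 on chromosome 17 (35960730 to 35960814), had 155 and 20 reads and a log2 fold change of -1.22 (adjusted p = 4.3e-04, exact binomial test). miR-7015-3p, from an intron of Smap2 on chromosome 4 (120973259 to 120973322), had 76 and 14 reads and a log2 fold change of -0.71, which was within counting error (adjusted p = 0.26, exact binomial test). Dividing both libraries by 1 total of 30000000 reads, which leaves the reads uncorrected for depth, raised the number of reduced mirtrons to 6. The additions were miR-3082, miR-6944 and miR-1981, which had 109, 251 and 138 reads in the control and 25, 91 and 49 in the knockdown. With the deposited TPM, miR-3082-3p had a log2 fold change of -0.39. By that measure miR-6944-3p rose by 0.25, miR-1981-5p by 0.13 and miR-1981-3p by 0.29, all within counting error. Of the remaining 12 mirtrons, miR-6911-3p had 15 and 9 reads and a log2 fold change of 0.93, a rise over 1.5-fold with the deposited TPM that was within counting error (adjusted p = 0.34, exact binomial test) and turned to -0.58 with that total. The other 11 had at most 4 reads per mature form in either library, and a change in their level was not detectable at this depth.

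**Figure D3:**
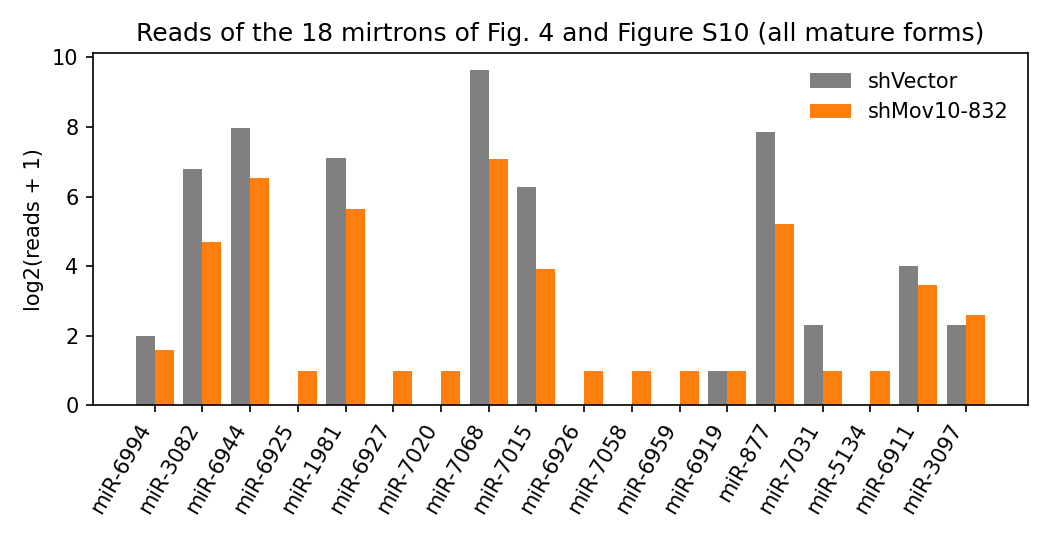
log2(reads + 1) over all mature forms of each of the 18 mirtrons (x-axis) in the shVector control library (gray) and the shMov10-832 knockdown library (orange), 1 library each and without error bars. Reads are not corrected for the size of the library, and 12 mirtrons have at most 15 reads in either library, against 76 or more in the control for the other 6.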

Of 18 tested known mirtron splicing events, 14 events were significantly changed upon *Mov10* knockdown (Fig. 4 and Additional file 1: Figure S10). In all cases, mirtrons were retained in the pre-mRNA holders, associated with lower mirtron transcript levels in a subset. NIH3T3, distinct from SPC, is a commonly used mouse cell line suitable for *Mov10* knockdown experiments and evaluation of gene expression using the same set of mouse-specific primers. In parallel, we examined 6 mirtron splicing events in NIH3T3 cell lines and found no significant change in the *Mov10* knockdown versus control samples (Fig. 4), suggesting a cell-type-dependent role of MOV10 for splicing regulation. In addition, of 14 tested splicing events of intronic miRNAs other than mirtrons, 4 events were significantly biased towards miRNA retention after *Mov10* knockdown in SPCs (Additional file 1: Figure S11). The crosstalk between pre-mRNA splicing and mirtron precursor processing prompted us to further examine the splicing regulatory role of MOV10 at a transcriptome-wide level. From RNA-seq analyses, many alternative splicing events were altered in *Mov10* knockdown cells (Additional file 1: Figure S12). Although *Mov10* knockdown was not associated with changes in the levels of mRNAs of various known splicing regulatory genes (Additional file 1: Figure S6), the involvement of MOV10 in splicing regulatory network has been implicated in a high-profile resource article [23], suggesting that MOV10 may play a direct nuclear role in splicing regulation.

**Fig. 4:**
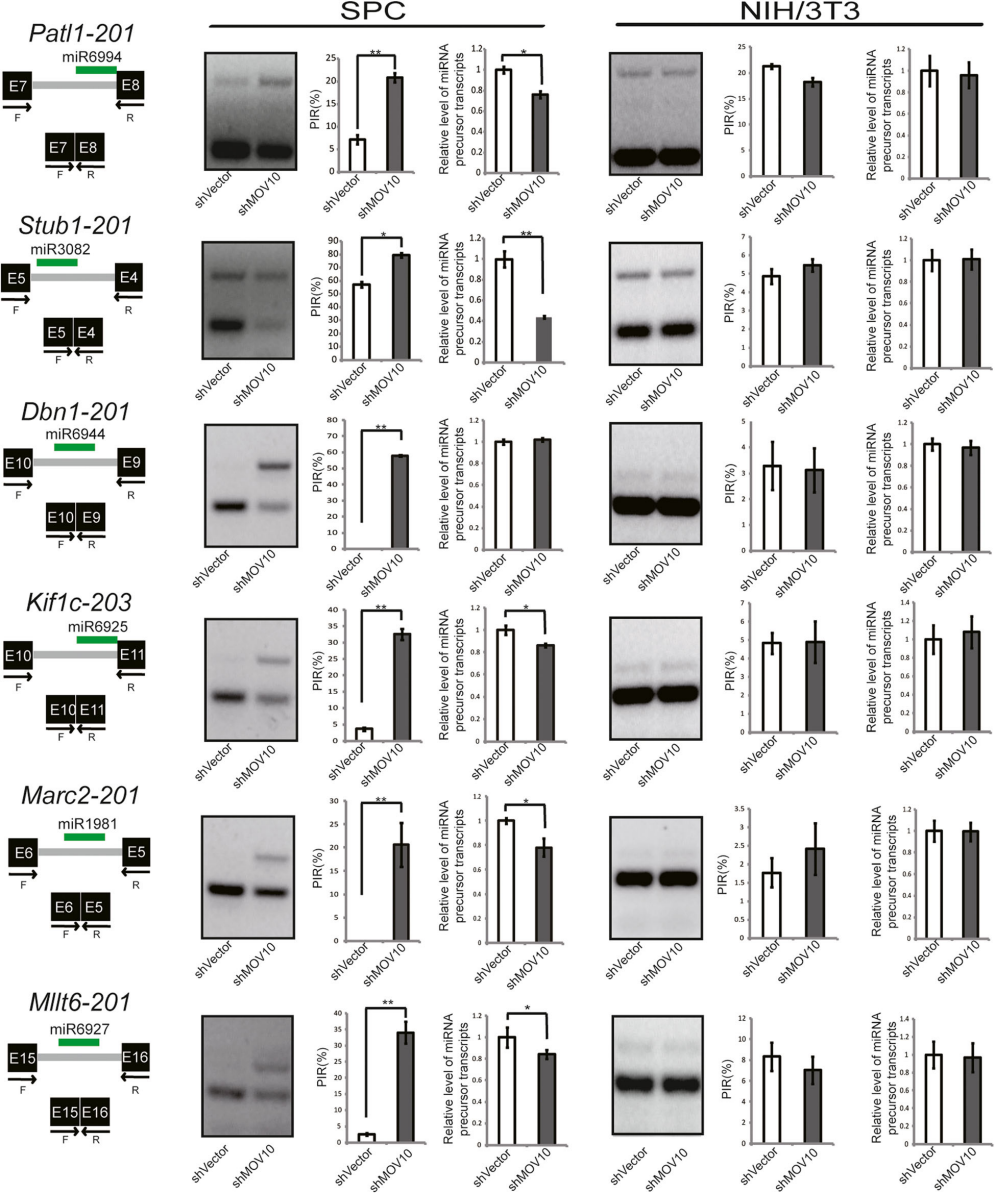
MOV10 regulates mirtron splicing in SPCs. PCR test of mirtron splicing events in SPCs and NIH/3 T3 cells. Total RNA samples from *Mov10* knockdown versus control SPCs were examined by semi-quantitative RT-PCR analyses. The diagrams depict two splicing isoforms, black boxes represent exons, gray lines represent introns, green lines represent miRNAs, and arrows mark the positions of forward (F) and reverse (R) primers. E, exon number. The percent of intron retention (PIR) value, used as an indication for the extent of alteration of a splicing event, was determined as the proportion of the intron retention isoform versus the total level of intron retention and intron exclusion isoforms. The change of miRNA transcripts was calculated as the relative whole level of intron retention and intron exclusion isoforms in *Mov10* knockdown over control. PCR products were quantified by Image J software. Results represent data from biological triplicates

### In vivo capture of RNA targets of MOV10 from juvenile testes

To capture MOV10 footprints in vivo, we chose P10 testis, in which MOV10 is abundant in spermatogonia, and employed HITS-CLIP, a technique enabling transcriptome-wide analysis of protein-RNA interactions (Fig. 5a). The anti-MOV10 antibody used in this study conforms to ENCODE guidelines advised for RNA immunoprecipitation (RIP)-seq (Additional file 1: Figure S1 and Methods: MOV10 Antibody Validation). Specific IP enrichment of MOV10-RNA RNPs was confirmed by western blot analysis and autoradiography, respectively (Fig. 5b). We generated 3 biological replicate CLIP-seq libraries (RL5i1, RL5i3, and RL5i7) with mapping ratios of ~ 85% (Additional file 1: Figure S13) and high reproducibility (Additional file 1: Figure S13). The majority (~ 90%) of MOV10 CLIP tags mapped to genic regions (5′-UTR, CDS, introns, and 3′-UTR), and ~ 10% mapped to intergenic regions (Fig. 5c), contrasting with previous findings with the homolog MOV10L1, for which CLIP tags mostly mapped within intergenic piRNA clusters [38]. Approximately 50% of MOV10 CLIP tags within genic regions and ~ 75% within intergenic regions overlapped with repeat sequences (Additional file 1: Figure S13), which were predominantly (50~80%) long interspersed nuclear element-1 sequences (LINE1) and also included long terminal repeats (LTR) and short interspersed nuclear elements (SINE) sequences (Fig. 5d and Additional file 1: Figure S13). MOV10 CLIP tags overlapped with a subset of the 19 most highly expressed pre-pachytene piRNA clusters [65, 66] (Additional file 1: Table S1), with uniform distribution across piRNA cluster 3, overlapping with retrotransposon and/or piRNA elements (Fig. 5e), but only few dispersed reads on cluster 5 (Fig. 5f). Consistent with observations in cell lines [44], testis-derived MOV10 CLIP tags mapping to genic regions (13,210 mRNAs with FPKM ≥ 0.5 and reproducibility in no less than two CLIP libraries [3]) exhibited a strong enrichment within mRNA 3′-UTRs (Fig. 6a), including the 3′-UTRs of three genes essential in SPCs, *Etv5*, *Bcl6b*, and *Zbtb16* (Additional file 1: Figure S14). Grouping of these mRNAs into terciles according to 3′-UTR length (long, medium, and short 3′-UTR; Additional file 2: Table S2) revealed preferential binding of MOV10 to long 3′-UTRs (Fig. 6b and Additional file 1: Figure S14). Protein-RNA UV crosslinking at binding sites may induce deletions that are caused by errors during reverse transcription, such that deletion analysis can identify local sequence-binding preference [67, 68]. We identified total 33,468 genomic sites with deletions in 297,083 CLIP-seq reads. Crosslinked sites were predominantly located in GC-rich regions (Additional file 1: Figure S14), consistent with a previous report [48]. The areas immediately flanking (~ 5 nucleotides) MOV10 binding sites were AU rich (~ 54%) and had lower GC (~ 46%) content, a feature that was present independently of mRNA 3′-UTR length.

**Fig. 5:**
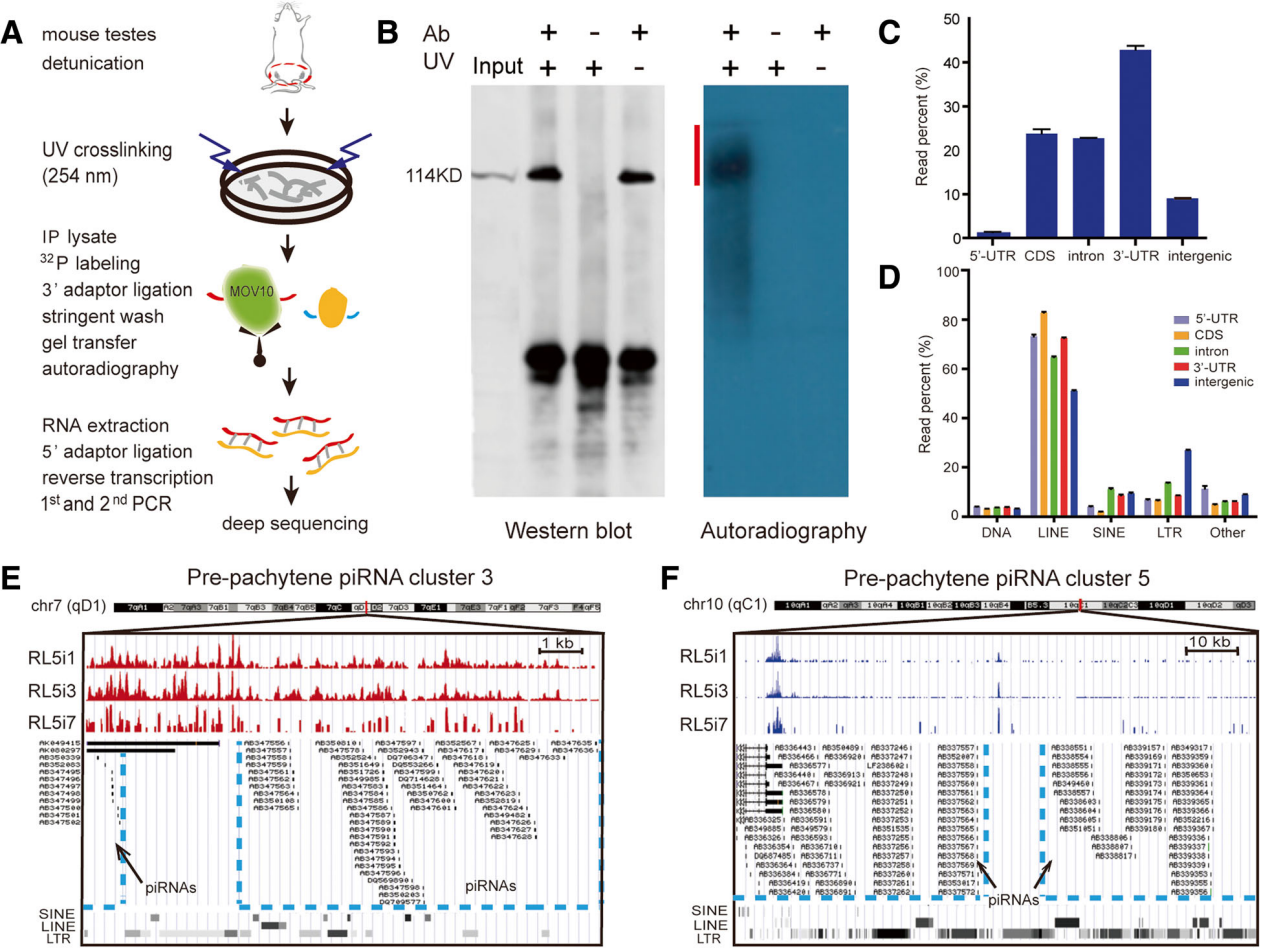
Genomic mapping of in vivo captured MOV10 CLIP targetome. **a** Schematic of the HITS-CLIP procedure. HITS-CLIP employs the following steps to achieve target specificity: covalent crosslinking via ultraviolet irradiation (254 nm), disruption of protein-protein association by highly stringent wash, gel separation of protein-RNA ribonucleoproteins (RNPs) followed by membrane transfer, RNA retrieval, and expansion for deep sequencing. **b** Western blot and autoradiography of MOV10-RNA CLIP complexes. Non-crosslinked testes and IgG CLIP served as negative controls. Three independent libraries were prepared from RNA extracted from gel purified RNPs (marked with red line). **c** Percentage of CLIP reads mapping to genic and intergenic regions. **d** Percentage of CLIP reads mapping to genomic repeat sequences. The error bars in panel **c** and **d** represent variation among three independent CLIP libraries. **e**, **f** Genome browser view of CLIP reads over the genomic window for pre-pachytene piRNA cluster 3 (**e**) and cluster 5 (**f**). The main peak on the left of the piRNA cluster 5 likely reflects 3′-UTR of upstream mRNAs

**Fig. 6:**
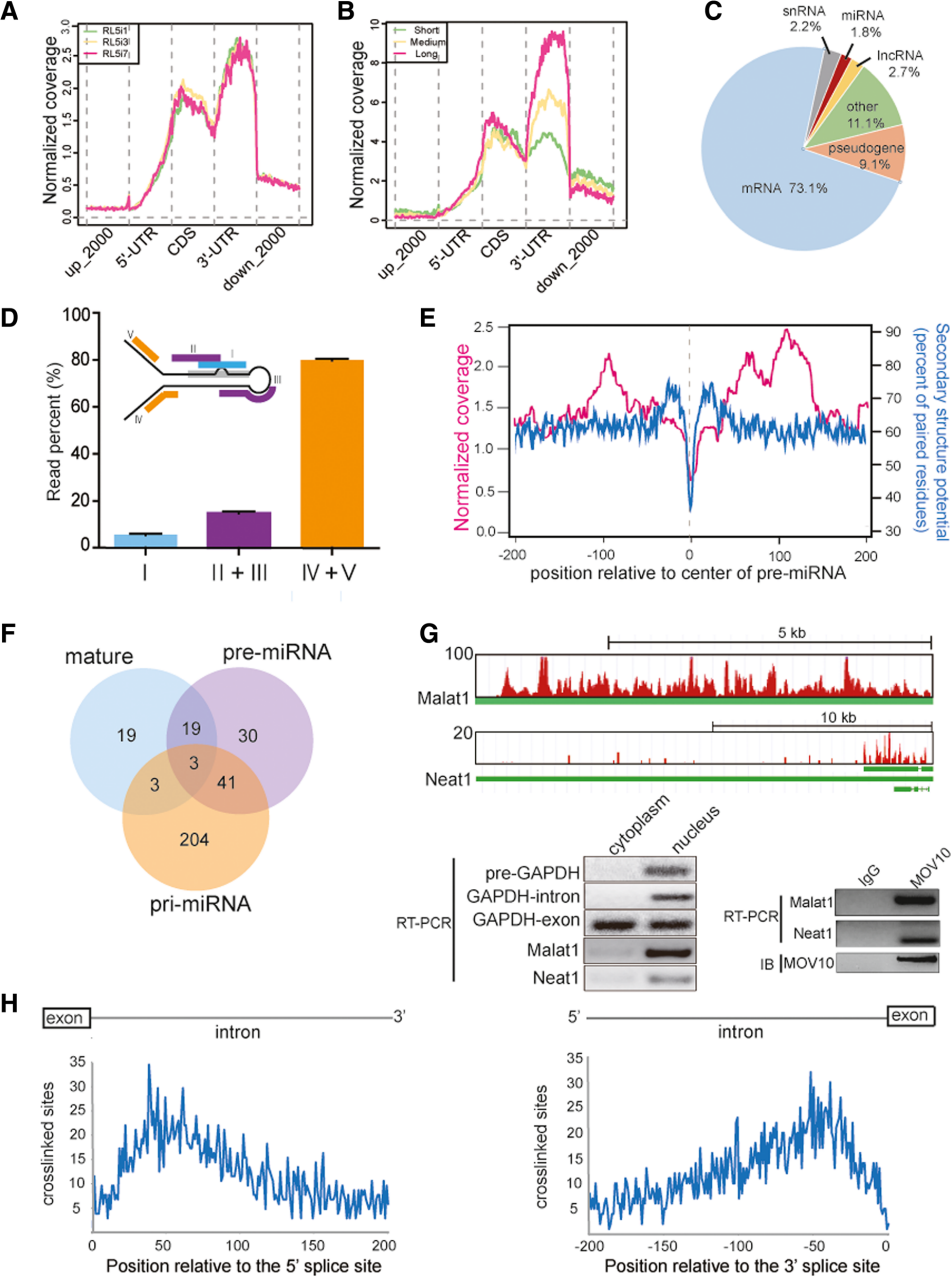
Transcriptome-wide annotation and analyses of MOV10 target RNAs. **a** Distribution of MOV10 CLIP reads mapping to different regions of mRNAs. Three curves represent three CLIP libraries. **b** Distribution of MOV10 CLIP tags mapping to mRNAs with different 3′-UTR length. mRNAs were ranked by 3′-UTR length and divided into terciles containing equal transcript numbers. **c** The pie chart shows the distribution of RNA types identified as MOV10 CLIP targets. **d** Classification of CLIP reads into 5 categories (I–V) based on their relative position to pre-miRNA hairpins. Read distribution of categories I, II+III, and IV+V is calculated. **e** Normalized coverage of MOV10 CLIP reads (red curve) and secondary structure potential of corresponding genomic sequences (blue curve) around pre-miRNAs. MOV10 CLIP tags mapping to ± 200 nt windows flanking the middle point of pre-miRNAs are plotted as density values at single-nucleotide resolution. **f** Numbers of mature miRNA, pre-miRNA, and pri-miRNA bound by MOV10. Overlapping regions represent the miRNAs that are defined as no less than two forms. **g** Genome browser view and validation of MOV10-bound nuclear lncRNAs. UCSC visualization of MOV10 CLIP reads on the lncRNAs *Malat1* and *Neat1*. The green bars represent three isoforms of *Neat1*. RT-PCR confirms nuclear localization of these lncRNAs in P10 testis. The amplicons of pre-GAPDH and GAPDH-intron serve as controls for nuclear fraction and GAPDH-exon serves as control for cytoplasmic fraction. The interaction between MOV10 and lncRNAs was validated by RIP-PCR. **h** MOV10-crosslinked positions within introns. The distribution of genomic crosslinked sites within intronic regions upstream and downstream of the splice site is shown. A genomic crosslinked site was defined as the corresponding genomic position of a deletion identified in a CLIP tag. Each unique position is only represented once

### MOV10 binds to nuclear ncRNA species linked to splicing

Considering the large number of MOV10 CLIP tags mapping to intronic and intergenic regions (Fig. 5c), we asked whether MOV10 extensively binds ncRNAs. To confirm this, we first mapped MOV10 CLIP reads to genome-wide annotations available from Ensemble (Additional file 1: Table S3). Applying the same selection criteria used for mRNAs (FPKM ≥ 0.5, reproducible in two replicates), we found that 26.9% of annotations associated with ncRNAs, including lncRNAs and miRNAs (Fig. 6c). The miRNA-annotated CLIP reads predominantly mapped to miRNA precursors (Additional file 3: Table S4). Because miRBase does not include pri-miRNA coordinates, we classified MOV10 HITS-CLIP reads into five categories (I–V) based on their relative position to the pre-mRNA hairpin (Fig. 6d). Category I mapped to the mature miRNA sequence, category II and III were within the hairpin region and thus putative pre-miRNAs, and category IV and V reads were within a ± 100 nt window of the hairpin region and thus presumptive pri-miRNAs. Most reads mapped to categories IV and V, implying interaction with primary miRNAs transcripts (Fig. 6d). We next analyzed the distribution of CLIP reads relative to the central hairpin sequence of pre-miRNAs and detected enrichment in distal regions (Fig. 6e), predicting that MOV10 may not associate with the classical Microprocessor. MOV10 associated with the following miRNA species: 44 mature miRNAs, 93 pre-miRNAs, and 251 pri-miRNAs (Fig. 6f and Additional file 4: Table S5). LncRNAs encompassed 2.7% of MOV10-CLIP tag annotations and included *Malat1 (Neat2)* and *Neat1* (Fig. 6g)*,* which are known structural components of nuclear (or splicing) speckles and paraspeckles [69–72]. These nuclear subdomains store splicing factors and/or RNA processing factors and are involved in gene expression control. RT-PCR analysis of subcellular RNA fractions confirmed the presence of these nuclear lncRNAs in testis, with *Malat1* being more abundant than *Neat1* (Fig. 6g, left). Association of MOV10 with *Malat1* and *Neat1* RNA in testis was validated by RIP-PCR (Fig. 6g, right). In addition, MOV10-CLIP tags mapped to snRNAs (Fig. 6c), a class of small spliceosomal RNAs found within the nuclear speckles. Splicing regulatory proteins primarily bind to mRNA precursors and affect spliceosome assembly typically at nearby splice site [73]. Intriguingly, we observed enrichment of crosslinked sites/nucleotides at approximately 50 nt upstream of the 3′ splice site or 50 nt downstream of the 5′ splice site (Fig. 6h and Additional file 1: Figure S15). Similarly, short distances between splice site and splice regulator binding sites have been reported elsewhere [74, 75]. To investigate potential causes for preferential binding of MOV10 to these regions, we calculated nucleotide base compositions within ± 100 nt flanking either splice site with crosslinked sites identified on its intronic side. We found that exonic regions exhibited uniform distribution of the four bases (ATCG), whereas intronic regions had obviously higher AT content than CG base content (Additional file 1: Figure S15). Next, we analyzed the base content throughout the intronic regions with splice sites and found that the levels of AT enrichment were relatively low (Additional file 1: Figure S15). However, we did not identify a significant GC enrichment indicative of high secondary structure potential in proximity to MOV10 binding sites, as observed for mRNAs (Additional file 1: Figure S14). Thus, the recruitment of MOV10 to intronic binding sites may involve its interaction with the spliceosome residing near splice sites rather than sequence/structural binding preferences.

### Nuclear MOV10 associates with protein components involved in splicing

To identify MOV10-associated proteins, we performed endogenous immunoprecipitation (IP) using nuclear and cytoplasmic fractions of P10 testis. Western blot analyses showed a single prominent band of the predicted size of MOV10 (Fig. 7a, Additional file 1: Figure S16). Mass spectrometry (IP-MS) analysis of nuclear MOV10 IP and IgG control (Fig. 7b) identified 75 candidate proteins with IBAQ intensity enriched more than 10 times, of which 69 proteins were detected only by MOV10 IP (Additional file 5: Table S6). GO term enrichment analysis identified strong associations with RNA splicing followed by RNA processing (Fig. 7c). Consistent with distinct roles of MOV10 in the nucleus and cytoplasm, nuclear and cytoplasmic interaction partners of MOV10 were largely unique to each compartment (Additional file 1: Figure S16 and Additional file 5: Table S6). Nuclear MOV10-associated proteins included 5 proteins (SRSF1, HNRNPC, SYNCRIP, SNRPA1, and SNRPD2) related to the core splicing machinery [23]; 3 RNA processing factors (PABPC1, UPF1, and ELAVL1), which bind to 3′-UTRs and utilize alternative cleavage to regulate mRNA stability and translational efficiency [76]; 2 proteins (DDX5 and DDX17) involved in both splicing and miRNA processing [26, 77]. The Microprocessor components DGCR8 and DROSHA were not detected. IP-western blot analysis validated 9 nuclear MOV10-associated proteins (Fig. 7d). To further characterize these MOV10 interaction partners, we performed additional IP-MS experiments using 3 different RNase-containing lysis buffers of differential stringency and thus capacity to disrupt protein-protein interactions. We identified 32 proteins that were identified both in the original IP-MS and in at least one RNase-treated IP-MS (Fig. 7e and Additional file 5: Table S6), suggesting that these candidates may interact with MOV10 directly. The enriched GO terms for the 32 proteins were related to RNA splicing and processing (Fig. 7f), and among the set were 3 splicing factors (SRSR1, DDX5, and DDX17). Additional co-IP experiments using HEK293T cells overexpressing FLAG-tagged MOV10 and HA-tagged target proteins confirmed that each of the 3 splicing factors SRSR1, DDX5, or DDX17 co-precipitated MOV10, and reciprocally, SRSF1 and DDX5 were co-precipitated by MOV10 (Fig. 7g). In particular, SRSF1 exhibited stronger affinity to MOV10 (Fig. 7 g), consistent with the results from endogenous IP (Fig. 7d). Thus, MOV10 appears to interact with components of the splicing machinery, including SRSF1.

**Fig. 7:**
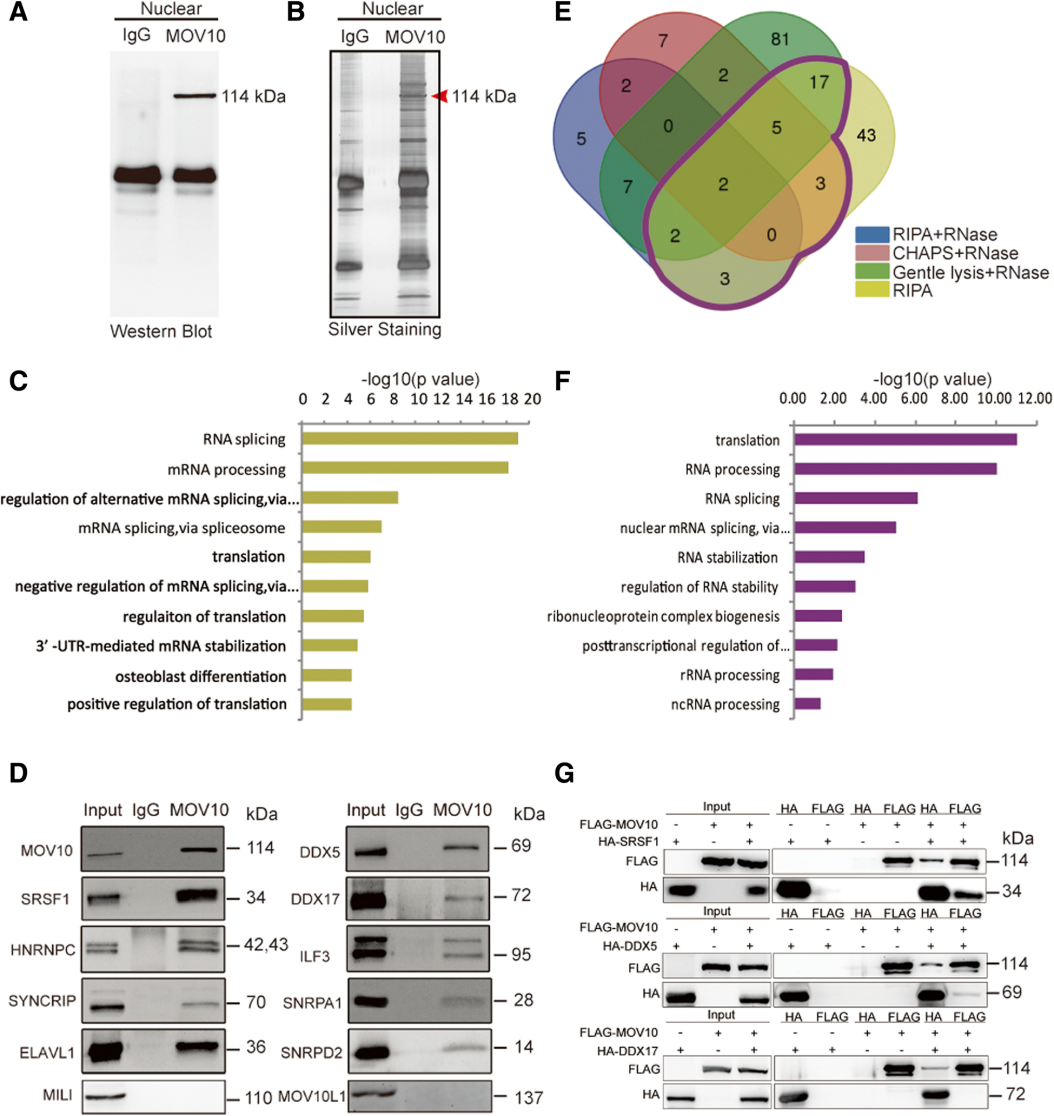
Identification of MOV10-interacting proteins in the nucleus. Western blot (**a**) and silver staining (**b**) of the MOV10 IP complex from nuclear lysate. **c** Gene ontology analysis of MOV10-associated proteins in the nucleus. **d** Nine MOV10-associated splicing-related proteins were selected for validation by IP-western blot assay. The piRNA pathway proteins MILI and MOV10L1 served as negative controls. **e** Venn diagram showing the cross analysis of four sets of MOV10 nuclear IP-MS data. The purple line marks 32 proteins that were reproducibly identified in IP using RIPA buffer without RNase treatment and at least one other IP with RNase treatment. **f** Gene ontology analysis of the 32 reproducible MOV10-assoicated proteins. **g** FLAG-MOV10 and HA-target (SRSF1, DDX5 or DDX17) were overexpressed in HEK293T cells, and IPs were performed by FLAG and HA antibodies, followed by western blot analysis

## Discussion

Here, we have investigated the function of the RNA helicase MOV10 in the mammalian male germline. In contrast to its homolog MOV10L1, the role of MOV10 in germ cells has been poorly characterized and understood. We find that MOV10 is abundantly expressed in spermatogonia, is present in both the cytoplasm and the nucleus, and interacts with distinct sets of protein partners in these cellular compartments. Our data reveal that nuclear MOV10 promotes miRNA generation and regulates splicing and that these two processes crosstalk.

Interactions between RNA and RBPs are intricate and involve RNA-binding and other regulatory domains that accommodate the formation of miscellaneous RNPs. MOV10 and MOV10L1 contain a conserved helicase domain but have limited overall consensus sequence similarity (Additional file 1: Figure S3). MOV10 associates with polysomes whereas MOV10L does not (Additional file 1: Figure S3). MOV10L1 is restricted to the testis and engages in the piRNA biogenesis pathway by direct interaction with Piwi proteins [35, 38]. In contrast, MOV10-bound repeat elements are not bona-fide pre-pachytene piRNA precursors. They do, however, exhibit some overlap because pre-pachytene clusters are enriched for repeat sequences, but there is no direct evidence linking MOV10 to the piRNA pathway. MOV10 is expressed ubiquitously across all tissues and has been shown to contribute to a variety of cytoplasmic functions [42, 44, 45, 53, 78, 79]. MOV10 associates with the AGO proteins of the RNA-induced silencing complex (RISC) and is required for miRNA-guided gene silencing [47, 49, 50, 80, 81]. MiRNA-guided translational regulation is mediated by the interaction of MOV10 with the RISC-associated factor Fragile X Mental Retardation Protein (FMRP) [48, 82, 83]. Whereas MOV10L1 is a known cytoplasmic nuage component, MOV10 localizes to both the cytoplasm and nucleus of male germ cells suggesting cytoplasm-to-nucleus shuttling in early postnatal testis (Fig. 1 and Additional file 1: Figure S1), similarly to observations as reported for early postnatal neurons in the brain [53]. The largely mutually exclusive expression patterns of MOV10 and MOV10L1 in spermatogenesis suggest that these helicases have non-overlapping roles during distinct developmental phases of germ cell maturation.

In the present study, we find that MOV10 is a transcriptome-wide RNA regulator in germ cells, affecting critical protein-coding genes (*Etv5*, *Bcl6b*, and *Zbtb16*) and miRNAs (miR21a, miR20a and miR106a) that are involved in SPC proliferation and/or self-renewal. These findings identify MOV10 as a novel determinant for SPC fate, confirmed by functional studies demonstrating that MOV10 deficiency impairs proliferation and repopulation capacity of SPCs. We also show that MOV10 targets pri-miRNAs (Fig. 6d–f), which are processed in the nucleus. Knockdown of *Mov10* resulted in a global decrease of miRNAs (Fig. 3a–c). The miRNA pathway initiates with transcription of primary miRNA transcripts. Our results show that the reduction in miRNA levels is associated with a reduction in miRNA transcript levels, as shown for miR21a and miR20a, implying MOV10 in miRNA processing (Fig. 3d–h). We isolated nuclear MOV10 complexes and identified components involved in miRNA processing (Fig. 7). MOV10 also interacted with two nucleus-specific lncRNAs in germ cells, *Malat1* and *Neat1.* These are well-defined structural lncRNAs for building and/or maintaining nuclear bodies that are involved in activities of RNA splicing and/or processing [69–72]*.* A recent study reported that *Neat1* scaffolds RBPs and the Microprocessor to globally enhance pri-miRNA processing [84]. Our findings point to a completely novel role of nuclear MOV10 in boosting miRNA production.

It has become increasingly evident that the level of a mature miRNA is determined by both the transcription rate and the splicing/processing efficiency of the miRNA precursor, and these processes are governed by a large spectrum of RBPs [85]. Multitask functionality of RNA helicases underpins their importance in remodeling splicing complexes by dynamic recruitment of splicing factors prior to nuclear export [26]. Splicing, constitutive or alternative, occurs co-transcriptionally and impacts profoundly on post-transcriptional gene regulation [24, 86], miRNA biogenesis [28, 31, 87], 3′-UTR maturation [76, 88], lncRNA processing [25], among others. The presence of a long 3′-UTR has been shown to trigger nonsense-mediated mRNA decay (NMD) by recruiting NMD factors such as UPF1 [89] and MOV10 coordinates with UPF1 in 3′-UTR-mediated NMD [44]. Our results showing preferential binding of MOV10 to long 3′-UTRs (Fig. 6b), combined with functional data showing that transcripts with long 3′-UTRs preferentially accumulate in the absence of MOV10 (Additional file 1: Figure S6), suggest that MOV10 may play a role in processing long 3′-UTRs. Interestingly, we found that decrease of the miR21a precursor level was concurrent with miR21a retention in an alternative 3′-UTR event (Fig. 3i). Alternative polyadenylation of *Vmp1* gene transcripts has been proposed to regulate the expression of miR21a [63]. Mirtron is an intriguing class of intronic miRNA identified through experimental and/or computational methods and processed via a non-canonical miRNA pathway that is mediated by alternative splicing [30, 64]. Such alternative splicing events may also be the prerequisite for the production of miRNAs from other intronic miRNA precursors. Retention of these intronic miRNAs attenuates miRNA precursor processing. In this study, we demonstrate that the MOV10 serves as a splicing regulator for mirtron in SPCs. Many mirtron retention events are concurrent with decrease of the mirtron transcript levels (Fig. 4 and Additional file 1: Figure S10), suggesting crosstalk. We found that MOV10 intronic binding sites tend to reside in proximity to splice sites (Fig. 6h and Additional file 1: Figure S15). A recent transcriptome-wide analysis discloses that intronic AU-rich element (ARE) is more abundant than that of 3′-UTR [90]. MOV10-bound intronic sequences lack a bias of GC-binding but are more enriched in AU than the average across the whole genome (Additional file 1: Figure S15). MOV10 is the vertebrate homolog of Drosophila Armitage, which is essential for both RNA interfering and piRNA pathways [91, 92]. Sequence analysis revealed the identity between MOV10 and Armitage is only 23.21%, but the identity between mouse and human MOV10 reaches 91.4%. In human cell lines, MOV10 is implicated in regulating splicing, evidenced as one of the identified candidates within the functional splicing regulatory network [23]. These data, along with MOV10 interaction with splicing factors (Fig. 7), support a direct involvement of MOV10 in splicing regulation. Among the MOV10 protein partners, SRSF1 is a prototypical splicing factor protein that, in addition to its function in splicing, also plays a role in mRNA export, NMD, and translation [93, 94].

In summary, our study has established previously undescribed links between nuclear MOV10, miRNA biogenesis, and splicing in mammalian germ cells. Integrated with other findings, we propose a model in which the role of MOV10 in orchestrating multiple regulatory RNA species begins in the nucleus (Fig. 8). We hypothesize that MOV10 acts like a scaffold that governs both protein-protein and protein-RNA interaction networks. These studies may be deepened or extended through further characterization of MOV10 CLIP targets exclusively from the nuclear fraction, which would augment the read coverage on MOV10-bound primary transcripts, and use of a robust cell line given that such MOV10 nuclear function is conserved. Our study sheds new light on the intracellular pathways from inside nucleus to cytoplasm and provides a framework for how MOV10 controls RNA fates at multiple levels.

**Fig. 8:**
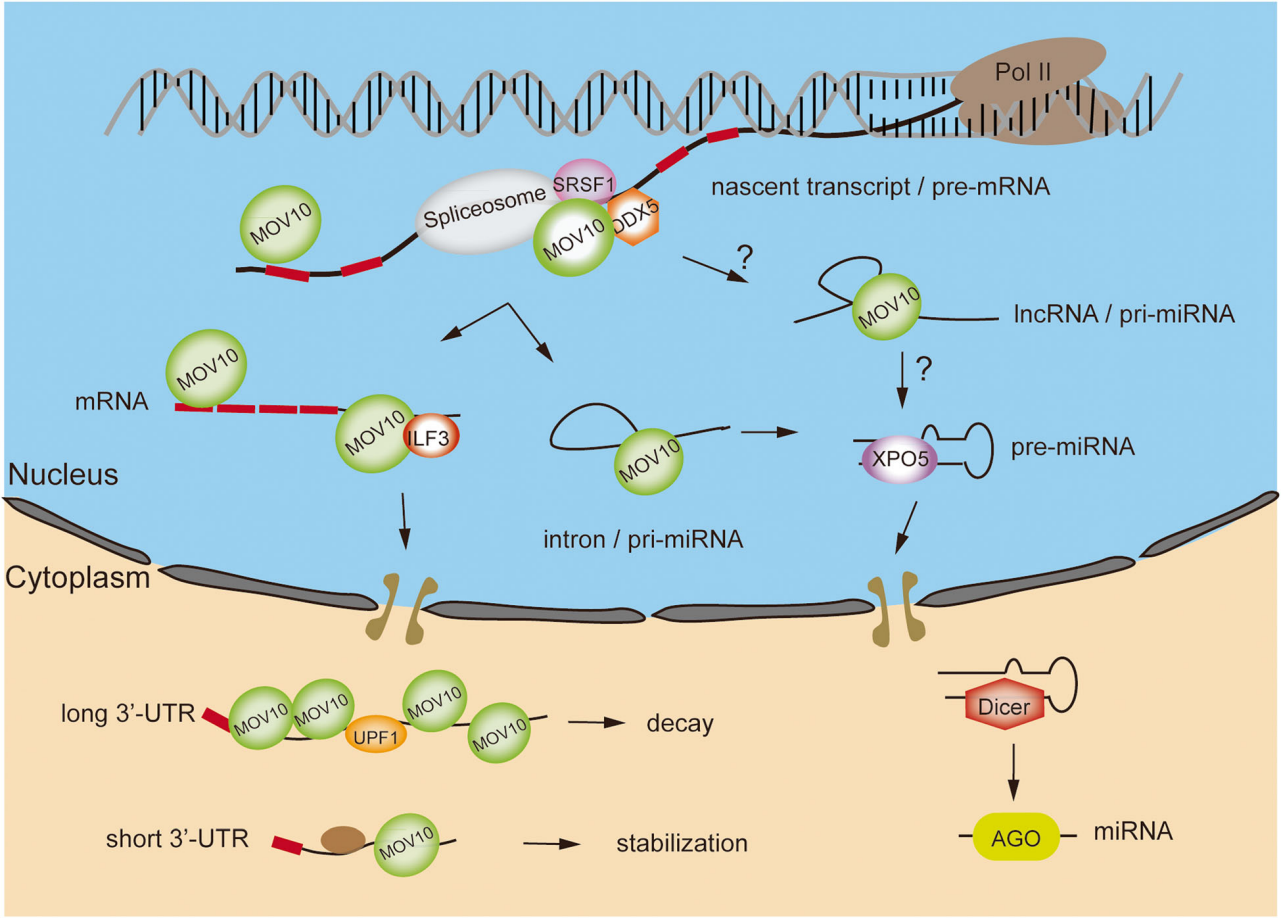
Subcellular function of MOV10 in germ cells. Diagram of proposed RNA regulatory mechanisms executed by MOV10 in interaction with diverse RNA species and multiple proteins. MOV10-mediated RNA regulation pathways are initiated in the nucleus, where MOV10 associates with splicing factors, such as SRSF1 and DDX5, to bind intronic regions of pre-mRNA. The splicing process is mechanistically coupled with transcription and RNA processing, linking directly or indirectly to the fate of nascent transcripts for miRNA, lncRNA, mRNA, or even 3′-UTR. In the case of *Mov10* deficiency, this coordinated regulation is severely impaired, globally impairing RNA splicing/processing activity, and thus failure to maintain a normal balance of various RNA pools, for example, as illustrated here, MOV10-mediated splicing regulation of intronic miRNAs. MOV10 transports its target RNAs from the nucleus to the cytoplasm to carry out further maturation, degradation, or translation. MOV10 predominantly binds long 3′-UTR as a mediator of mRNA decay via interaction with the NMD factor UPF1. Thus, the disruption of MOV10-mediated RNA homeostasis could reflect a profound, combinatorial effect resulting from a cascade of hierarchical events causing RNA dysregulation

## Conclusions

In this work, we employed multiple methodological approaches to study the role of MOV10 in mammalian germ cells and made several discoveries. First, MOV10 is a nucleocytoplasmic protein that is mainly expressed in spermatogonia. Second, MOV10 shapes the transcriptome and determines the fate of spermatogonial progenitor cells (SPCs). Third, MOV10 regulates miRNA biogenesis via nuclear RNA metabolism and splicing control. Lastly, MOV10 binds to nuclear RNA elements and interacts with multiple nuclear splicing factors including SRSF1. These findings provide new knowledge of the mechanisms underlying the involvement of this versatile RNA helicase in a broader RNA regulation network.

## Materials and methods

### Mice, plasmids, and antibodies

C57BL/6 and 129/SvCP mice were obtained from the Model Animal Research Center of Nanjing University. C57BL/6 ×129S-Gt (Rosa) 26Sor/J mice were obtained from the Jackson Laboratory. All mice were housed with 12/12-h light/dark cycles, at 22 °C, and allowed free access to water and food.

The pLKO.1 shRNA vector and lentivirus packaging plasmids (pmd-REV and pmd-1G/pmd-LG) were provided by Dr. Xin Wu (State Key Laboratory of Reproductive Medicine, Nanjing Medical University, China). Two pLKO.1 shRNA constructs (shMov10-832 and shMov10-833) were designed with shRNA sequences shown in Additional file 6: Table S7. To construct the pCDH-MOV10 plasmid, *Mov10* full length CDS cloned from mouse testis was inserted into the pCDH-EF1-MCS-T2A-puro plasmid using EcoRI/BamHI restriction sites. Plasmids for the expression of FLAG-MOV10 (ENSMUSG00000002227,1004 aa), HA-SRSF1 (ENSMUSG00000018379, 248 aa), HA-DDX5 (ENSMUSG00000020719, 615 aa), and HA-DDX17 (ENSMUSG00000055065, 652 aa) were constructed by cloning *Mov10*, *Srsf1*, *Ddx5*, *and Ddx17* full length CDS into the pRK5 vector with either FLAG or HA tag at their N terminus.

Primary antibodies used in this study were rabbit anti-MOV10 (10370-1-AP, Proteintech, RRID:AB_2297897), rabbit anti-MOV10L1 (UP2175, [35]), rabbit anti-ETV5 (13011-1-AP, Proteintech, RRID:AB_2278092), rabbit anti-BCL6b (DF9075, Affinity), goat anti-PLZF/ZBTB16 (AF2944, R&D, RRID:AB_2218943), rabbit anti-LIN28 (ab46020, Abcam, RRID:AB_776033), mouse anti-β-Actin (A5316, Sigma, RRID:AB_476743), rabbit anti-β-Tubulin (ab6046, Abcam, RRID:AB_2210370), mouse anti-GAPDH (MB001, Bioworld Tech), goat anti-RPL22 (NBP1–06069, Novus Biologicals, RRID:AB_2181599), mouse anti-Histone H3 (05-499, Millipore, RRID:AB_309763), rabbit anti-ELAVL1 (ab200342, Abcam, RRID:AB_2784506), rabbit anti-ILF3 (ab92355, Abcam, RRID:AB_2049804), rabbit anti-DHX9 (ab26271, Abcam, RRID:AB_777725), rabbit anti-DDX17 (ab70184, Abcam, RRID:AB_1209629), mouse anti-SRSF1(32-4500, Thermo, RRID:AB_2533079), rabbit anti-SNRPA1(ab128937, Abcam, RRID:AB_11139816), rabbit anti-SNRPD2 (ab198296, Abcam), rabbit anti-HNRNPC (ab133607, Abcam), rabbit anti-DDX5 (ab21696, Abcam, RRID:AB_446484), mouse anti-SYNCRIP (ab184946, Abcam), rabbit anti-MVH (ab13840, Abcam, RRID:AB_443012), rabbit anti-MILI (ab36764, Abcam, RRID:AB_777284), rabbit anti-DROSHA (55001-1-AP, Proteintech, RRID:AB_10859254), rabbit anti-DGCR8 (10996-1-AP, Proteintech, RRID:AB_2090987), rabbit anti-DICER (A6021, ABclonal, RRID:AB_2766716), and normal rabbit IgG.

### MOV10 antibody validation

In alignment with ENCODE guidelines (version 2.0, 9 January 2012), the rabbit anti-MOV10 (10370-1-AP, Proteintech) which was used for all experiments in this study was validated as follows. Outcomes of western blot analyses were consistent with results obtained with a second commercially available rabbit anti-MOV10 antibody (ab80613, Abcam); both antibodies identified the same single band in MOV10 IP complexes from testis produced using 10370-1-AP (Additional file 1: Figure S1), and in lysates from FLAG-MOV10 overexpressing HEK293T cells (Additional file 1: Figure S1); both 10370-1-AP (Proteintech) and anti-FLAG antibodies identified the same band in FLAG IP complexes from HEK293T cells (Additional file 1: Figure S1). Crosslinking IP (CLIP)-WB (Fig. 5b) and IP-MS (Fig. 7a) using 10370-1-AP (Proteintech) identified a single strong band of the predicted size, and among cytoplasmic proteins, MOV10 had the largest number of unique peptides identified and highest iBAQ value, confirming high affinity and specificity of the antibody used for IP (Additional file 5: Table S6). No cross reactivity with similar proteins was observed when anti-MOV10L1 was used for MOV10 IP complex (Fig. 7d). MOV10 immunostaining of cryosections from E16.5, P1, P10 testes, and SPCs and purified Spg from P6–8 testes produced a signal (Fig. 1e–g and Additional file 1: Figure S1) consistent with nuclear IP and WB results (Fig. 7a).

### Purification of spermatogenic cells

We isolated three representative types of germ cells, spermatogonia (Spg), pachytene spermatocyte (PS), and round spermatid (RS), using the STA-PUT method of sedimentation velocity at unit gravity at small scale [95]. Seminiferous tubules were isolated from decapsulated testes from 2-month-old adult (for PS and RS) or P6-P8 mice (for Spg) by incubation in DMEM with collagenase (1 mg/ml) at 37 °C for 15 min with shaking. Tubules were digested in Trypsin (0.25%) and DNase (1 mg/ml) in DMEM at 37 °C for 15 min and then filtered to obtain single cell suspensions. Germ cell populations were separated using a BSA gradient using the STA-PUT Velocity Sedimentation Cell Separator (ProScience Inc. Canada). Sequential fractions were collected, and cell types determined based on morphology. Based on morphologic characteristics and cell diameter, cell purities of isolated stage-specific germ cell populations were determined. The purity of isolated Spg, PS, and RS was approximately 80%, 80%, and 90%, respectively. Cell fractions of uniform populations were pooled, pelleted, and stored for subsequent analyses.

### Immunofluorescence microscopy

To prepare frozen sections, testes were fixed in 4% paraformaldehyde (PFA) at 4 °C overnight, embedded and sectioned (6 μm). The sections were treated with 6 μM DTT and 10% serum in TBST (1 × TBS containing 0.1% Tween 20) for 1 h at room temperature (RT), then incubated overnight at 4 °C with primary antibodies diluted in 10% serum in TBST. After incubation with secondary antibodies, the sections were then washed in TBS three times and stained with DAPI (Vector Laboratories). For whole-mount assay, seminiferous tubules from adult testis were prepared as previously described with modifications [54]. Testis tubules were digested with trypsin and collagenase, washed with PBS, and fixed with 4% PFA for 2 h. After blocking with 10% serum in TBST (1 × TBS containing 0.1% Tween 20) for 1 h at RT, the samples were incubated overnight at 4 °C with anti-MOV10 antibody (1:25) and anti-PLZF antibodies (1:200), washed three times in TBS, and incubated with Texas red or FITC-conjugated secondary antibodies (Jackson Immuno Research) for 1 h at RT. Samples were washed as before and mounted in microslide shield with DAPI. Immunofluorescence for all samples was examined under laser scanning confocal microscope (Carl Zeiss, LSM700).

### SPC cell culture, transduction, and transplantation

Establishment of long-term SPC cultures has been described previously [20]. For cell culture, we isolated Thy1-positive cells from 6- to 8-day-old B6;129S-Gt (Rosa) 26Sor/J mice and cultured these on 12-well plates with mitotically inactivated STO (SIM mouse embryo-derived thioguanine and ouabain-resistant feeder, SNLP76/7-4, ATCC) feeder layers in a defined serum-free, consisting of minimal essential medium (MEMa, Life Technology) supplemented with 2% bovine serum albumin (BSA, Sigma-Aldrich, St. Louis, MO, USA), 20 ng/ml GDNF (R&D Systems, Minneapolis, MN, USA), 150 ng/ml GFRA1 (R&D Systems) and 1 ng/ml basic fibroblast growth factor (FGF2; BD Biosciences), 10 μg/ml transferrin (Sigma-Aldrich), 50 μM free fatty acid mixture (5.6 mM linolenic acid, 13.4 mM oleic acid, 2.8 mM palmitoleic acid, 35.6 mM linoleic acid, 31.0 mM palmitic acid, 76.9 mM stearic acid; all from Sigma-Aldrich), 30 nM Na_2_SeO_3_ (Sigma-Aldrich), 2 mM L-glutamine (Life Technology), 50 μM 2-mercaptoethanol (Sigma-Aldrich), 5 μg/ml insulin (Sigma-Aldrich), 10 mM HEPES (Sigma-Aldrich), and 60 μM putrescine (Sigma-Aldrich). Medium was replaced every 2–3 days.

Lentivirus particles were generated following Addgene protocols (http://www.addgene.org/tools/protocols/plko/). The pLKO.1 shRNA plasmids (shVector or shMov10) and lentivirus packaging plasmids (pmd-REV and pmd-1G/pmd-LG) were co-transfected into HEK293T cells, and supernatant containing lentivirus particles was harvested after 48 h transfection. For *Mov10* knockdown, 2.5 × 10^5^ SPCs were plated onto 12-well plates pre-coated with 0.1% gelatin (Sigma-Aldrich), and 12 h later, transduced overnight with an equal mixture of culture medium and lentiviral supernatant, supplemented with 5 μg/ml polybrene. Cells were washed, replated on STO feeder layers, cultured for 72 h, and harvested for RNA and protein isolation.

For transplantation experiments, cell suspensions (transduced by shVector or shMov10) were harvested at 72 h post transduction and live cells were enriched by 30% percoll density gradient centrifugation to remove dead cells and debris. One hundred thousand SPCs (GT-Rosa 26Sor/J) were transplanted into each testis of 129/SvCP ×C57BL/6 F1 male mice, in which endogenous spermatogenesis had been depleted by treatment with busulfan (55 mg/kg; (Sigma-Aldrich) at the age of 8 weeks and 5 weeks prior to transplantation. Two months after transplantation, testes were harvested and donor-cell derived colonies visualized with X-gal staining. All animals used in this study were housed under the 12-h light/12-h dark cycles in a specific pathogen-free barrier facility. All experiments and procedures were approved by the Institutional Animal Care and Use Committee of Nanjing Medical University (ID: IACUC-1601287).

### Vector construction, lentivirus packaging, and testis transduction

Two pairs of cDNA oligonucleotides targeting the mouse *Mov10* mRNA were designed. The off-target effects of both sets of the *Mov10* shRNAs were detected by Sylamer program, and analysis indicated that the seeding sequences of both *Mov10* shRNAs were specifically enriched on *Mov10* gene only, but not on other genes. Then, oligonucleotides were synthesized (see Additional file 6: Table S7) and inserted into pSilencer-H1-LV [57, 58], which carries a CMV-driven EGFP reporter downstream of H1-driven shRNA. shRNA and Flag-Mov10 overexpression vectors were first co-transfected to 293T cells to test its efficacy of gene silencing before lentiviral packaging. If these shRNAs were efficient, pSilencer-shRNA lentiviral vectors and packaging plasmids were co-transfected in 293T cells to produce recombinant lentiviral vectors using the calcium phosphate method. After transfection of 293T cells for 48 h, the viral supernatant was filtered through 0.45-μm cellulose acetate filters and harvested. After that, the viral supernatant was spun at 120,000×*g* for 90 min at 4 °C; then, appropriate PBS was used to resuspend the viral pellet for preparing high-titer lentivirus (> 10^8^ transduction units/ml). After adult mice were anesthetized by tri-bromoethanol, one testis was pulled out from the abdominal cavity. A mixture of 10 μL of fresh high-titer lentivirus and 1 μL trypan blue was injected into seminiferous tubule through the microinjection apparatus (FemtoJet 4i, Eppendorf) under a stereoscopic microscope. The testis was returned to the abdominal cavity; then, the abdominal wall and skin were closed with sutures. Each injected mouse was marked and kept warm until they wake up. Mouse testes were harvested after 1–2 weeks recovery and fixed in 4% paraformaldehyde immediately. After testis was packed by O.C.T. compound, 5-μm cryosections of testis were cut and used for TUNEL assay.

### Flow cytometric studies

Apoptosis was examined using FITC Annexin V Apoptosis Detection Kit I (BD Bioscience). SPCs were harvested 96 h after transfection, washed twice with cold PBS buffer, and resuspended in 1× binding buffer at a final concentration of ~ 1 × 10^6^ cells/ml. Five-microliter FITC Annexin V and 5-μl PI solution were added to 100-μl cell suspension, which was then incubated in the dark for 15 min at RT, followed by addition of 400 μl 1× binding buffer within 1 h. For cell cycle analysis, we used the PI/RNase Staining Buffer (BD Bioscience) followed by fluorescence activated cell sorting (FACS). Per assay, two independent experiments with triplicate samples were performed.

### Preparation of CLIP-seq libraries

For each CLIP replicate, 15 pairs of P10 testes were detunicated, UV-crosslinked, flash-frozen in liquid nitrogen, and then stored as pellet at − 80 °C. When processed for CLIP, pellets were lysed with PMPG buffer, treated with DNase, and then centrifuged. The supernatant from the treated lysates was precleared by rabbit IgG and then immunoprecipitated with ~ 5 μg anti-MOV10 antibody using protein A Dynabeads. Meanwhile, 3′-RNA linkers (RL3) were labeled with ^32^P and ligated to CIP (calf intestinal phosphatase)-treated RNA on beads. After stringent wash steps, crosslinked MOV10 RNPs were eluted from beads with Novex reducing loading buffer, separated by electrophoresis in NuPAGE precast gels (4–12% gradient) with MOPS buffer, and transferred onto nitrocellulose (Invitrogen LC2001). Membranes were exposed to film overnight, and fragments containing the main radioactive signal were excised. Library construction, including RNA extraction, 5′ linker ligation, RT-PCR, second PCR, electrophoretic separation, and extraction were performed as described previously [38, 96]. For deep sequencing, we prepared a multiplexed library consisting of three independent MOV10 HITS-CLIP libraries with identifying 3′ barcodes (RL5i1(AUCACG), RL5i3(UUAGGC), and RL5i7(CAGAUC)).

### Isolation of nuclear and cytoplasmic fractions

Subcellular extracts were prepared as described [97], with minor modifications (see related data in supplemental material). One hundred-milligram P10 testis tissue was homogenized in 1 ml Cytoplasmic Extraction Buffer (250 mM sucrose, 10 mM Tris-HCl (pH 8.0), 10 mM MgCl_2_, 1 mM EGTA, 1× protease inhibitor cocktail III) with 100 strokes. Nuclei were pelleted by centrifugation at 300×*g* for 5 min, and the supernatant was collected as cytoplasmic fraction. The nuclear pellet was washed three times in Cytoplasmic Extraction Buffer, resuspended in Nuclear Extraction Buffer (250 mM sucrose, 10 mM Tris-HCl (pH 8.0), 10 mM MgCl_2_, 1 mM EGTA, 0.1% Triton X-100, 0.25% NP-40, and 1× protease inhibitor cocktail III) with 40 strokes, and centrifuged at 100×*g* for 30 s. The supernatant was collected as nuclear fraction. Fractionation efficiency was validated by western blot using antibodies specific for cytoplasmic (GAPDH) and nuclear (histone H3) proteins.

### Immunoprecipitation and mass spectrometry (IP-MS)

Nucleus and cytoplasm were separated via centrifugation at 300×*g* for 5 min as described above. For nuclear MOV10 IP, the nuclear pellet was washed three times with Cytoplasmic Extraction Buffer and lysed separately with 3 ml different IP buffers with or without 10 μg/ml RNase A/T1 (EN0551, Thermo Fisher), including RIPA buffer (50 mM Tris, 150 mM NaCl, 1% NP-40, 1 mM DTT, 0.5% sodium deoxycholate, 0.05% SDS, 1 mM EDTA, and protease inhibitor cocktail), CHAPS buffer (40 mM Hepes, 120 mM NaCl, 1 mM EDTA, 0.3% CHAPS, 50 mM NaF, 10 mM β-glycerophosphate, 10 mM sodium pyrophosphate, 0.5 mM sodium orthovanadate and protease inhibitor cocktail), and gentle lysis buffer (50 mM Tris, 150 mM NaCl, 1 mM EDTA, 0.5% Triton X-100, 10% Glycerol, 50 mM NaF, 5 mM β-glycerophosphate, and protease inhibitor cocktail). For cytoplasmic IP, RIPA buffer was used with no RNase treatment. The supernatant from nuclear or cytoplasmic lysate was collected for IP via centrifugation at 12000×*g* for 10 min and was then precleared with Protein A Agarose Beads (Millipore) for 30 min at 4 °C with rotation, followed by centrifugation and supernatant collection. Rabbit polyclonal anti-MOV10 antibodies (10 μl) or rabbit IgG (3 μl) were added to the supernatant, followed by overnight incubation at 4 °C with rotation. Beads were added to the tube again and incubated 3 h at 4 °C with rotation. Beads were then washed three times with lysis buffer, resuspended in sample loading buffer, boiled, and separated by SDS-PAGE.

MS analysis of proteins was performed by Proteomics Core Facility of Nanjing Medical University. Briefly, gel slices were dissolved in 0.1% formic acid and filtered through a 0.45-μm membrane. Samples were separated by an Ultimate 3000 nano-LC system (Dionex) by loading onto a trap column, followed by automatic submission to a matrix-assisted laser desorption/ionization time-of-flight/time-of-flight (MALDI TOF/TOF) apparatus (ultrafleXtreme, BrukerDaltonics, Bremen) operated in the positive ion mode. MassLynx™ software (version 4.1, Waters Corporation) was used for information collection and MS analysis.

### Cell line co-expression and co-immunoprecipitation (co-IP)

We co-expressed FLAG-tagged MOV10 and HA-tagged SRSF1, HA-tagged DDX5 or HA-tagged DDX17 in HEK293T cells. After transfection of cells for 48 h, the 10-cm dishes were washed three times with cold PBS and then lysed in 50 mM Tris, 150 mM NaCl, 1 mM EDTA, 0.5% Triton, 10% Glycerol, 50 mM NaF and 5 mM β-glycerophosphate and protease inhibitors cocktail for 10 min on the ice. The total cell lysate was spun at 12,000×*g* for 10 min at 4 °C. After centrifugation, supernatants were pre-cleared with 50 μl sepharose protein A beads. Fifty-microliter protein A beads were washed three times with 20 mM sodium phosphate (pH 7.0) and incubated with anti-FLAG or anti-HA antibodies at 4 °C for 3 h. Then, the pre-cleared lysate was incubated with the antibody coated beads at 4 °C for 3 h. The beads were collected by gentle centrifugation (500×*g* for 1 min at 4 °C) and then washed three times with wash buffer (50 mM Tris-HCl (pH 7.4), 150 mM NaCl, 0.1% Triton X-100, 1 mM EDTA), and incubated at 95 °C for 8 min with SDS loading buffer. IP complexes were analyzed by western blot with anti-FLAG and anti-HA antibodies.

### RNA immunoprecipitation (RIP)

Protein A Agarose Beads were washed three times in NT2 buffer (50 mM Tris-HCl (pH 7.5), 150 mM NaCl, 1 mM MgCl_2_, 0.05% NP40, protease inhibitor cocktail, and RNase inhibitor) and coated with 5 μg MOV10 antibody and Normal rabbit IgG in 500 μl NT2 buffer for 3 h at 4 °C. Fifteen pairs of detunicated testes (P10) were homogenized in lysis buffer (100 mM KCl, 5 mM MgCl_2_, 10 mM HEPES, 0.5% NP-40 containing 10 U/ml RNase inhibitor (Promega) and a protease inhibitor cocktail (Roche)) for 1 h at 4 °C. The lysate was centrifuged at 20,000×*g* for 30 min and the supernatant precleared by incubation with beads for 1 h, followed by incubation with antibody- or IgG-bound beads for 5 h. After stringent washing with NT2 buffer and digestion with protease K, total RNAs were extracted with TRIzol.

### Reverse transcription-quantitative real-time polymerase chain reaction (RT-qPCR)

RNA samples were reverse transcribed using PrimeScript RT reagent Kit (Takara) and random primers. As amplification of individual mature miRNAs is inefficient due to their short length, we used specific stem loop primers that extend the miRNA template for subsequent qPCR detection [98]. qPCR analysis was performed using SYBR Premix Ex Taq II mixture (Takara) and the StepOne plus real-time PCR system (StepOne Plus, Life Technology). *36b4* serves as internal control for transcripts and *U6* for mature miRNAs. Oligonucleotide primer sequences are provided in Additional file 6: Table S7.

### Sucrose gradient polysome fractionation

Approximately 20 P10 testes were harvested for polysome fractionation assays. Testis lysates were prepared in a buffer containing 100 mM KCl, 0.1% Triton X-100, 50 mM HEPES, 2 m MgCl_2_, 10% glycerol, 1 mM DTT, 20 U/ml Protector RNase Inhibitor (Promega) and 1 × EDTA free protease inhibitor cocktail (Roche), and kept on ice for 15 min before centrifugation at 10,000*g* for 10 min. The supernatant was carefully loaded on 20 to 50% *w*/*v* linear density sucrose gradient (Gradient Master, Biocomp, Fredericton, NB, Canada) and centrifuged at 38,000 rpm, for 3 h (Beckman Coulter Optima L-100XP Ultracentrifuge, Brea, CA, USA). RNP, 40S to 80S ribosome, and polysome fractions were collected using a piston gradient fractionator (Biocomp). The efficiency of polysome separation was verified by western blot analysis of individual fractions using antibodies against ribosomal protein L22 and TUBULIN.

### RNA-seq, small RNA-seq, and CLIP-seq

Strand-directional RNA-seq libraries were prepared from total RNA (depleted of ribosomal RNA) from SPC control (shVector) and *Mov10* knockdown (shMov10-832) samples using the TruSeq Stranded Total RNA Sample Preparation kit (Illumina, USA) according to the manufacturer’s instructions. Small RNA libraries were prepared using small RNAs (size range of 15–50 nt) isolated from total RNA samples using the TruSeq Small RNA library prep kit (Illumina, USA) according to the manufacturer’s protocols. MOV10 CLIP libraries were prepared as described above. Sequencing of 3 CLIP libraries, 6 RNA-seq libraries, and 2 small RNA libraries (with triplicate samples) was performed using Illumina Hiseq2500 according to the manufacturer’s instructions.

Shanghai Biotech Co. (Shanghai, China) and Vazyme Biotech Co., Ltd. (Nanjing, China) performed bioinformatics computations. The quality of sequencing data was validated using KASAVA (version 1.8). Raw reads were pre-processed using Fastx (fastx_toolkit-0.0.13.2) to achieve clean data by filtering rRNAs and trimming adaptors. For RNA-seq and CLIP-seq, clean reads were mapped to the mouse genome (mm10) using TopHat (version 2.0.9) with a GTF file download from Ensemble database with maximum 2-base mismatch. Reads from small RNA-seq were mapped to miRBase (version 21.0) by CLC genomics workbench (version 5.5) without base mismatch.

### CLIP read pre-processing and genomic mapping

Qualified reads were sorted into three separate libraries with barcodes and then processed into clean reads to perform further analysis. All clean reads no shorter than 15 nt were mapped to the mouse reference genome (UCSC mm10 assembly). Only reads mapping uniquely to the genome were used for further analysis. Alignment data generated using Top Hat were converted from BAM into bigWig format and visualized using the UCSC genome browser. Next, we quantified the distribution of reads aligning with different genomic regions (5′-UTR, CDS, 3′-UTR and intergenic). The genomic coordinates for repeat elements were downloaded from the UCSC website (“rmsk.txt.gz”, output from “repeat masker”). The aligned reads were annotated using the GTF file <GTF_FILE> (downloaded from Ensemble). RNA expression values (FPKM) were calculated by Cufflinks v2.1.1. Scatter plots for correlations in between libraries were plotted using R script.

### CLIP read coverage across genic regions

Thirteen thousand two hundred ten MOV10-bound mRNAs met the selection criterion of FPKM ≥ 0.5 in at least two libraries, and a total of 32,617 corresponding transcripts were extracted from Ensemble. Genomic coordinates of mRNA regions (5′-UTR, CDS and 3′-UTR) were acquired from Ensemble. Each region was divided into 100 bins. The normalized sequencing depths per bin were plotted by scanning read density on every transcript across three independent CLIP libraries. To analyze the correlation of 3′-UTR length with MOV10 binding intensity, we ranked transcripts according to 3′-UTR length, followed by partitioning into terciles: long (10,872 transcripts), medium (10,872 transcripts), and short (10,873 transcripts). The normalized sequencing depth on three groups was plotted separately.

### CLIP-seq analysis on deletion-based crosslinked sites

Reverse transcription of CLIP-captured target RNA produces a deletion event at the crosslinked site. Therefore, deletion sites are by default considered sites of protein-RNA binding [67]. We extracted all MOV10 CLIP tags with mutations (including insertion, deletion or mismatch) and, using samtools and perl script, identified total 33,468 deletion sites relative to the genome from 297,083 deletion residues. Genomic information for deletion sites was acquired from mm10 GTF file (downloaded from Ensemble). To calculate nucleotide composition within 100 nt on both sides, deletion sites were set as position zero. To predict the RNA secondary structure, we assessed the possibility of base pairing and unpairing in the indicated ranges. The percentage of base pairing in each position reflects the local potential of secondary structure. This analysis was verified by an expected result of high frequency pairing of miRNA stem nucleotides compared with those on the miRNA loop.

To evaluate MOV10 binding to pre-mRNA introns, CLIP tags containing crosslinked sites falling within intronic regions were extracted [74]. Exon-intron junctions were located on a genome-wide level, and each was marked as position zero. Next, genomic windows were set around each site that consisted of the downstream 200 nt relative to the 5′ splice site and of the upstream 200 nt relative to 3′ splice site. The number of genomic crosslinked sites or crosslinked nucleotides were mapped, calculated, and plotted within these set windows. Further, ± 100 nt genomic windows flanking each exon-intron junction were scanned, and the windows with deletion sites identified on the intronic side were reserved for calculating nucleotide composition.

### CLIP-seq analysis on MOV10-bound miRNA transcripts

Genomic coordinates of miRNA hairpins were obtained from miRBase (release 21.0). Similarly to a previously reported approach [68], we examined CLIP-seq reads to identify reads located within or with an overlap of at least one nucleotide (nt) of a 100 nt window flanking either side of the miRNA hairpins. Each miRNA region was scanned to determine whether MOV10 bound to mature, pre- or pri-miRNA on the basis of read pileup patterns. We classified retained reads into five categories: in detail, category I, reads that map fully to mature miRNAs (no more than 1 nt excess sequence); category II, reads within pre-miRNA sequences that overlap with regions of the mature miRNA (at least 1 nt sequence overlapping with pre-miRNA); category III, reads mapping to pre-miRNA sequences but without overlap with mature miRNA sequence; category IV, reads that overstep the boundary of pre-miRNA sequences (an overlap of at least 1 nt sequence with pre-miRNA); and category V, reads completely outside of the pre-miRNA boundaries. A minimum of five CLIP reads was required to define each form of miRNA: mature (category I), pre-miRNA (category II plus III), and pri-miRNAs (category IV plus V). To characterize the global distribution of CLIP reads relative to the position of miRNA secondary structure, the ± 200 nt windows flanking the stem loop midpoint were extracted and divided into 30 bins for read coverage plotting.

### RNA-seq analysis on mRNA transcripts with differential 3′-UTR lengths

Six hundred eighty-nine genes with significant differences in transcript level were selected (*p* < 0.05, fold change> 1.5). The genomic coordinates of all transcripts corresponding to these genes were obtained from Ensemble. All transcripts were ranked according to the length of 3′-UTR from long to short and then divided into terciles (long, medium, and short). Transcripts levels (FPKM values) were calculated by Cufflinks v2.1.1. Transcripts without mapped reads were discarded. Expression changes were measured using log2 ratios (*Mov10* knockdown vs control cells).

### RNA-seq analysis on miRNA transcript levels

Referring to Fig. 3d, the colored parts of miRNA transcripts are matched between the left and right panels. Left: black solid lines represent pri-miRNA regions extended from stem-loop; black dashed lines represent that the two sides of a pri-miRNA region may either join or separate after initial processing; green lines represent the mature miRNA and/or its stem side; red lines represent the other stem side; and gray circles represent loop region. Right: reads mapping to ± 200 nt window flanking the miRNA hairpin, shown as staggered black lines on top of the two initial miRNA transcripts (before and after processing, respectively), were extracted from RNA-seq library. Note that these two initial transcripts cannot be separately evaluated as they would likely be overrepresented by their cognate RNA-seq reads; that both pre-miRNA (green+gray+red) and mature miRNA (green) are excluded from RNA-seq library; and that the small RNA library contains relatively short reads that are mostly mature miRNAs. The RNA-seq reads (staggered black lines) were collectively evaluated as a normalized density that roughly reflects the whole transcript level of each miRNA, equivalent to the seed levels of mature miRNA, i.e., the maximum potential of miRNA generation.

### RNA-seq analysis on alternative splicing events

To detect differentially regulated exons or isoforms at a genome-wide level, we applied a statistical model of mixture-of-isoforms (MISO) to RNA-seq data [99]. Sequencing reads were aligned to known and predicted regions for alternative splicing including exon-intron junction boundaries annotated from genome mm10. We discarded any events with less than 5 supporting reads. Specific events were identified from either the Mov10 knockdown or control libraries and then classified into five categories.

### Statistical analysis

Data are reported as mean ± SE unless otherwise noted in the figure legends. Significance between groups was determined using the two-tailed unpaired Student *T* test (*p < 0.05; **p < 0.01; ***p < 0.001).

## Additional files

Additional file 1: **Figure S1.** MOV10 antibody validation. **Figure S2.** The purity of isolated cell populations. **Figure S3.** Comparison of *Mov10* and *Mov10l1*. **Figure S4.** Assessment of the off-target effect of shRNA interference. **Figure S5.** Knockdown of endogenous *Mov10* leads to increased apoptosis in testicular tubules. **Figure S6.** MOV10 regulates gene expression. **Figure S7.** GO analysis of upregulation genes in shMov10 SPCs. **Figure S8.** Effect of *Mov10* overexpression on SPCs. **Figure S9.** MOV10 regulates miRNA precursors via 3′-UTR processing. **Figure S10.** MOV10 regulates mirtron splicing in SPCs. **Figure S11.** MOV10 regulates splicing of non-mirtron intronic miRNA in SPCs. **Figure S12.** MOV10 regulates alternative splicing in SPCs. **Figure S13.** Reproducibility and genomic mapping of MOV10 CLIP libraries. **Figure S14.** Characterization of MOV10-bound 3′-UTRs. **Figure S15.** Characterization of MOV10 binding to intronic regions. **Figure S16.** Comparison of cytoplasmic MOV10-associated proteins with those in the nucleus. **Table S1.** Mapping of MOV10 CLIP tags to the top 19 pre-pachytene piRNA clusters. **Table S3.** Genome-wide annotations of MOV10 CLIP targets.

Additional file 2: **Table S2.** Transcript IDs with different 3′-UTR length corresponding to 13,210 mRNA targets.

Additional file 3: **Table S4.** CLIP reads predominantly mapping to miRNA precursors.

Additional file 4: **Table S5.** MOV10-bound miRNAs and their category of maturity.

Additional file 5: **Table S6.** Mass spectrometry analysis of subcellular MOV10 IP in mice testes.

Additional file 6: **Table S7.** Sequences of oligonucleotides used in this study.

# Supplementary material for: Biological and RNA regulatory function of MOV10 in mammalian germ cells
**Source:** BMC Biol. 2019 May 14;17:39. doi: 10.1186/s12915-019-0659-z
**Supplement:** Supplementary file 1 — Figure S1. MOV10 antibody validation. Figure S2. The purity of isolated cell populations. Figure S3. Comparison of Mov10 and Mov10l1. Figure S4. Assessment of the off-target effect of shRNA interference. Figure S5. Knockdown of endogenous Mov10 leads to increased apoptosis in testicular tubules. Figure S6. MOV10 regulates gene expression. Figure S7. GO analysis of upregulation genes in shMov10 SPCs. Figure S8. Effect of Mov10 overexpression on SPCs. Figure S9. MOV10 regulates miRNA precursors via 3′-UTR processing. Figure S10. MOV10 regulates mirtron splicing in SPCs. Figure S11. MOV10 regulates splicing of non-mirtron intronic miRNA in SPCs. Figure S12. MOV10 regulates alternative splicing in SPCs. Figure S13. Reproducibility and genomic mapping of MOV10 CLIP libraries. Figure S14. Characterization of MOV10-bound 3′-UTRs. Figure S15. Characterization of MOV10 binding to intronic regions. Figure S16. Comparison of cytoplasmic MOV10-associated proteins with those in the nucleus. Table S1. Mapping of MOV10 CLIP tags to the top 19 pre-pachytene piRNA clusters. Table S3. Genome-wide annotations of MOV10 CLIP targets.

**Additional File 1:**

Supplementary Figures and Legends S1-S16

Supplementary Tables S1 and S3

**Biological and RNA Regulatory Function of MOV10 in Mammalian Germ Cells**

Kaiqiang Fu^1,6^, Suwen Tian^2,1,6^, Huanhuan Tan^1,6^, Caifeng Wang^1,6^, Hanben Wang^1,6^, Min Wang^1^, Yuanyuan Wang^3^, Zhen Chen^4^, Yanfeng Wang^1^, Qiuling Yue^1^, Qiushi Xu^1^, Shuya Zhang^1^, Haixin Li^1^, Jie Xie^1^, Mingyan Lin^3^, Mengcheng Luo^4^, Feng Chen^5^, Lan Ye^1^, Ke Zheng^1^*

^6^These authors contributed equally to this work;

Running title: MOV10 plays a critical role in male germline

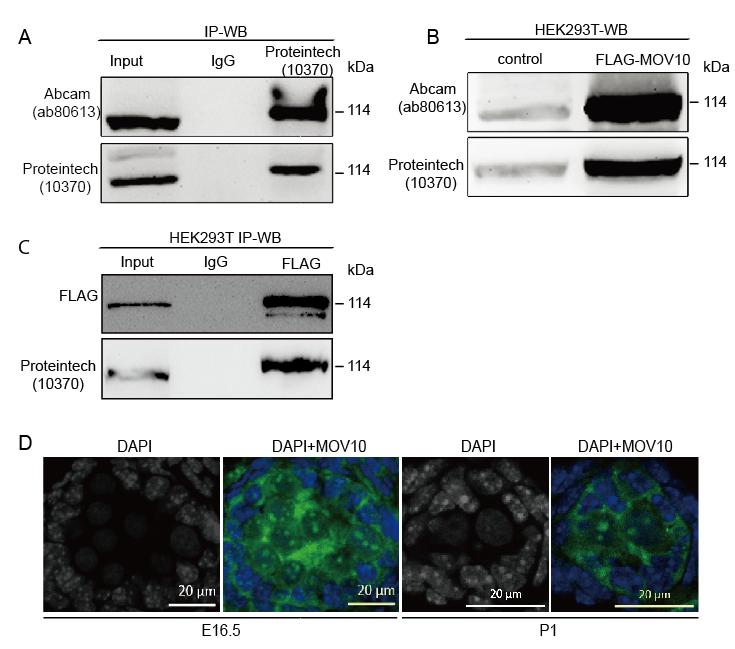

**Figure S1.** MOV10 antibody validation. (A and B) Western blot analysis of MOV10-immunoprecipitated complex from P10 mouse testis (A) and FLAG-MOV10-overexpressing HEK293T cells (B) using two commercial anti-MOV10 antibodies (from Abcam and Proteintech, respectively). The weak bands in control represent endogenous MOV10 in HEK293T cells. (C) Western blot detection of the FLAG-MOV10 fusion protein in FLAG-immunoprecipitated complex from FLAG-MOV10-overexpressing HEK293T cells using anti-FLAG and anti-MOV10. (D) Immunofluorescence of MOV10 in frozen section of testes from E16.5 (left) and P1 mice (right). DNA was counterstained with DAPI. Scale bar, 20 μm.

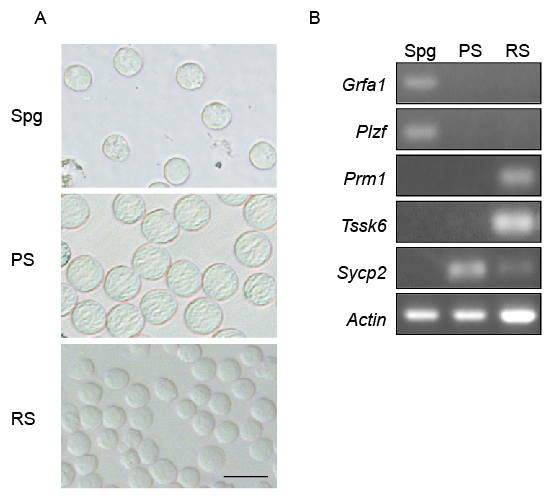

**Figure S2.** The purity of isolated cell populations. (A) The purity of germ cells isolated from mouse testis was confirmed by observation of their morphology of spermatogonia (Spg); pachytene spermatocytes (PS); round spermatids (RS). Scale bars, 20 μm. (B) The expression of key marker gene was tested by RT-PCR to further validate their purity.

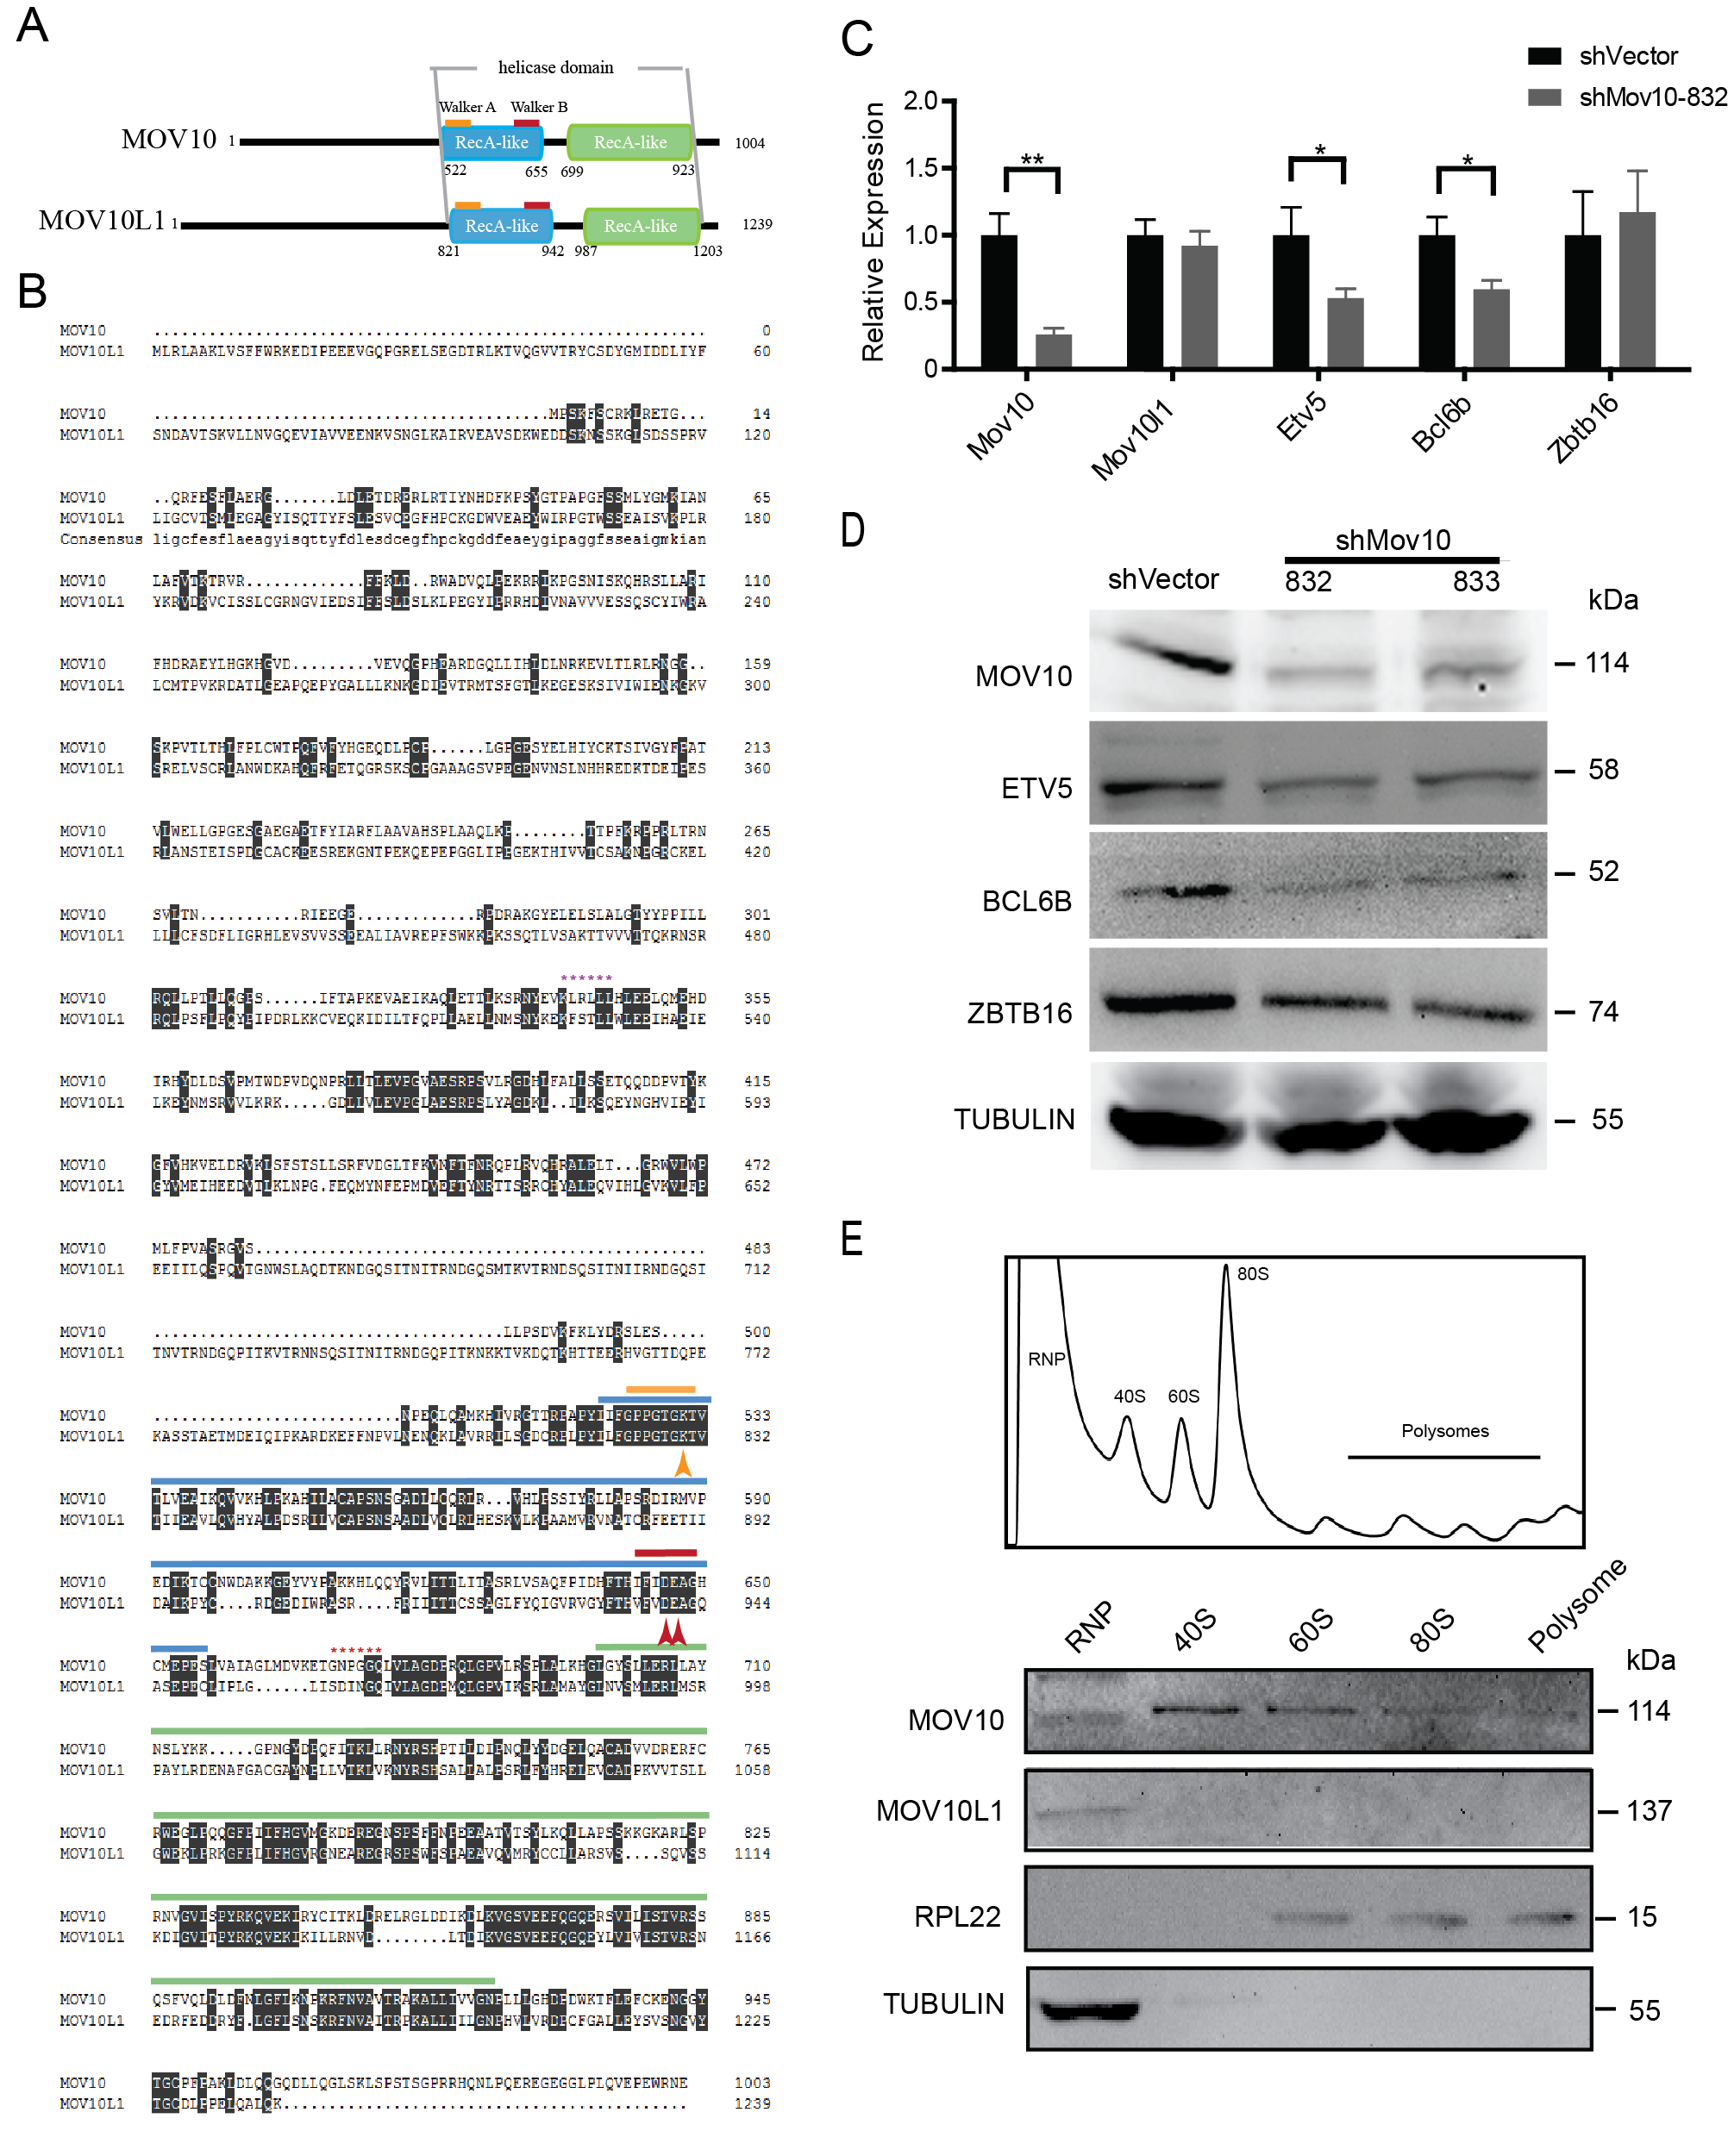
­­­

**Figure S3.** Comparison of MOV10 and MOV10L1. (A) Schematic domain structure of MOV10 and MOV10L1. The blue and green boxes represent two RecA-like domains that form a helicase core that includes the conserved N-terminal Walker A and B sequence motifs for ATP binding and ATP hydrolysis. (B) Sequence alignment of mouse MOV10 and MOV10L1. We cloned the full length CDS of *Mov10l1* (accession number: KY774831). The full length *Mov10l1* gene spans 27 exons, and encodes 1239 aa with an extended N-terminus obtained from an EST sequence (BY706660). A short form has additionally been reported that consists of only 26 exons (1187 aa). We also cloned the *Mov10* gene (accession number: NM_008619), which is shorter in length than *Mov10l1*. The consensus amino acids are shown in black. Blue and green lines identify the amino acids of Walker A and Walker B motifs. Orange and red arrowheads point to functionally critical residues of the ATP binding and ATP hydrolysis motifs. The mutations K830A and DE940AA in the long form, corresponding to K778A and DE888AA in the short form, cause loss of function of MOV10L1. Asterisks mark sequence targets of probes shMov10-832 (violet) and shMov10-833 (pink) used for knockdown experiments. Amino acids sequences were retrieved from Uniprot and were aligned using DNAMAN. (C) Quantitative PCR analysis of mRNA levels of *Mov10*, *Mov10l1* and genes important for determination of SPC fate. Data represent results from biological triplicates. (D) Western blot analysis of the protein levels of genes tested in Panel C. (E) Polysome analysis of MOV10 and MOV10L1. Following fractionation using 20-50% sucrose gradients, ribonucleoprotein particles (RNP), free ribosomal subunits (40S and 60S), 80S monosomes, and polysomes were collected for western blot. Ribosomal protein L22 (RPL22): positive control for polysome protein; TUBULIN was used as positive control for RNP.

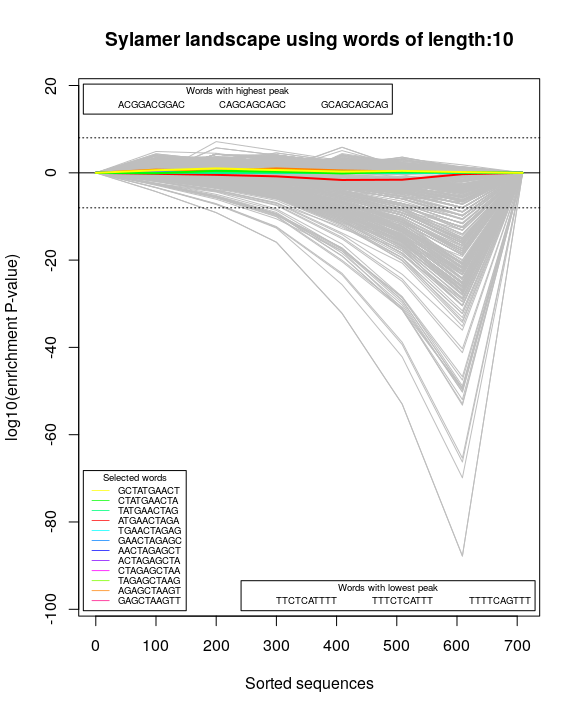

**Figure S4.** Assessment of the off-target effect of shRNA interference. Enrichment plots for a successful shRNA interference experiment in which there were no apparent off-target effects. Plot shown for 10 nt word, the x-axis represented the sorted gene-list from most downregulated (left) to most upregulated (right). The y-axis shows the hypergeometric significance for each word at each ranked gene-list set. Positive values indicate enrichment (−log10 (P-value)) and negative values, depletion (log10 (P-value)). The horizontal line represents a threshold (Bonferroni corrected p value) of 0.01.Grey lines show the profiles of all possible 10-bp words of coding sequences of differentially expressed genes, while colored lines represent all possible 10-bp words out of shRNA sequences. No words out of shRNA sequences were significantly enriched.

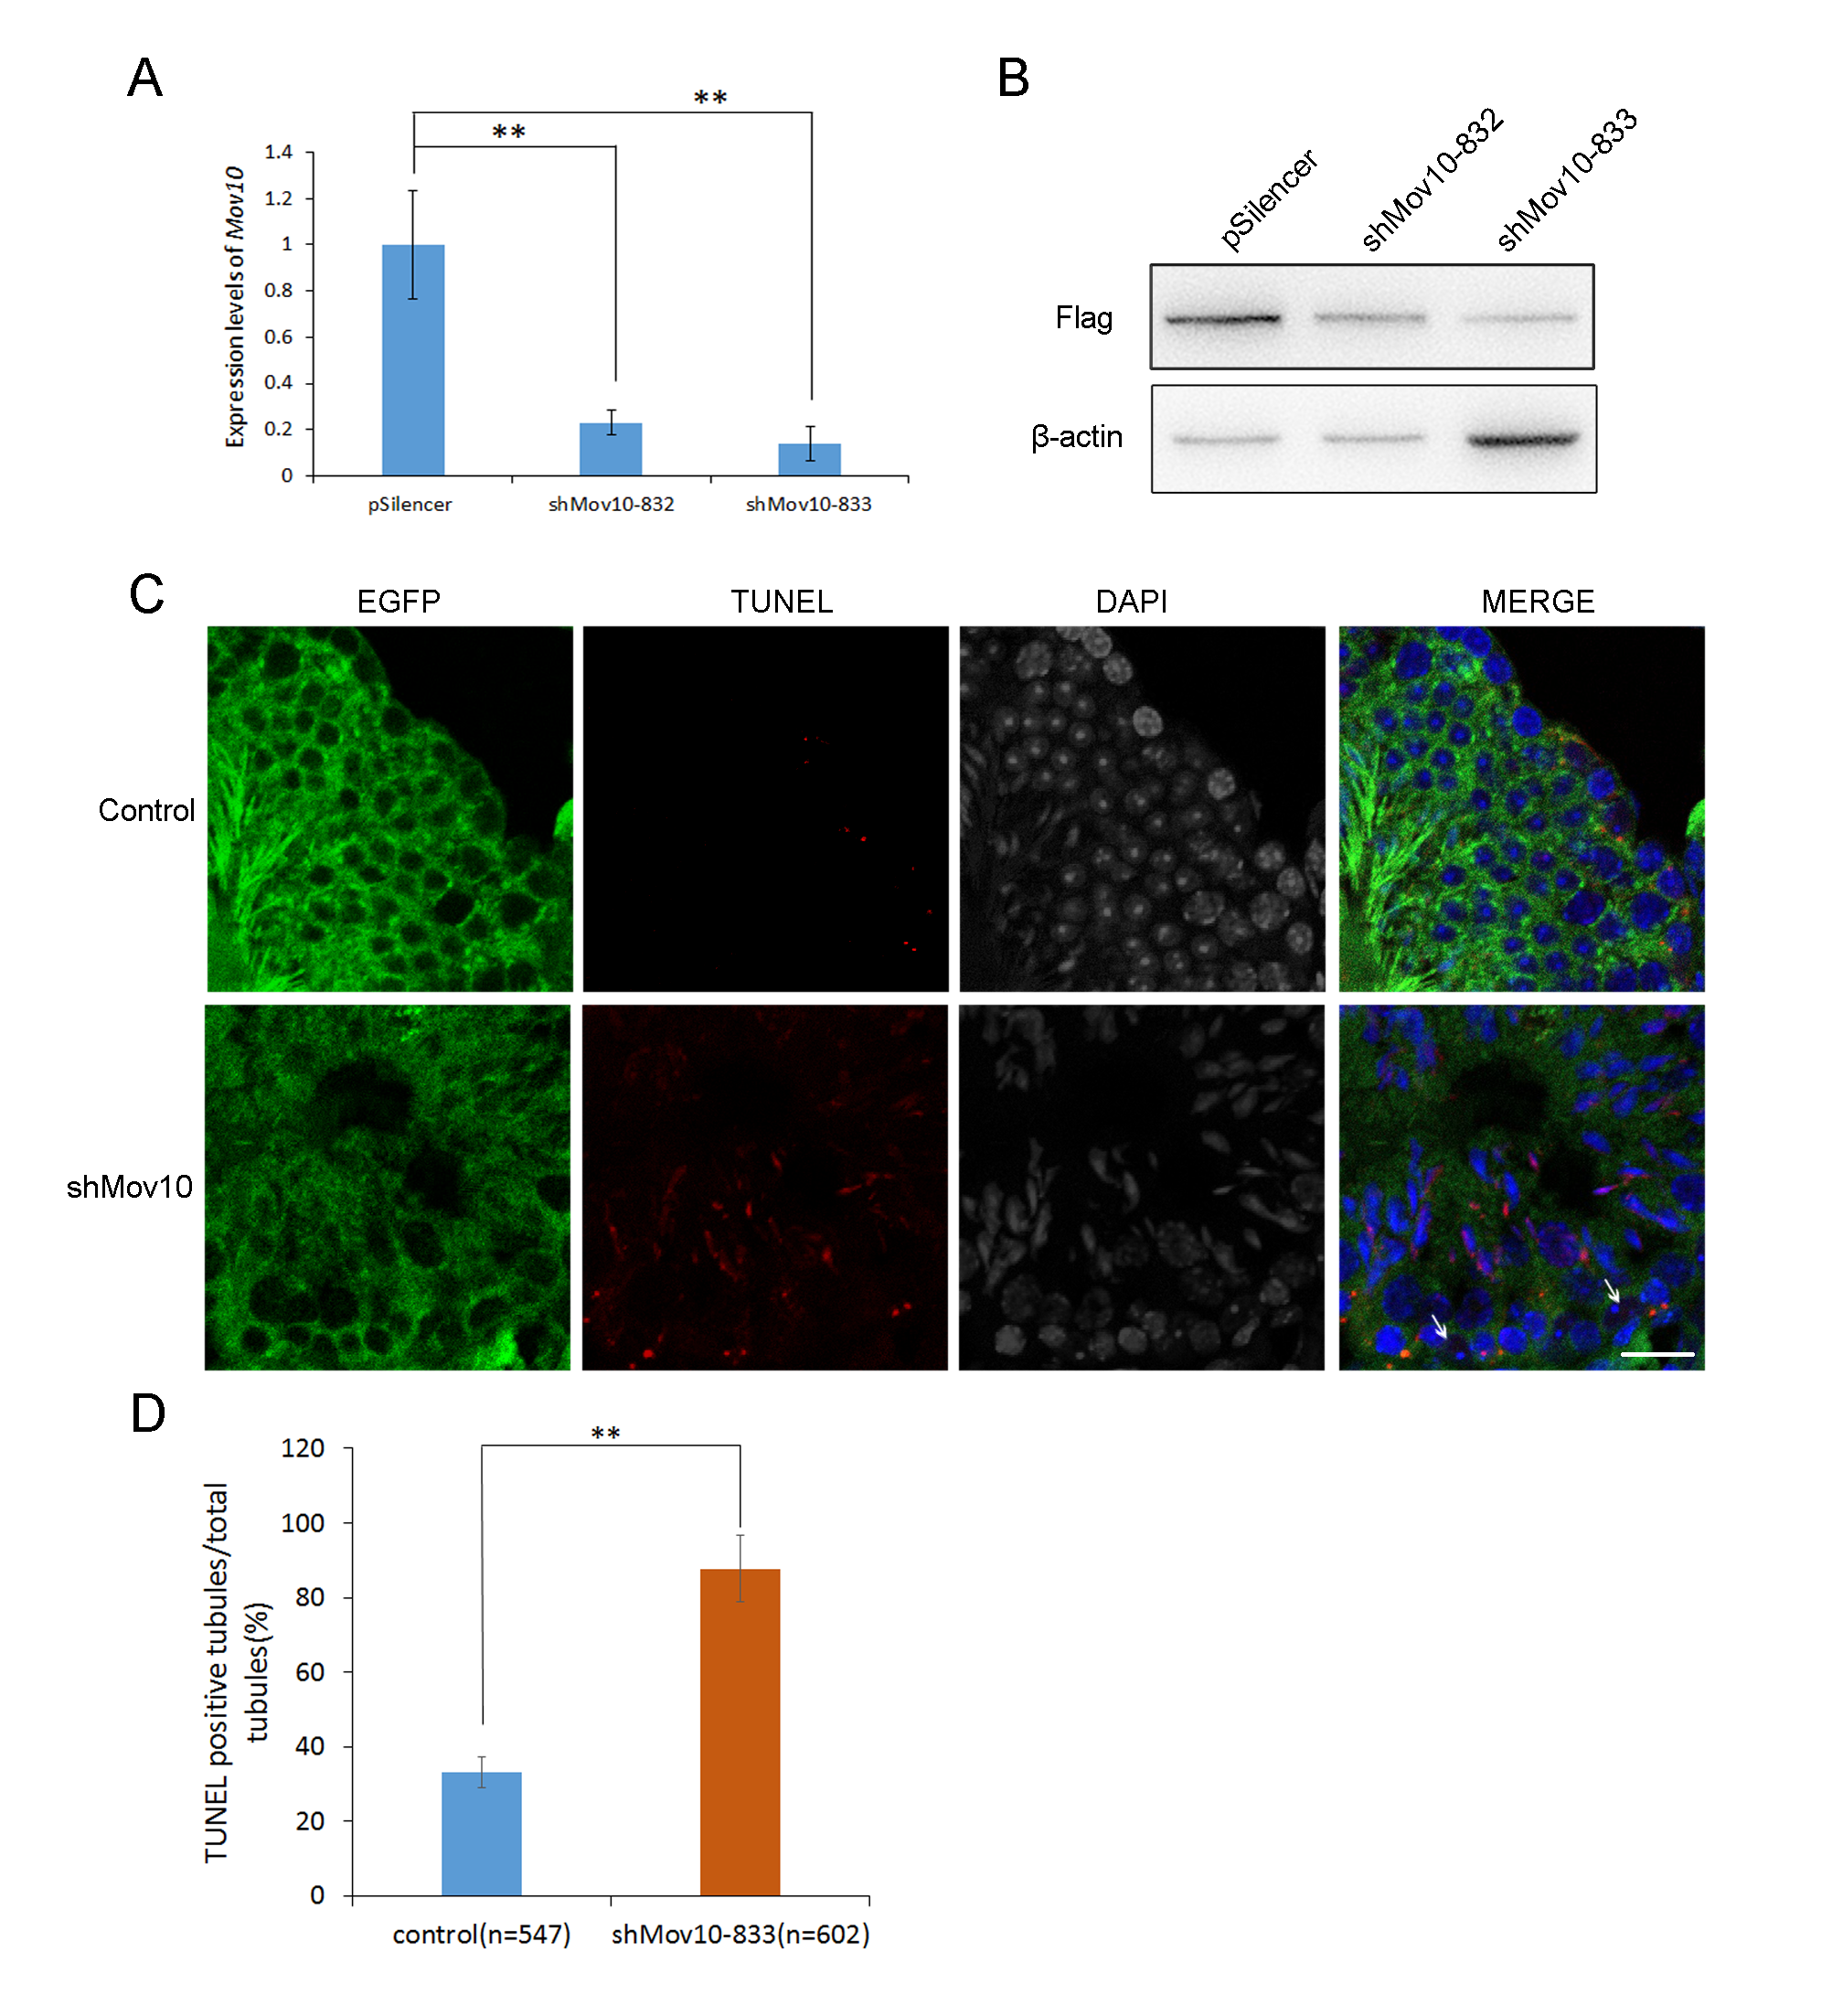

**Figure S5.** Knockdown of endogenous MOV10 leads to increased apoptosis in testicular tubules. (A, B) The knockdown efficiency of shMov10 was tested by RT-qPCR and WB in 293T cells. (C) TUNEL assay in testes sections from control and shMov10 groups. Scale bar: 20 μm. (D) Percentage of TUNEL-positive tubules in control and shMov10 groups.

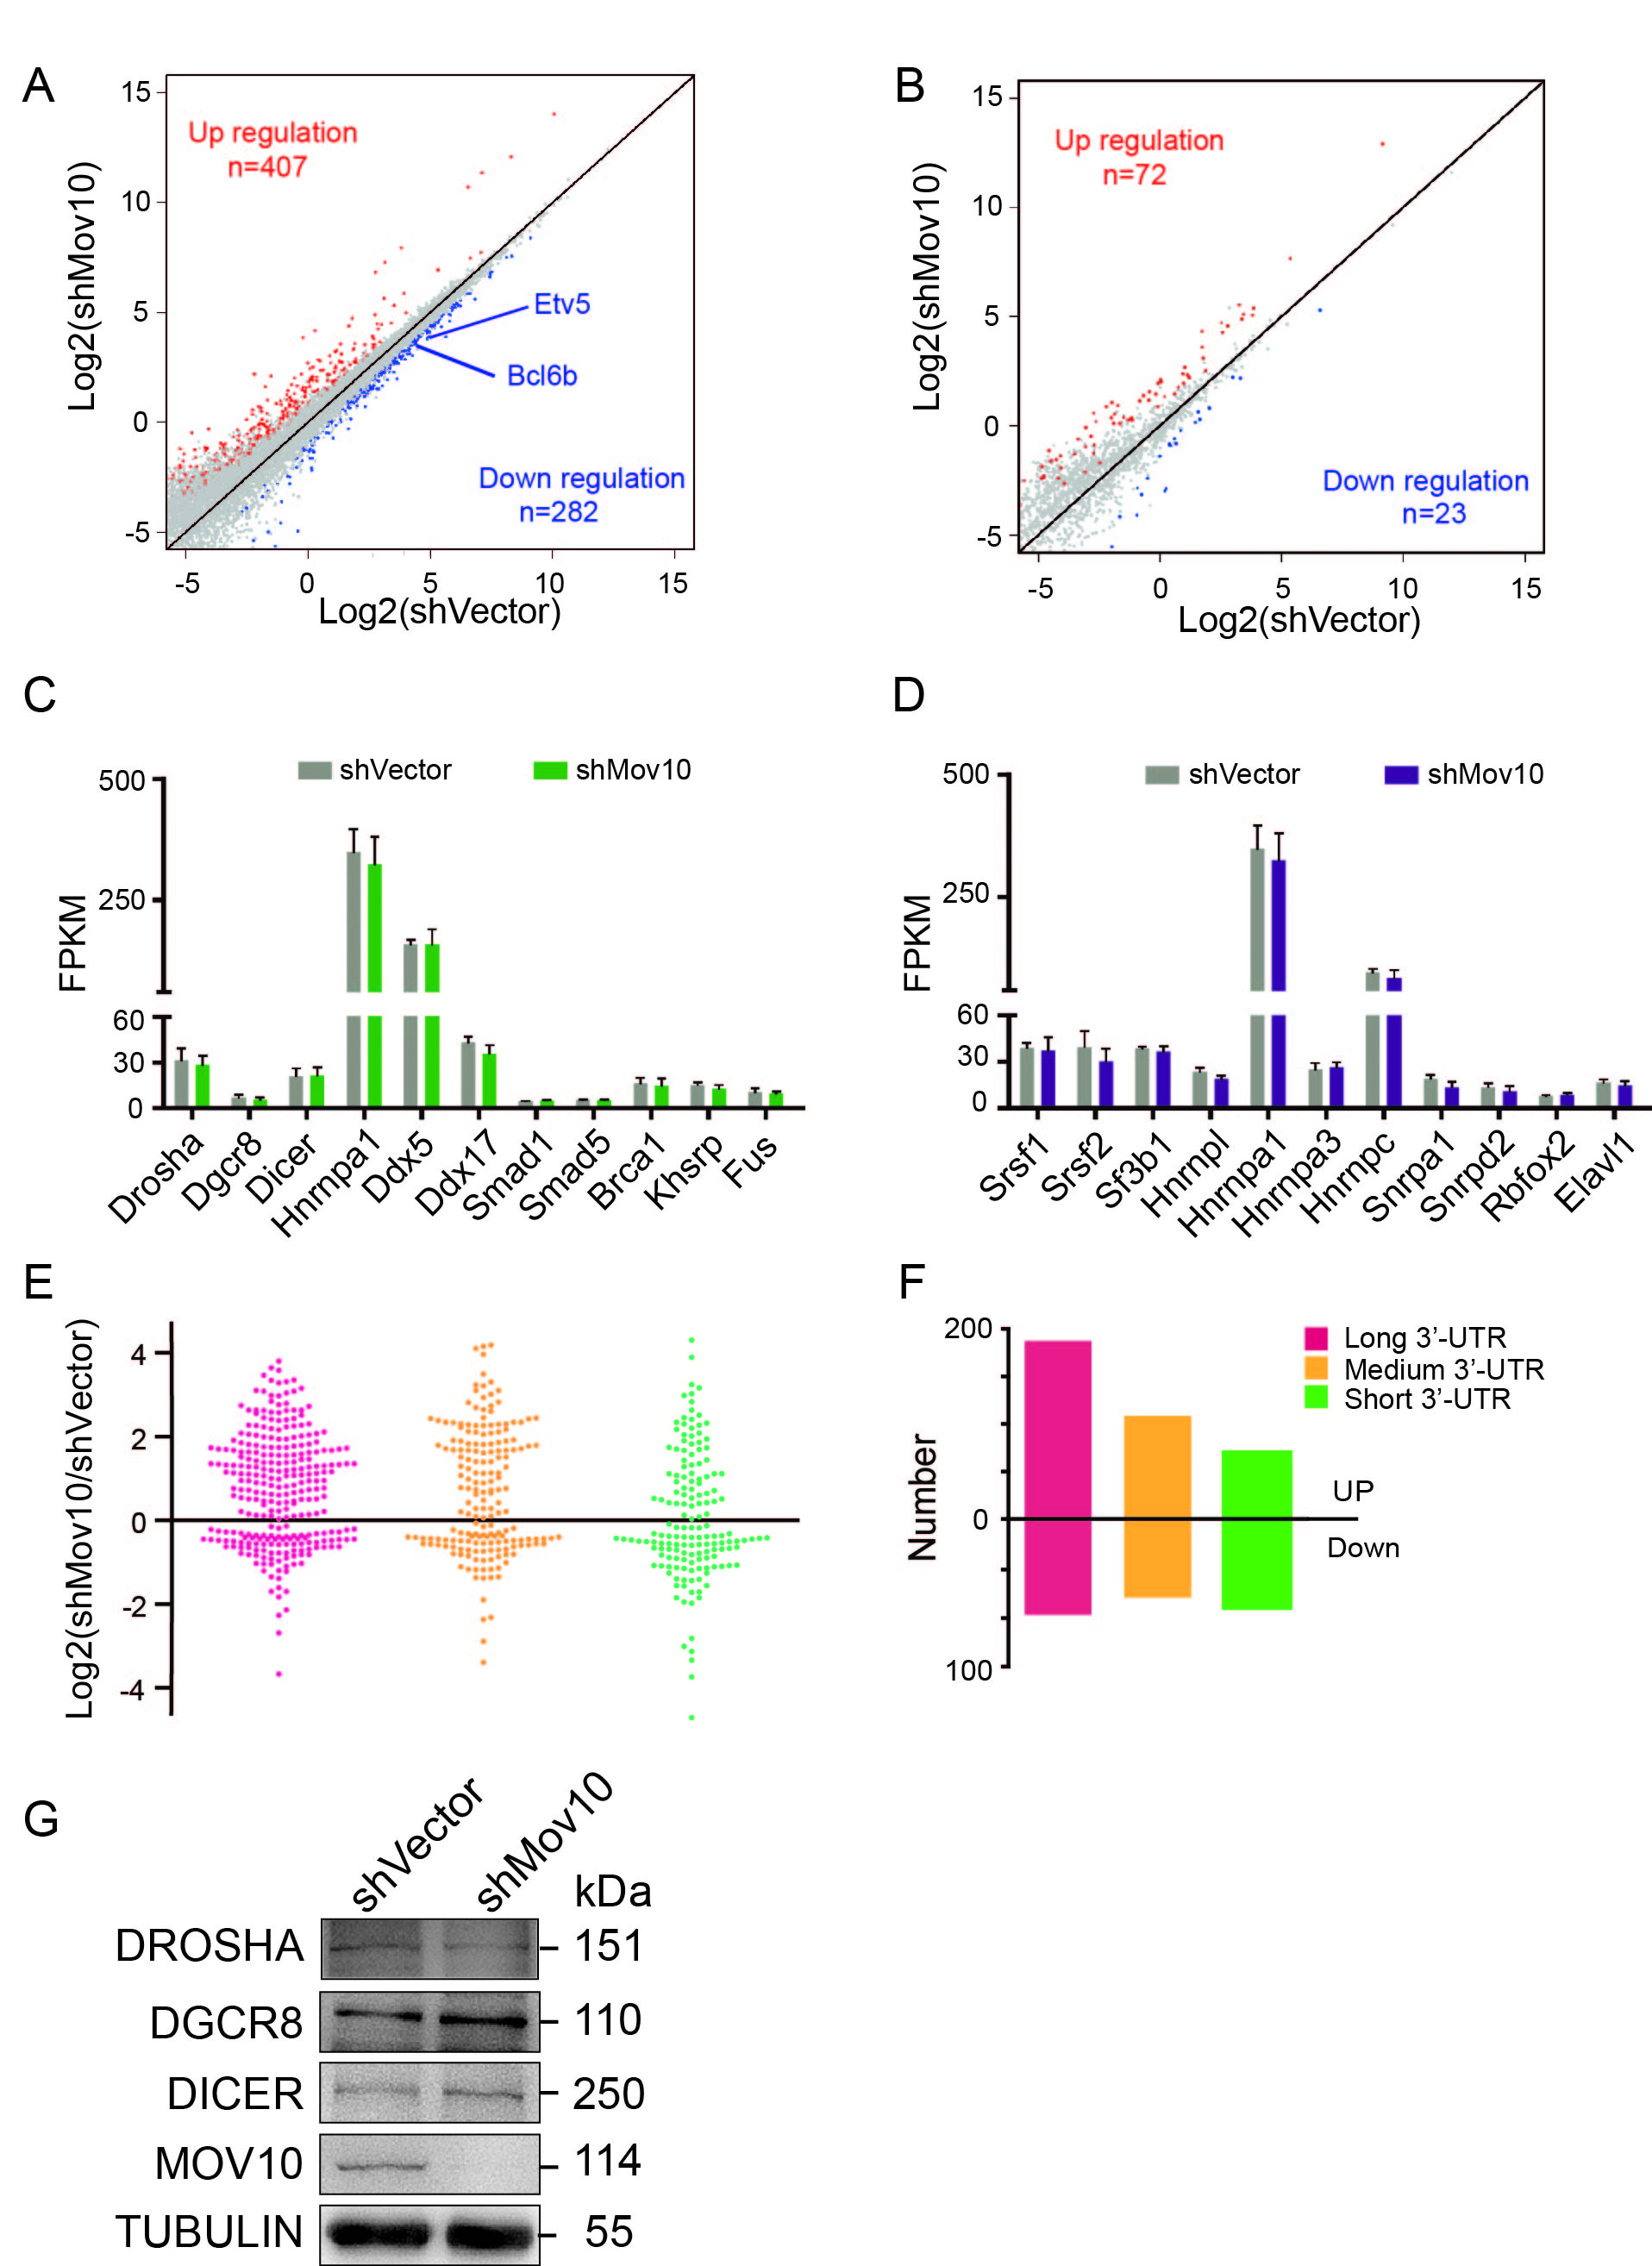

**Figure S6.** MOV10 regulates gene expression. (A) Scatter plot of mRNA expression levels from RNA-seq data. Red and blue dots represent genes with significant upregulation and downregulation, respectively (fold change>1.5, p<0.05). (B) Scatter plot of lncRNA expression levels determined by RNA-seq. Red and blue dots represent lncRNAs with significant upregulation and downregulation, respectively (fold change >1.5, p<0.05). (C and D) Analysis of RNA-seq data of genes involved in miRNA biogenesis (C) and the splicing machinery (D) after *Mov10* knockdown. The error bars represent variation among three independent CLIP libraries. (E) Differential regulation of mRNAs in a 3'-UTR length-dependent manner. Transcripts were ranked according to the length of 3’-UTR from long to short, and then divided into terciles (long, medium and short). The plot depicts the log2 fold change in transcript levels in *Mov10* knockdown vs control SPCs. (F) Quantification of upregulated and downregulated transcripts according to UTR length terciles. (G) Western blot analysis of three classical factors involved in miRNA biogenesis

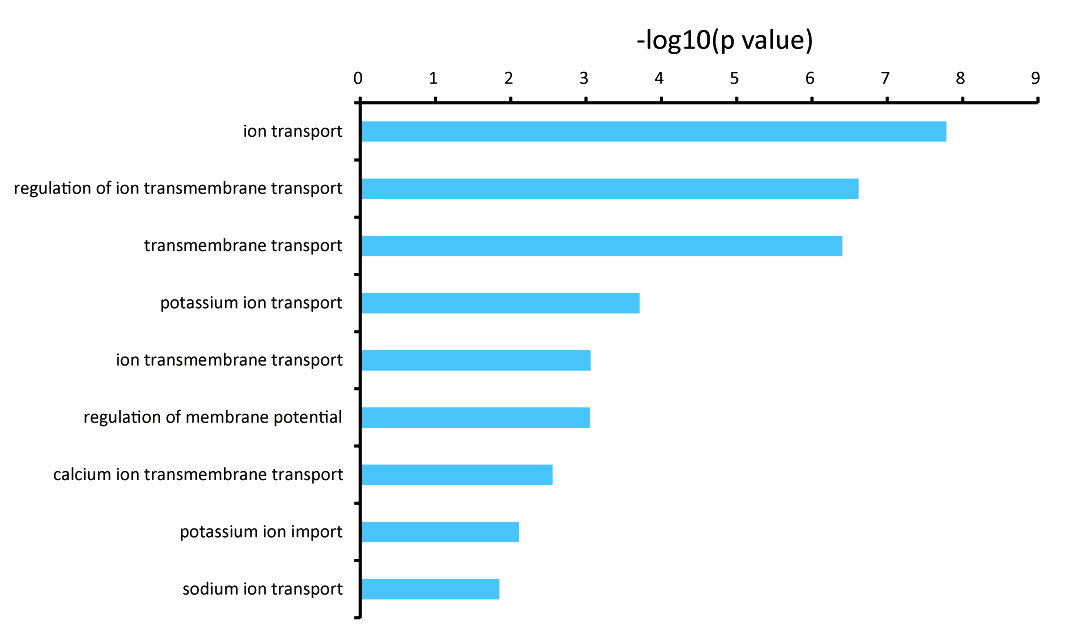

**Figure S7.** GO analysis of upregulation genes in shMov10 SPCs. The most enriched gene ontology (GO) terms among upregulated mRNAs in Mov10 knockdown SPCs.

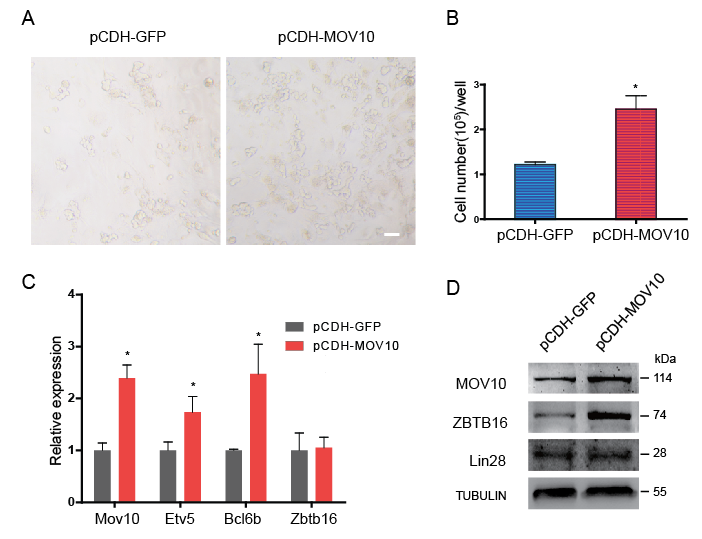

**Figure S8.** Effect of *Mov10* overexpression on SPCs. (A) *In vitro* cultured germ cells overexpressing MOV10 form large colonies. Colony size was assessed 5 days after transfection with control plasmid (GFP expression plasmid pCDH-GFP) or MOV10 expression construct (pCDH-MOV10). Scale bare, 20 µm. (B) Total cell number in SPC cultures after MOV10 overexpression. The error bars represent variation among biological triplicates. (C) Q-PCR analysis of mRNA levels of *Mov10* and genes with known role in regulation of SPC fate. Results represent data from biological triplicates. (D) Western blot analysis of the protein levels of MOV10 and ZBTB16, with LIN28 and ACTIN as controls.

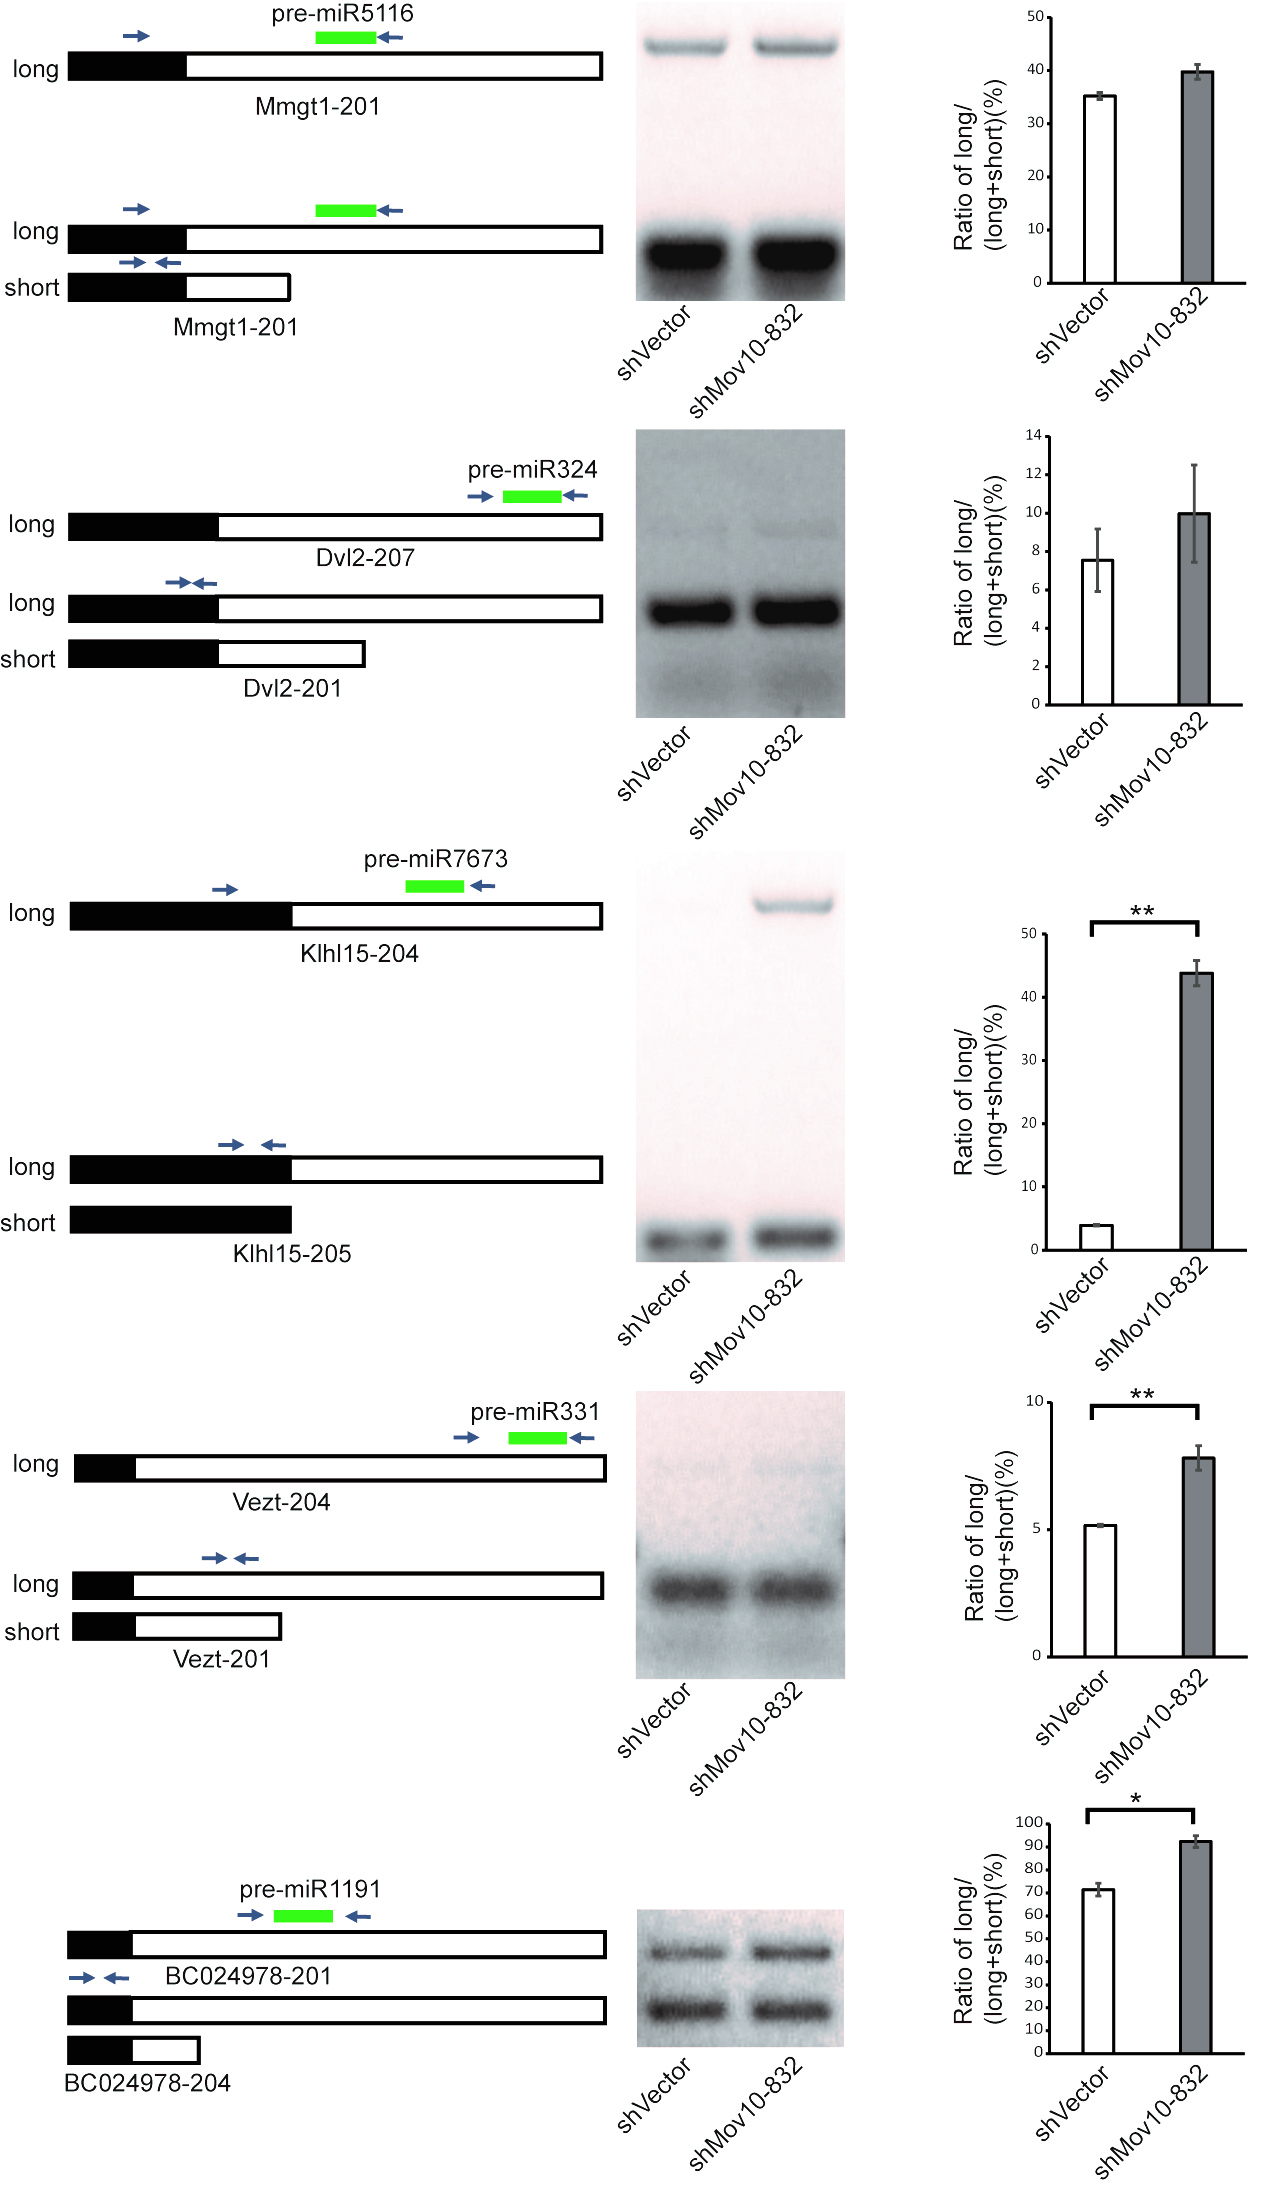

**Figure S9.** MOV10 regulates miRNA precursors via 3’-UTR processing. MiRNA processing events on 3’-UTR were assessed as described in Figure 4.

**
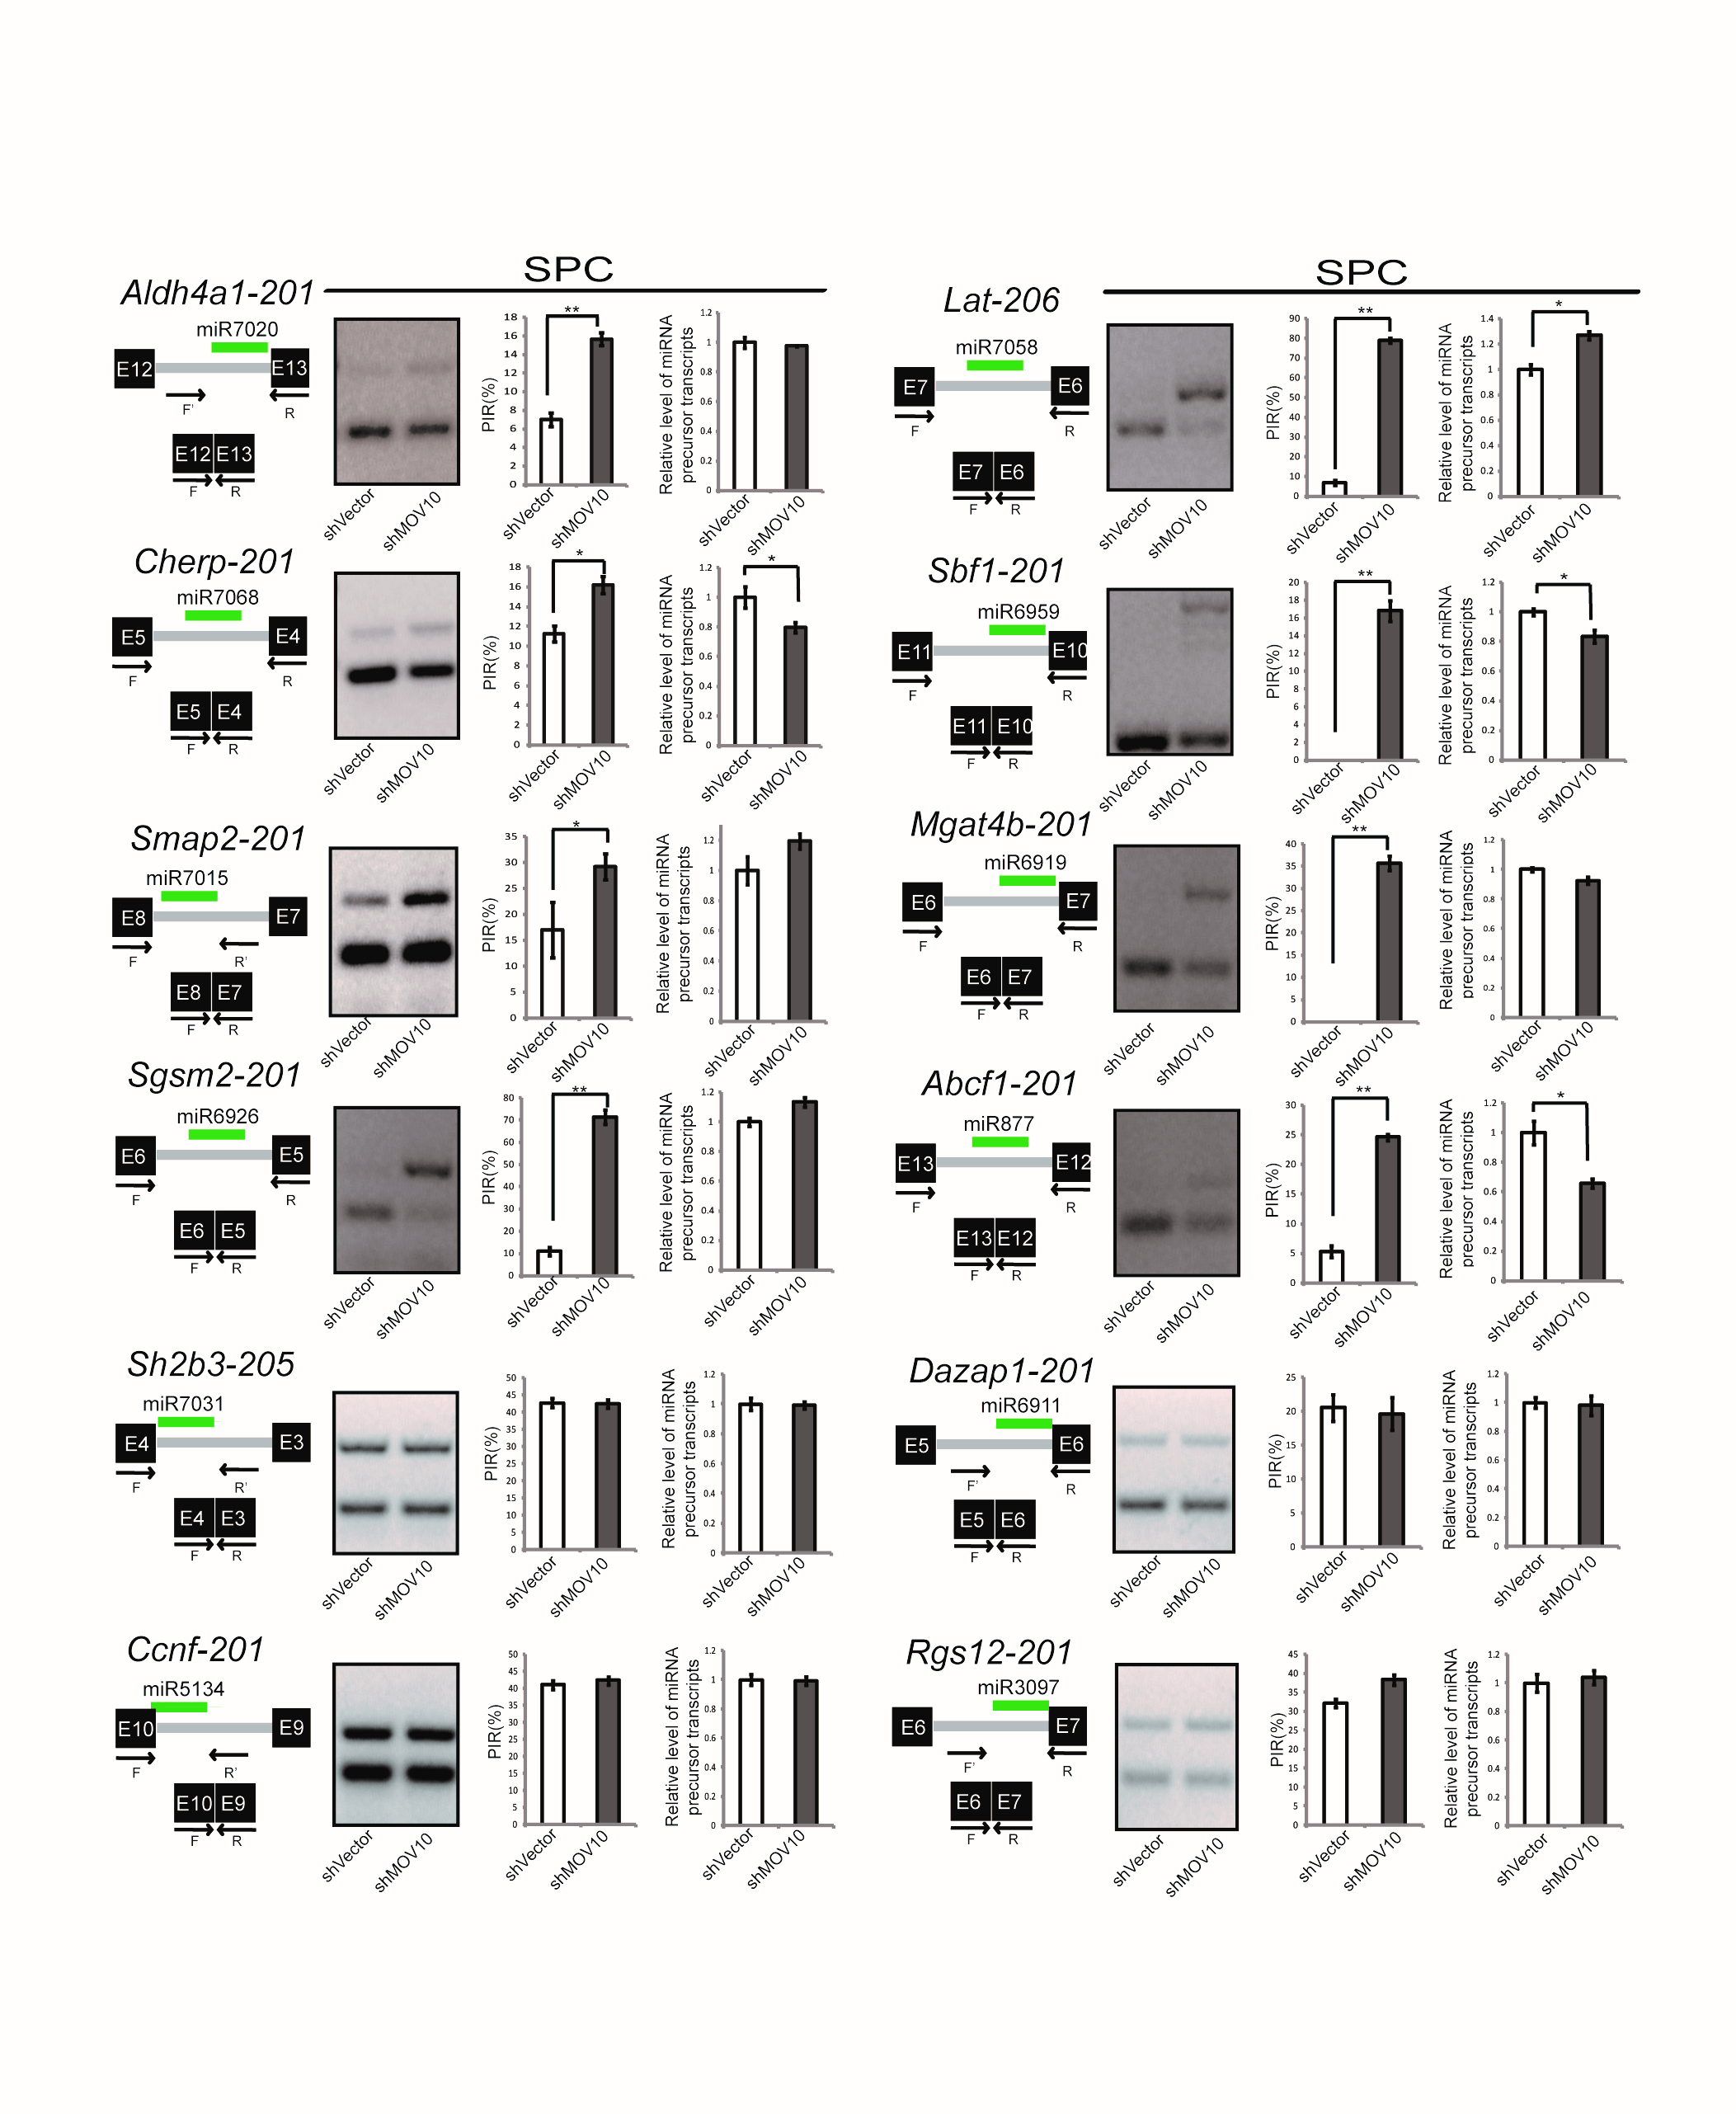
**

**Figure S10.** MOV10 regulates mirtron splicing in SPCs. Mirtron splicing events were assessed as described in Figure 4.

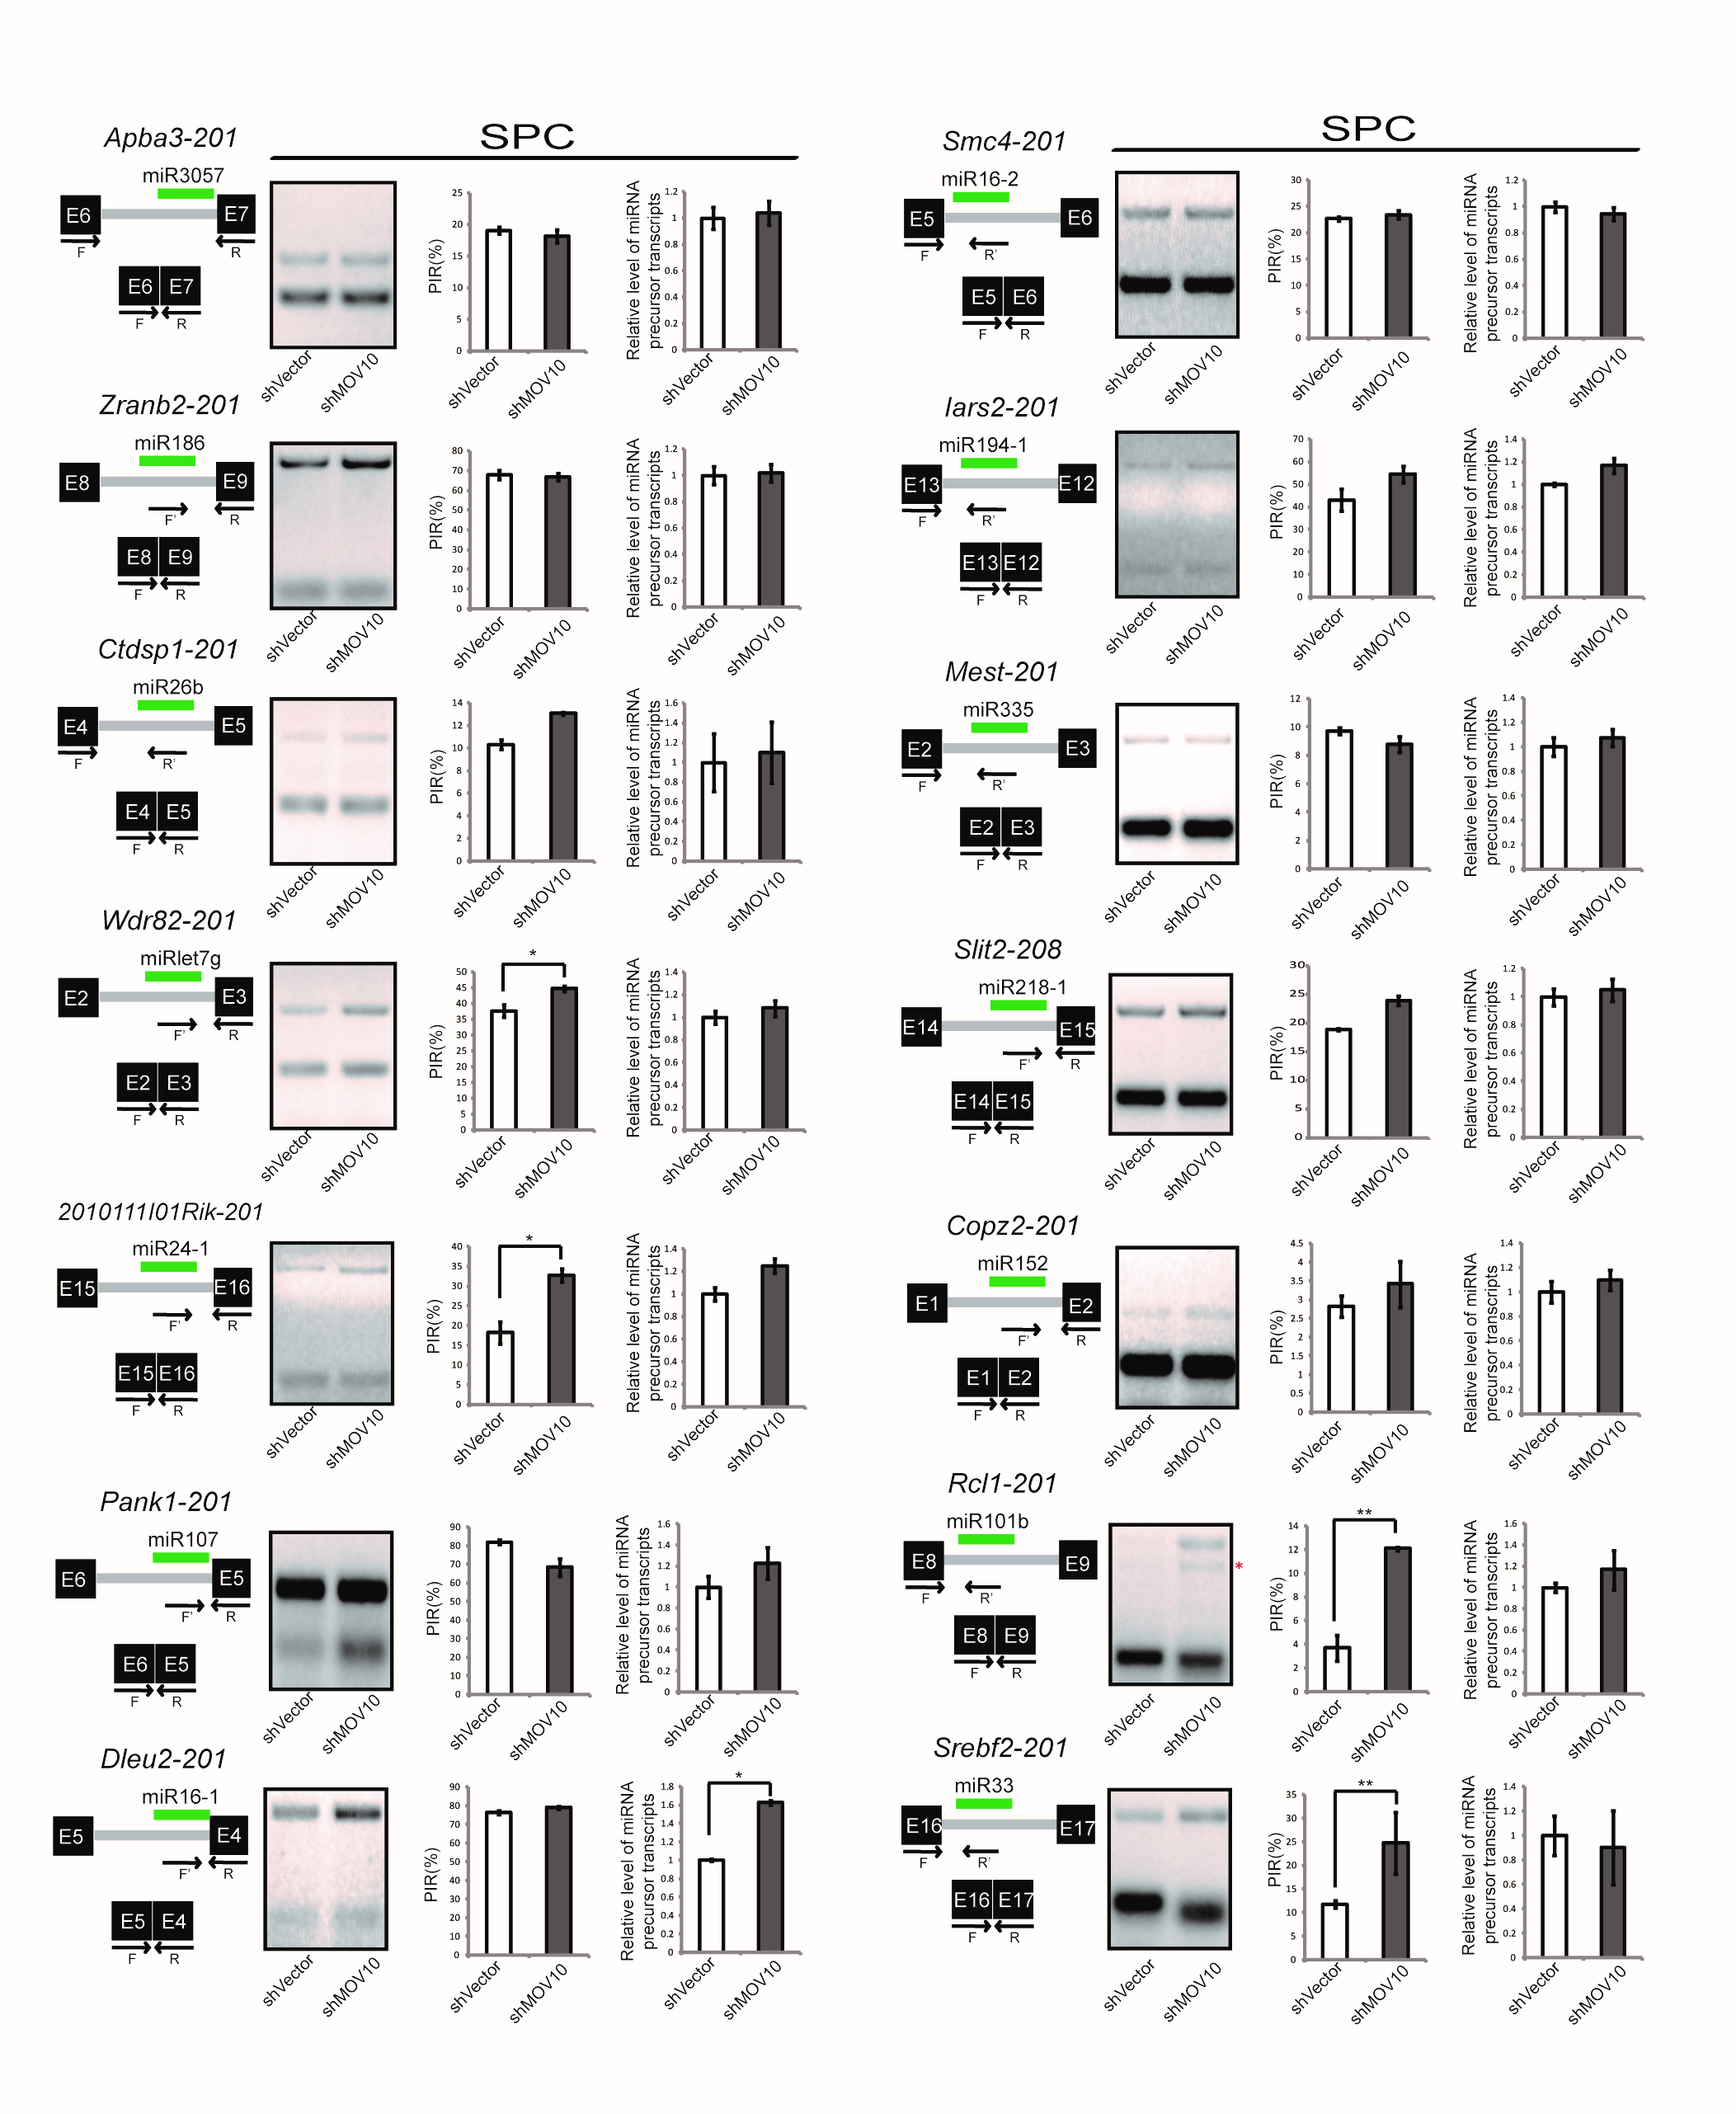

**Figure S11.** MOV10 regulates splicing of non-mirtron intronic miRNA in SPCs. Splicing events for intronic miRNAs other than mirtron were assessed as described in Figure 4. The red asterisk marks a nonspecific band.

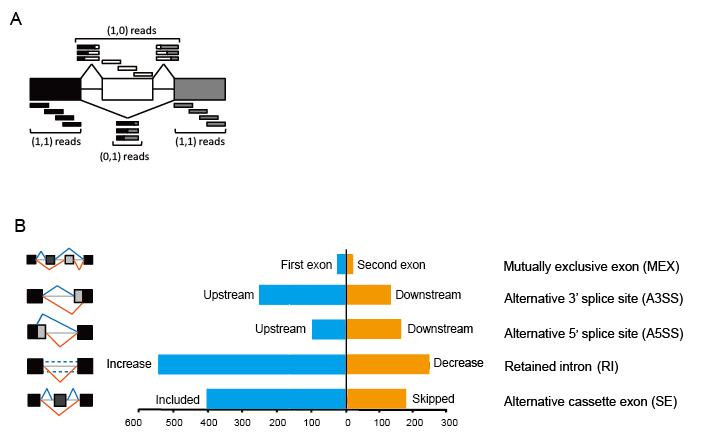

**Figure S12.** MOV10 regulates alternative splicing in SPCs. (A) Schematic of the alternative splicing analysis for MISO model. White, alternatively spliced exon; gray and black, flanking constitutive exons. RNA-seq reads aligning to the alternative exon body (white) or to splice junctions involving this exon support the inclusive isoform (1,0), whereas reads joining the two constitutive exons (black gray exon junction) support the exclusive isoform (0,1). Reads aligning to the constitutive exons are common to both isoforms (1,1). (B) Alternative splicing events were classified into 5 different categories depicted schematically to the left, with blue and orange colors representing alternate events. The bar diagram depicts the number of corresponding events identified in RNA-seq data from *Mov10* knockdown SPC.

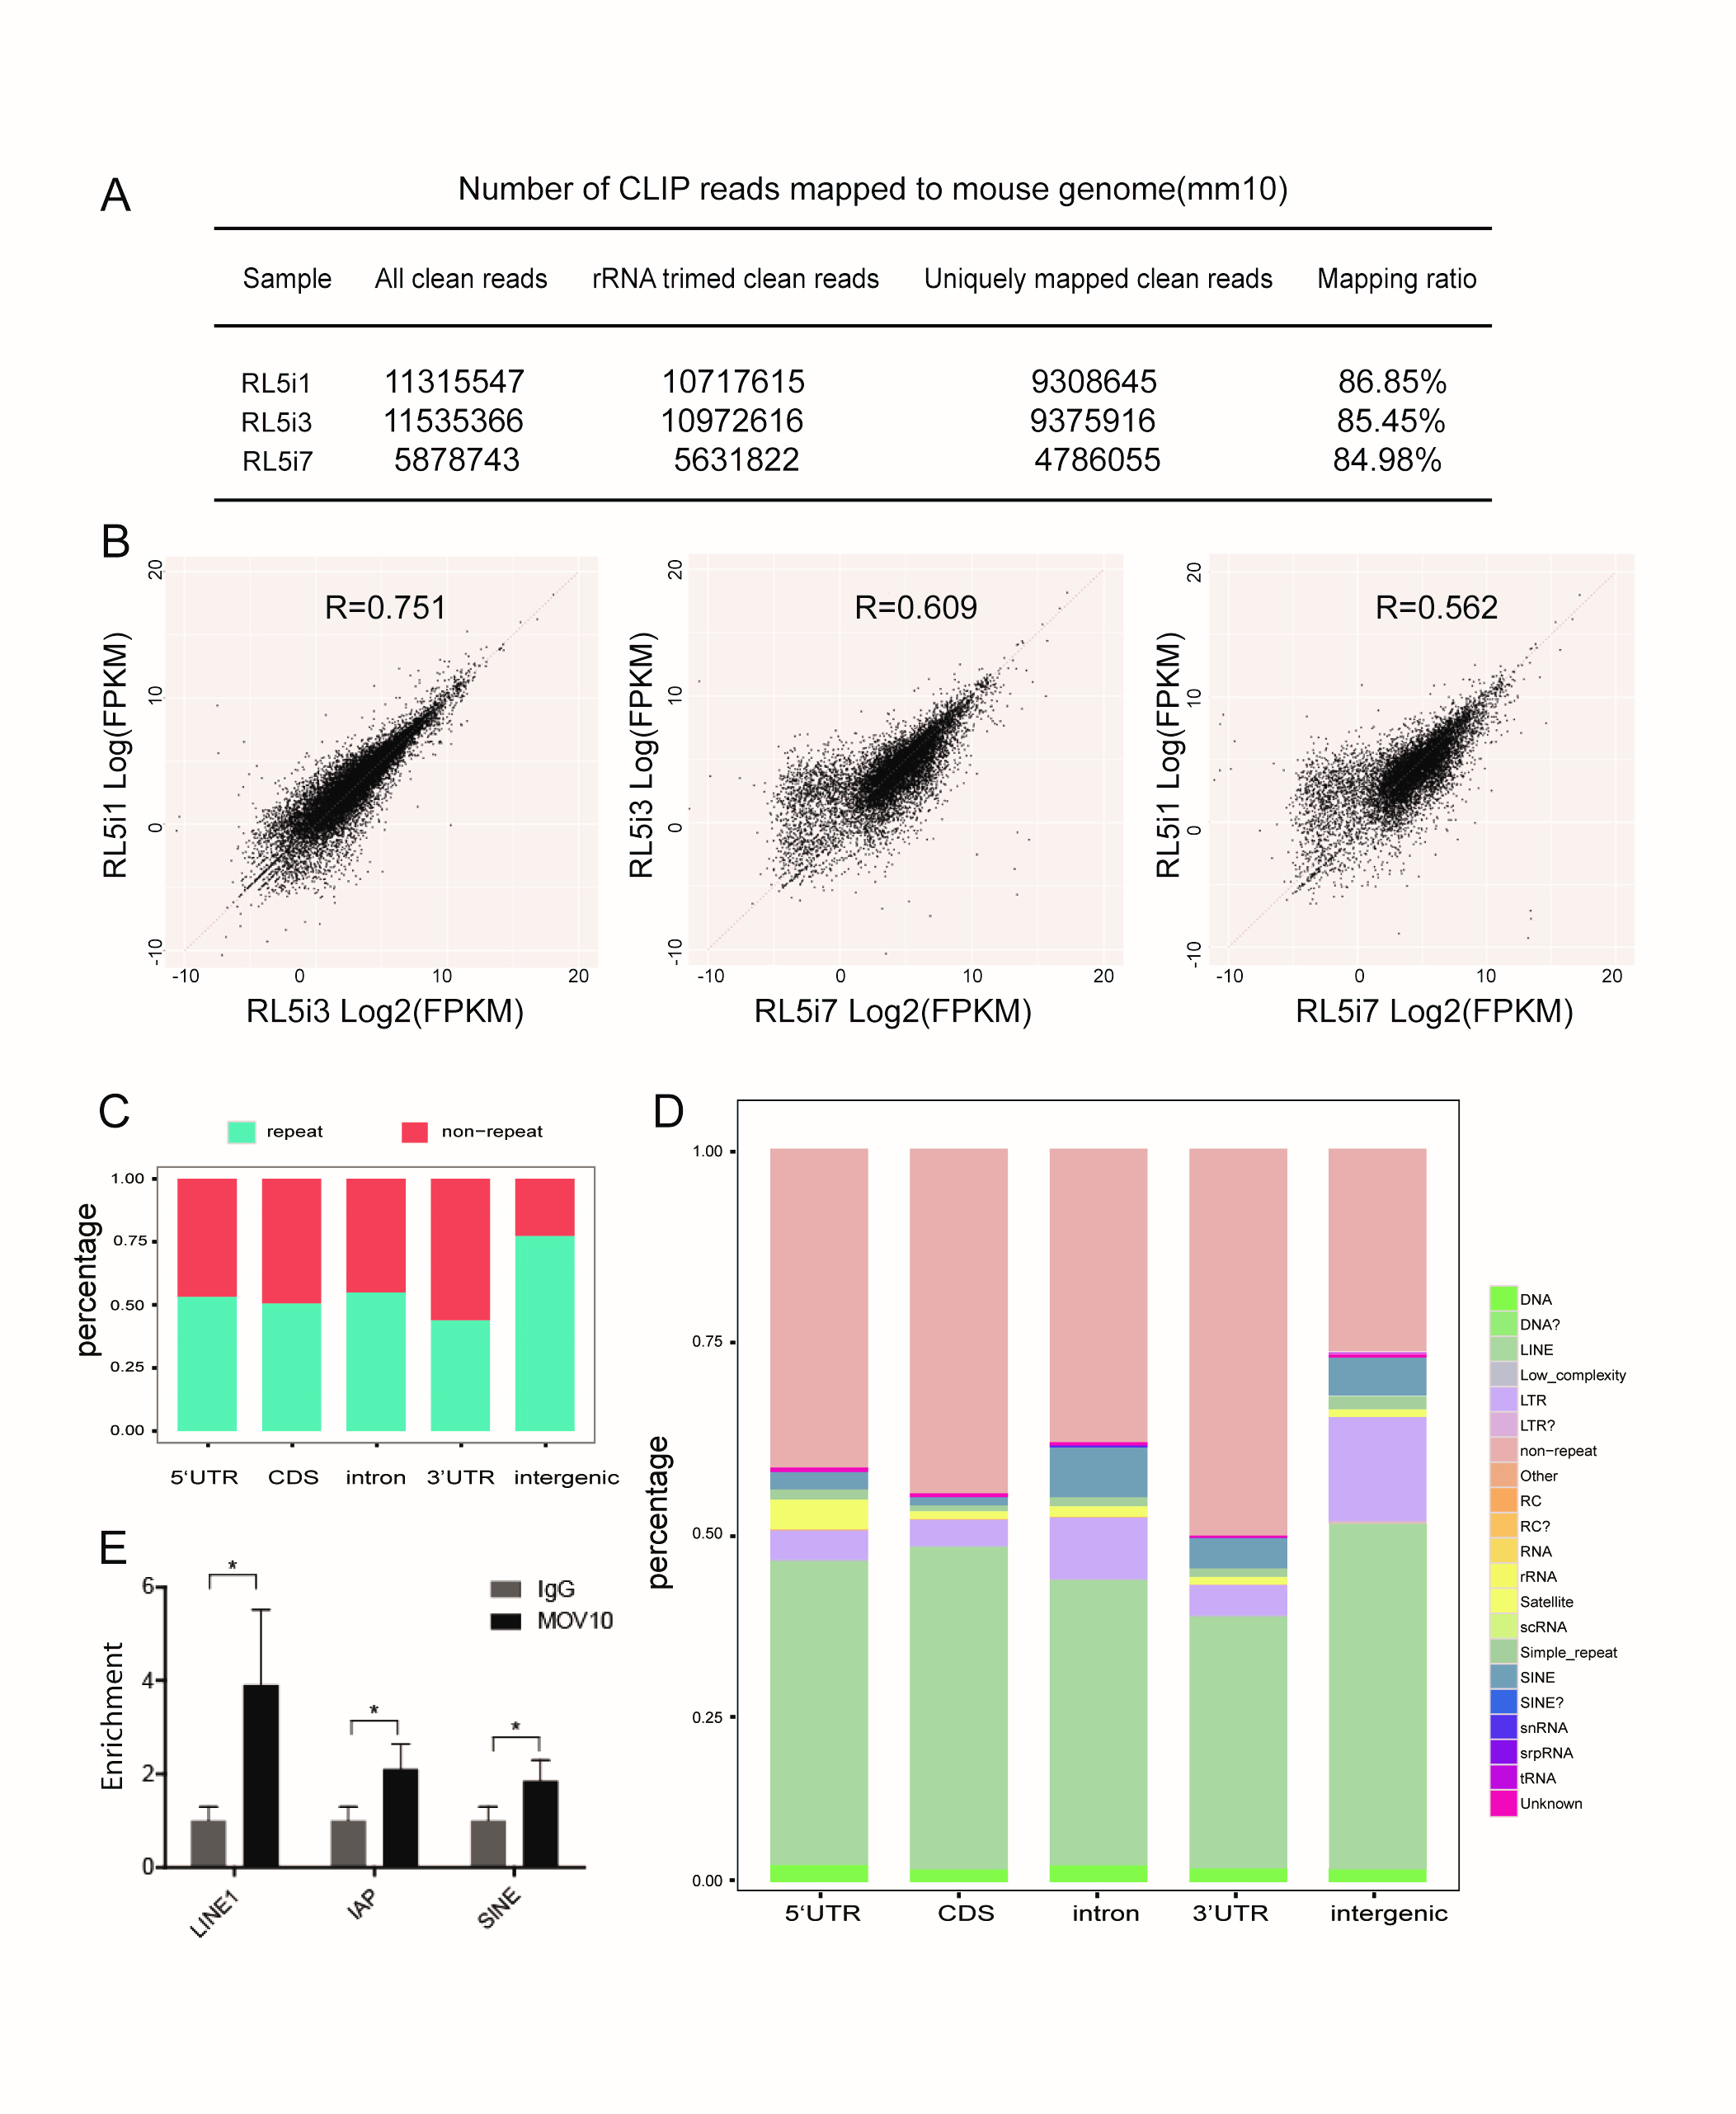

**Figure S13.** Reproducibility and genomic mapping of MOV10 CLIP libraries. (A) Mapping information of CLIP-seq data from three individual CLIP libraries. (B) Reproducibility of gene targets of MOV10 from three CLIP experiments. Each dot in the scatter plot represents log2 values of FPKM comparing the two replicates indicated on the axes. (C) Percentage of CLIP reads overlapping with repeat and non-repeat sequences within genomic regions annotated as listed below the bars. (D) Percentage of CLIP tags mapping to various types of repeat and non-repeat sequence annotations. Genic repeats may reflect embedded repeats in genes because the origin of a repeat-derived tag cannot be traced back to mRNAs. (E) Validation of MOV10-bound LINE1, IAP (LTR) and SINE by RIP-qPCR. Results from biological triplicates were analyzed.

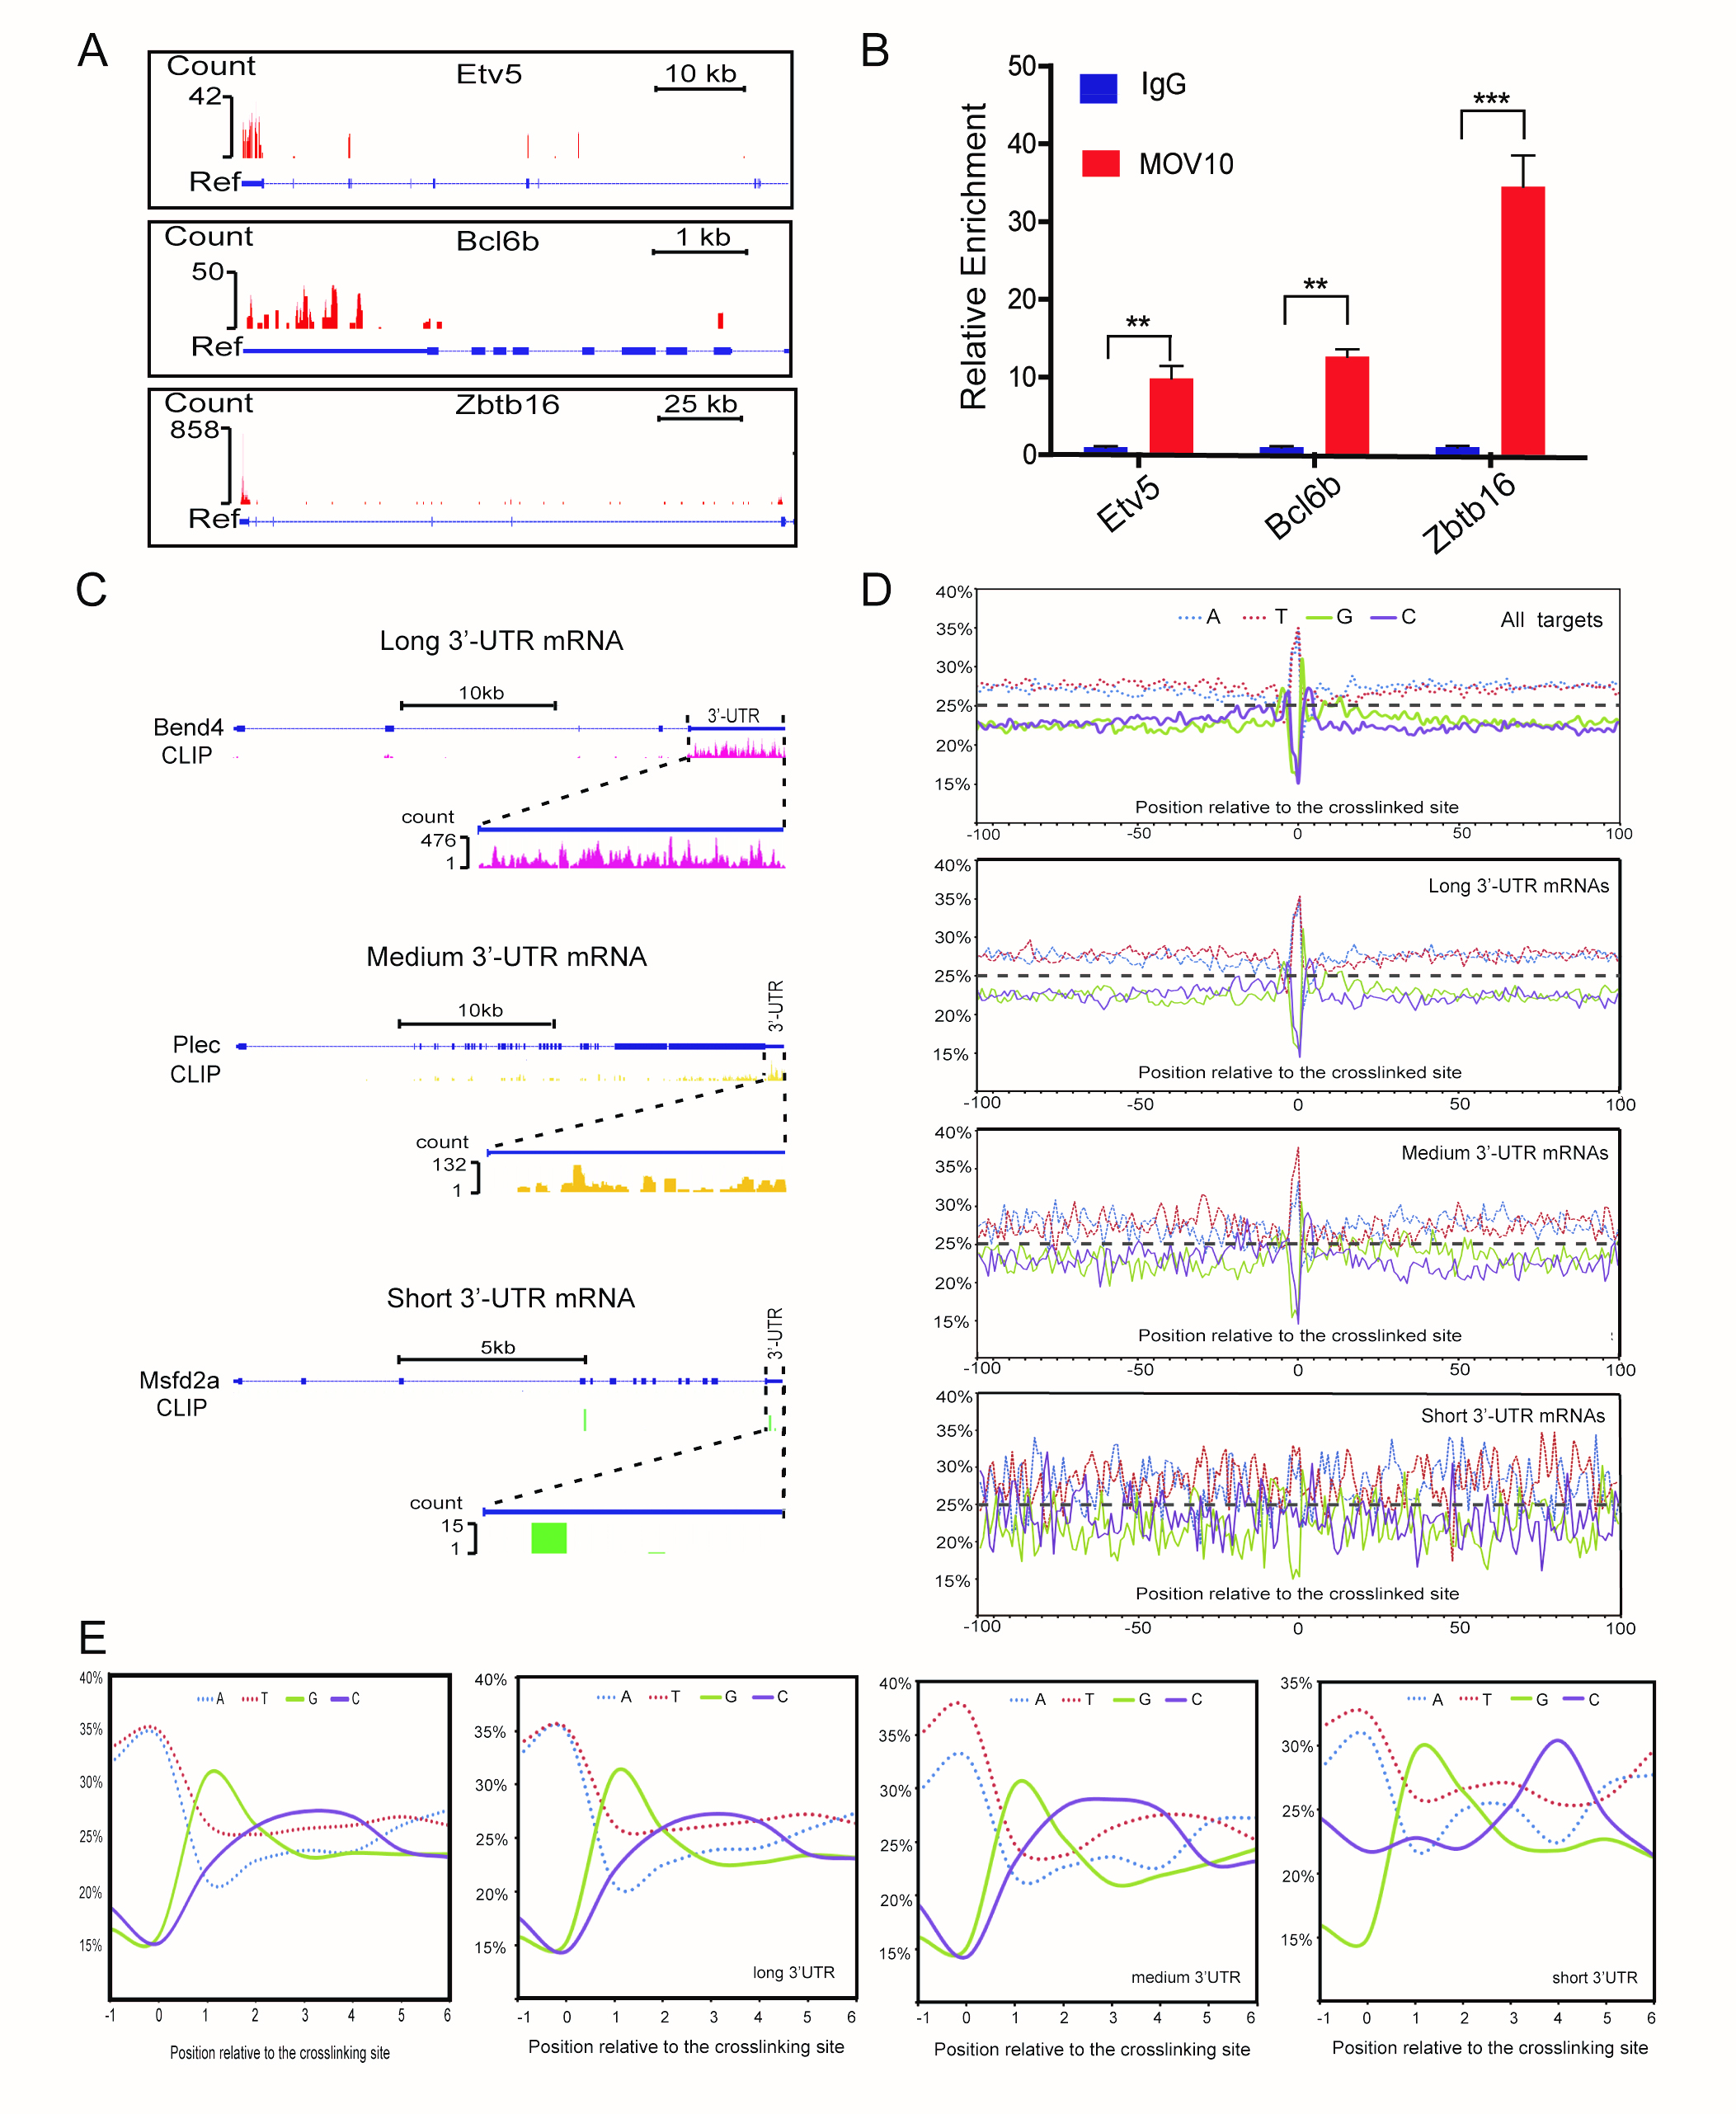

**Figure S14.** Characterization of MOV10-bound 3’-UTRs. (A) Visualization of MOV10 CLIP reads on *Etv5*, *Bcl6b* and *Zbtb16* transcripts using the UCSC genome browser. All 3 genes are transcribed from the (-) strand. MOV10 CLIP reads predominantly align with the 3’-UTRs. (B) Validation of MOV10 binding to *Etv5*, *Bcl6b* and *Zbtb16* mRNAs by RIP-qPCR. Results from biological triplicates were analyzed. (C) UCSC visualization of three representative genes containing long, medium and short 3’-UTRs. (D) Nucleotide composition per position within ±100 nt from crosslinked sites. Nucleotide percentage at each position was calculated from all unique mapped reads. Separate graphs are shown for all CLIP targets and for mRNA targets with long, medium, and short 3’-UTR. (E) Line graphs are separately shown of nucleotide content per position from upstream 1 nt to downstream 6 nt relative to crosslinked sites.

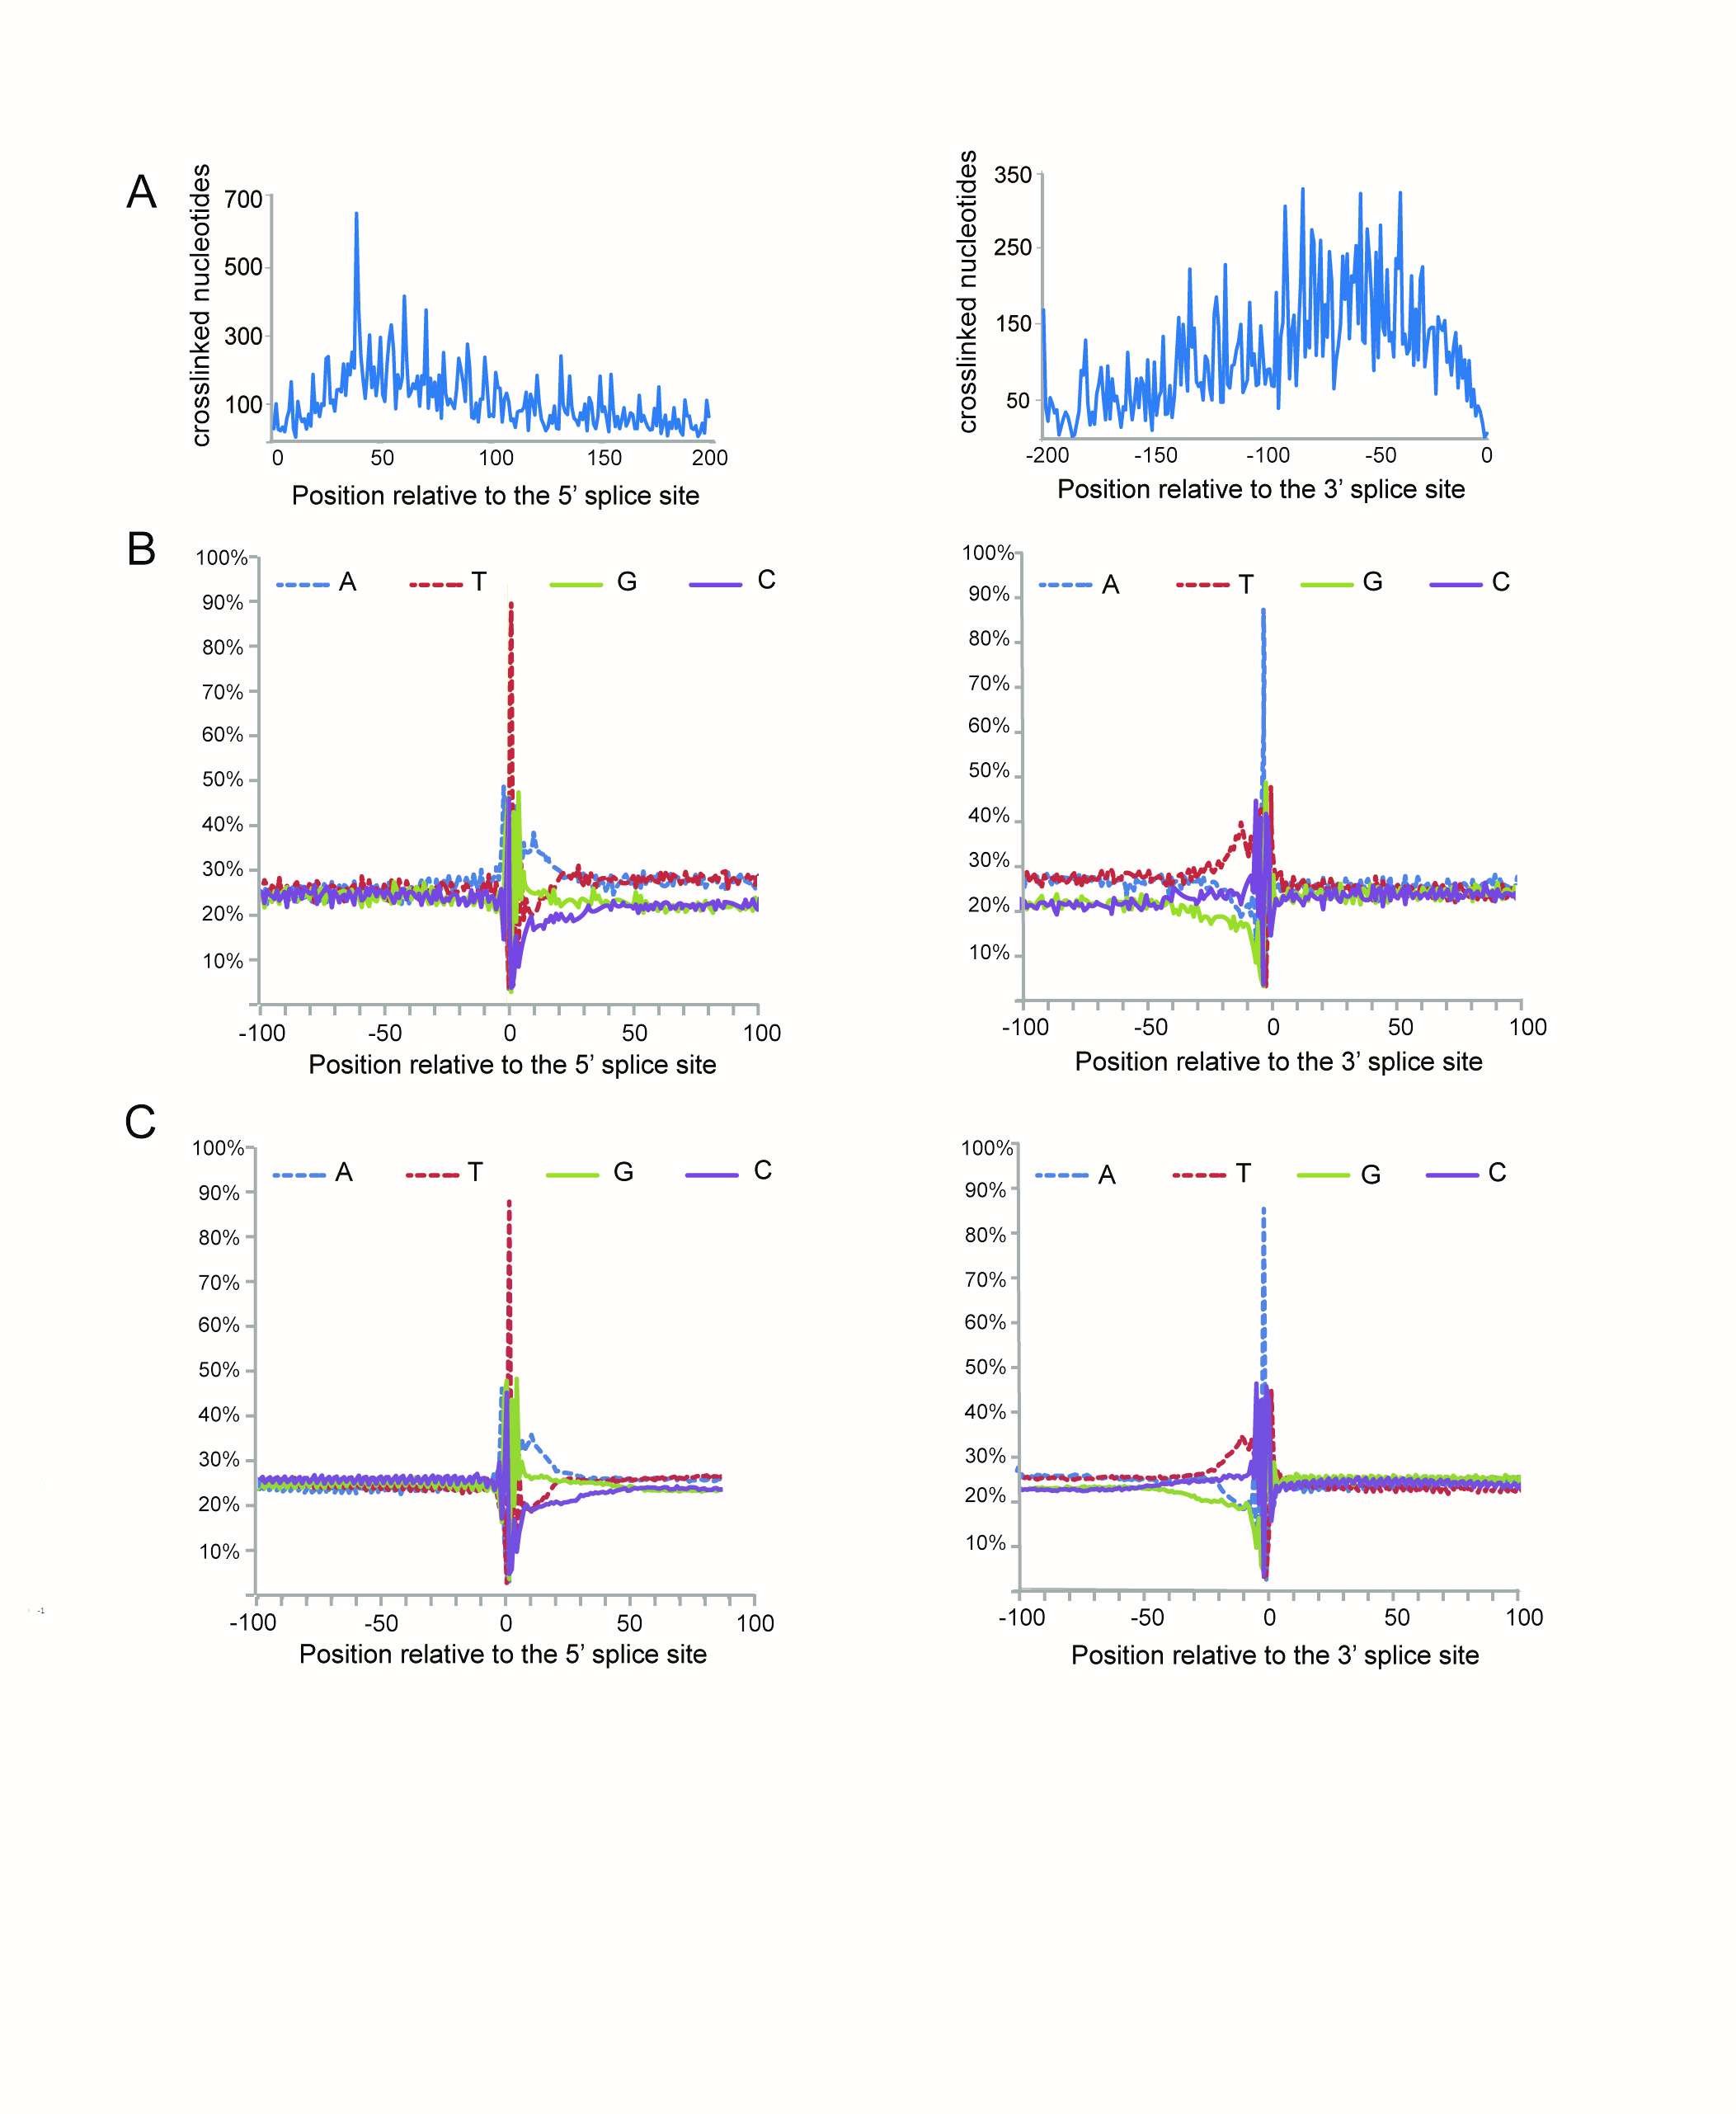

**Figure S15.** Characterization of MOV10 binding to intronic regions. (A) MOV10-crosslinked positions within introns. The plot shows the distribution of genomic crosslinked nucleotides within intronic regions upstream and downstream of the splice site. A genomic crosslinked nucleotide was defined as a nucleotide absent in a CLIP tag versus the corresponding genome sequence. Crosslinked nucleotides corresponding to the same deletion are presented cumulatively. (B and C) Genomic nucleotide composition per site within ±100 nt from the 5’ and 3’ splice sites with intronic regions bound by MOV10 (B), compared with that from the splice sites across the whole genome (C).

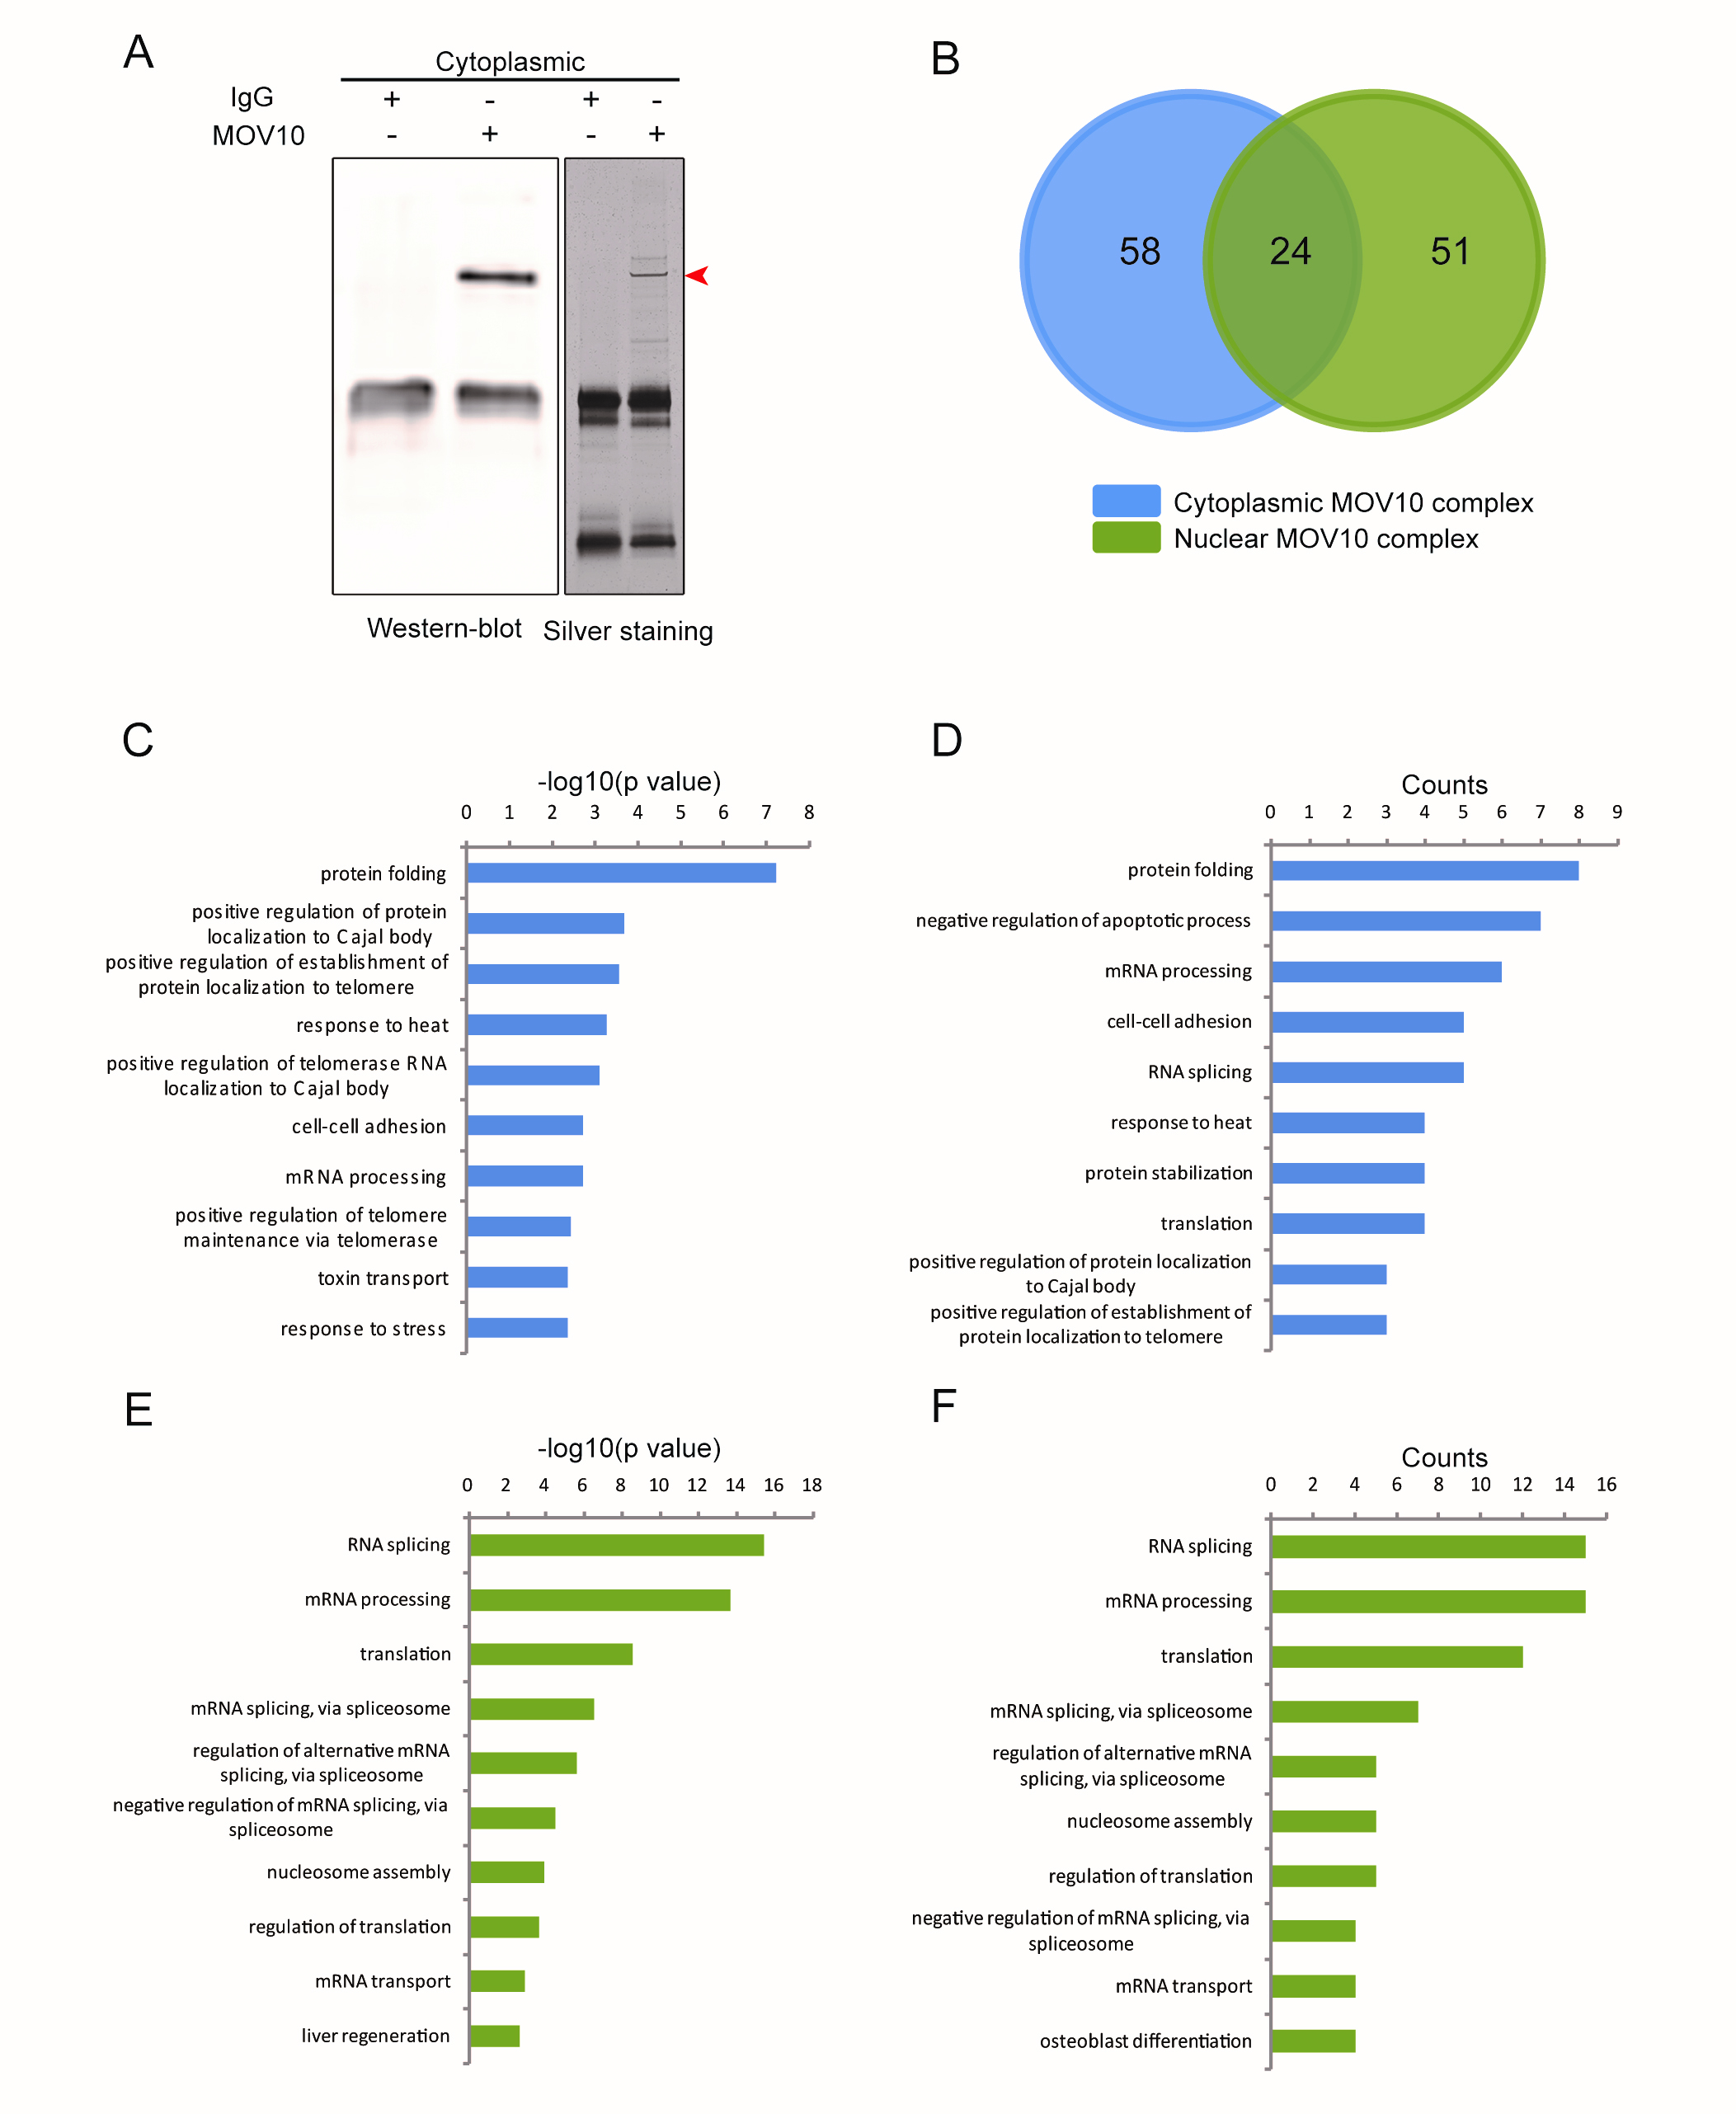

**Figure S16.** Comparison of cytoplasmic MOV10-associated proteins with those in the nucleus. (A) Western blot and silver staining of the MOV10 IP complex from cytoplasmic lysate. (B) Venn Diagram showing the numbers of cytoplasmic MOV10 and nuclear MOV10-associated proteins. The overlap (24 proteins) represent MOV10-associated proteins that could be nucleocytoplasmic. (C and D) Gene ontology analysis of the 58 unique components from the cytoplasmic MOV10-IP complex, with top 10 associations shown as p value (C) or counts (D). (E and F) Gene ontology analysis of the 51 unique components from the nuclear MOV10-IP complex, with top 10 associations shown as p value (E) or counts (F).

**Table S1.** Mapping of MOV10 CLIP tags to the top 19 pre-pachytene piRNA clusters

|  | Position（mm10） | Strand | Cluster coverage region | CLIP reads |
| --- | --- | --- | --- | --- |
| cluster1 | chr7:6573318-  6652439 | - | intergenic | partial |
| cluster2 | chr1:132023674-  132032484 | + | 3'UTR, intron, exon | full |
| cluster3 | chr7:75768979-  75782325 | - | intron, exon, 3'UTR | full |
| cluster4 | chr1:156641076-  156653920 | + | intergenic, 3'UTR, exon, intron | partial |
| cluster5 | chr10:83360291-  83457267 | + | 3'UTR | partial |
| cluster6 | chr8:117205288-  117215758 | + | intergenic | full |
| cluster7 | chr3:95181852-  95190581 | - | 3'UTR, exon, intron | partial |
| cluster8 | chr15:103191979-  103199744 | - | 3'UTR | full |
| cluster9 | chr9:114507327-  114513740 | - | intergenic, 3'UTR, exon | full |
| cluster10 | chr4:56867119-  56880202 | - | 3'UTR | full |
| cluster11 | chr11:79684253-  79697847 | + | 3'UTR, exon, intron | partial |
| cluster12 | chr1:118677480-  118685051 | + | 3'UTR | full |
| cluster13 | chr4:108175260-  108181861 | - | intergenic | full |
| cluster14 | chr5:67392260-  67400272 | - | 3'UTR, exon, intron | partial |
| cluster15 | chr4:135412459-  135417954 | - | 3'UTR, exon, intron | partial |
| cluster16 | chr17:83574352-  83601953 | - | intergenic, 3'UTR, exon, intron | partial |
| cluster17 | chr15:102279895-  102298980 | + | intergenic, 3'UTR, exon, intron | full |
| cluster18 | chr6:83362975-  83369273 | - | 5'UTR, exon, intron, 3'UTR | full |
| cluster19 | chr16:17257386-  17263222 | + | exon, 3'UTR | partial |

**Table S3.** Genome-wide annotations of MOV10 CLIP targets

| Classification | Reproducible_0.5 | Ratio |
| --- | --- | --- |
| 3’_overlapping_ncrna | 0 | 0.00% |
| antisense | 450 | 2.49% |
| bidirectional_promoter_lncrna | 3 | 0.02% |
| IG_C_gene | 0 | 0.00% |
| IG_C_pseudogene | 0 | 0.00% |
| IG_V_gene | 1 | 0.01% |
| IG_V_pseudogene | 2 | 0.01% |
| lincRNA | 495 | 2.74% |
| macro_lncRNA | 0 | 0.00% |
| miRNA | 324 | 1.79% |
| misc_RNA | 103 | 0.57% |
| Mt_rRNA | 2 | 0.01% |
| Mt_tRNA | 18 | 0.10% |
| polymorphic_pseudogene | 7 | 0.04% |
| processed_pseudogene | 2009 | 11.12% |
| processed_transcript | 236 | 1.31% |
| protein_coding | 13210 | 73.09% |
| pseudogene | 51 | 0.28% |
| ribozyme | 6 | 0.03% |
| rRNA | 67 | 0.37% |
| scaRNA | 5 | 0.03% |
| sense_intronic | 39 | 0.22% |
| sense_overlapping | 4 | 0.02% |
| snoRNA | 102 | 0.56% |
| snRNA | 391 | 2.16% |
| TEC | 293 | 1.62% |
| TR_C_gene | 1 | 0.01% |
| TR_J_gene | 1 | 0.01% |
| TR_V_gene | 4 | 0.02% |
| TR_V_pseudogene | 1 | 0.01% |
| transcribed_processed_pseudogene | 76 | 0.42% |
| transcribed_unitary_pseudogene | 1 | 0.01% |
| transcribed_unprocessed_pseudogene | 34 | 0.19% |
| translated_unprocessed_pseudogene | 0 | 0.00% |
| unitary_pseudogene | 7 | 0.04% |
| unprocessed_pseudogene | 130 | 0.72% |

Reproducible_0.5: FPKM≥0.5 and reproducible in at least two libraries.

How the deposited data were processed for this re-analysis (not part of the article)

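Small RNA-seq libraries of shVector control and shMov10-832 knockdown SPCs of the mouse were compared, 1 library per group. The RNA-seq libraries of the same cells and the CLIP-seq libraries of testis were not analysed here, and neither were the RT-qPCR, PCR and RIP experiments. The labels give 1 small RNA sample per group and the methods speak of triplicate samples. Both small RNA samples carry the name 6-22, as does 1 pair of RNA-seq libraries, and the paper's text does not explain this name. Each group was treated as 1 library without replicate error.

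The authors checked the reads with KASAVA, filtered rRNA and trimmed adaptors with Fastx, and mapped them to miRBase without base mismatch with CLC Genomics Workbench. The authors deposited read counts per mature miRNA, without normalization. The authors also deposited TPM, which equals the reads divided by a library total and multiplied by 1000000. How reads shared by several hairpins were assigned is not stated in the paper's text. That total was worked out here by dividing reads by TPM, and it was 10518277 in the control and 3194363 in the knockdown. The deeper control library gives 0.0951 TPM per read and the knockdown library 0.313 TPM per read, so low levels and losses are measured less precisely in the knockdown. Intervals and detection limits cover counting error only, since the reads carry no molecular identifiers.

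From these values, miRNAs reduced or raised over 1.5-fold with more than 1.5 TPM were counted, as in the paper, and a minimum of 1 TPM was used for intronic miRNAs and mirtrons. The paper's text does not say to which library the minimum applies. It was applied here to the higher of the 2, and a minimum in both libraries, tried as an alternative, gave 194 reduced and 75 raised miRNAs. Log2 fold changes used a pseudocount of 0.1 TPM. The range of the median came from 1000 resamplings of the reads. The reads of each miRNA in the 2 libraries were compared by a two-sided exact conditional binomial test given the library totals, with Benjamini-Hochberg adjustment at 0.05. Lists of miRNAs were described by the percentile of their median among 10000 random lists of the same size matched on mean expression in 10 bins. Hairpins and mature forms were placed on GRCm38 with the RefSeq annotation, which gave a mature sequence for 1089 of the 1096 miRNAs, and host genes were taken from GENCODE vM21. Mature sequences were compared with 5214 annotated structural RNA genes, allowing 1 mismatch.

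The miRNAs named in the text were chosen by a rule written before the data were examined. They are every miRNA that the paper names in Fig. 3, Fig. 4 and Figures S9 to S11 and that has a value, the 10 highest in the control, the 10 with the largest rise, and the 5 with the largest fall among those above 100 TPM in the control. The rule gave 89 miRNAs, of which 66 were above the minimum. The text gives values for some of them and counts for the rest.

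The tests were tried on simulated reads with 200 changed miRNAs, all of them changed by more than 2-fold. The simulated reads varied by counting error only. Recovery of changes near 1.5-fold and false calls under variation between libraries were thus not tried. The binomial test recovered 108 of the 200, and 88 of the 89 with at least 50 reads, and called 0 of 896 unchanged miRNAs. The 1.5-fold call without a test recovered 49 of 50 lowered and 74 of 74 raised miRNAs above the minimum, but also called 46 of 477 unchanged miRNAs. Of 40 simulated lists without a shift, 36 lay in the middle 95% of matched random lists, so that list percentiles stood out somewhat more often than their nominal rate.

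The alternatives tried were other minima, a 2-fold threshold, other pseudocounts, sums per hairpin, and scaling by the miRNA reads of each library, by the median ratio, or by the TMM factors of edgeR 4.0.16, which were 1.08 for the control and 0.927 for the knockdown. Division of both libraries by 1 common total was added after seeing the data. For this, 9 common totals were tried with 2 minima each, and 30000000 reads was kept with the resulting counts and Fig. 3b in view. Setting reads of 0 to 1 TPM was also added after seeing the data, in 6 settings. Other additions made after seeing the data were introns placed by the mature form, hairpins that overlap no exon, lists without single members, and list medians under 2 further scalings. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0, matplotlib 3.10.9 and R 4.3.3 were used.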

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

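The test of entries without an arm label was chosen only after the result was seen. The tests of ribosomal and other structural RNAs were written beforehand, but how to read a low number of matches was decided after it was seen.

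A set of 10 miRNAs with more than 45 reads in the higher library, which is 1.5 TPM at a total of 30000000 reads, had over 1.5 times more reads in the Mov10 knockdown library than in the control library, although the knockdown library had only 0.290 times as many miRNA reads. The paper counts raised miRNAs in Fig. 3b but does not discuss them one by one, and these were picked out because each had more reads than in the control library. Another 45 miRNAs met the same ratio with at most 7 reads in either library, 39 of them with a 5p or 3p label, and are not considered further. Their read ratios ran from 9.51 for miR-714 (147 and 1398 reads) and 7.96 for miR-5126 (469 and 3732 reads) down to 1.54. The set included miR-5121, miR-6538, miR-3960, miR-6236, miR-2137 and miR-3535. With the deposited TPM all 10 were also raised. Each group is 1 library, so no spread between cultures is known.

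Above that minimum, all 10 lacked a 5p or 3p label, against 93 of the 1086 other miRNAs at any level (8.56%). Entries with 1 annotated mature form may include fragments of other RNAs, and the number found, 10 of 10, leaves this explanation open. The median GC content of those with a sequence was 79.0%, against 45.8% for the other detected miRNAs. Fragments of ribosomal RNA were tested by sequence. Of the 9 with a mature sequence, 1 matched an annotated ribosomal RNA gene (miR-6538, in Rn28s1), as did 1 of 1080 others. Fragments of other abundant structural RNAs were tested in the same way, and 3 of the 9 matched any structural RNA gene (also miR-5121 in Snord33 and miR-3535 in a small nucleolar RNA gene), against 28 of 1080 others (2.59%). The rule written before the test asked for matches in most of the 9, which neither reached, although both kinds of match were more frequent than among the other miRNAs. The annotation used holds only part of the 28S gene and no 45S transcript, so the numbers do not exclude ribosomal RNA. The pattern cannot be told apart from it. This gap does not cover other structural RNAs. The 3 of 9 matches to any structural RNA, which include miR-6538 in Rn28s1, fell short of the rule. Such fragments may account for the matched miRNAs, but the search showed no source for the others. A response of the 10 miRNAs to Mov10 depletion is the biological alternative. Without replicate libraries, such a response could not be separated from a difference in library preparation.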

How the results depend on the processing

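No paired analysis was possible because each group has 1 library. The alternatives were set before the data were examined, except those named here as chosen after seeing the data. The cause of each change was not tested unless a value is given for it.

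With the deposited TPM, 253 miRNAs were reduced and 97 raised. Under alternatives that stayed within 1.5 times these counts, 183 to 281 were reduced and 75 to 142 raised. A minimum of 10 TPM gave 157 reduced and 53 raised miRNAs, no minimum gave 579 and 208, and a 2-fold threshold gave 163 and 43. Scaling by the median ratio of the miRNAs above the minimum in both libraries, whose log2 is -0.25, raised 147 miRNAs and moved the median log2 fold change from -0.37 to -0.12. More miRNAs were reduced than raised in every alternative run for both counts. The log2 ratio of summed TPM was -0.065, and -0.080 without the 10 most abundant miRNAs. Every miRNA has a value in both libraries, so the alternative of miRNAs listed in both was run on those with reads in both.

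The common totals were chosen after seeing the data. In the scan of 9 totals, the number reduced at 1.5 TPM ran from 424 to 561, whereas 10 miRNAs were raised in all 18 settings, since under a common total only the minimum moves and no miRNA with that ratio lay near it. With 1 total of 30000000 reads for both libraries, 445 miRNAs were reduced and 10 raised, the median was -2.06 and the log2 ratio of the sums was -1.78. With the control library's own total for both, 561 were reduced and 10 raised. This change follows from the library totals, whose log2 ratio is -1.72. With 30000000 reads, 240 reduced miRNAs were intronic, 263 were intronic at the lower minimum and 6 mirtrons were reduced. The binomial tests then gave 617 miRNAs, of which 607 were lowered and 10 raised, against 352, 235 and 117 with the deposited totals. With reads of 0 also set to 1 TPM and a minimum of at least 1, also chosen after seeing the data, 287 intronic miRNAs and all 18 mirtrons were reduced.

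The median of MOV10-bound miRNAs was -0.06 with the deposited TPM, -0.30 with pri-miRNA binding only, 0.19 after scaling by the median ratio and -1.76 with 30000000 reads. The last 2 were added after seeing the data, as were those of the cell-type lists. The median of the fibroblast list was 0.47 with the deposited TPM, 0.72 after scaling by the median ratio and -1.25 with 30000000 reads. That of the germ and stem cell list was -0.66, and -0.41 and -2.33 under these alternatives.

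Of the 66 named miRNAs above the minimum, 33 had a log2 fold change below 0 with the deposited TPM and 56 with 1 total of 30000000 reads. With that total the direction of 23 reversed, with miR-6944-3p at -1.43, miR-6911-3p at -0.58, miR-335-5p at -1.09, miR-33-3p at -1.13, miR-30a-5p at -1.62, miR-26b-3p at -1.62, miR-24-3p at -1.66, miR-22-3p at -1.24, miR-21a-5p at -0.68, miR-21a-3p at -0.60, miR-218-5p at -1.19, miR-218-1-3p at -1.51, miR-1981-5p at -1.46, miR-1981-3p at -1.33, miR-186-5p at -1.25, miR-186-3p at -1.26, miR-152-5p at -1.29, miR-152-3p at -1.32, miR-1191a at -1.39, miR-10b-5p at -1.27, miR-101b-3p at -0.99, let-7g-5p at -1.02 and let-7g-3p at -1.14. After scaling by the median ratio, 6 reversed, with miR-324-3p at 0.0091, miR-26b-5p at 0.0022, miR-194-5p at 0.19, miR-16-2-3p at 0.0202, miR-16-1-3p at 0.14 and miR-107-3p at 0.16. When values were rescaled to 1000000 over the miRNAs of each library, miR-194-5p at 0.0086 reversed. Of the others, 2 lost and 10 gained an adjusted p-value below 0.05 with 30000000 reads, 5 lost and 3 gained it after scaling by the median ratio, and 1 lost it after rescaling. Other pseudocounts changed none of the 66, and the minimum of 10 TPM none of the 51 it kept. This is no test of stability, since neither can change the direction or the binomial p-value of a kept miRNA.

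Depth limits the lowest miRNAs most. In the knockdown library 3 reads are worth 0.939 TPM, close to the lower minimum of 1 TPM, so a reduction of a miRNA at that level is hard to see in TPM.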

Differences from the paper's values

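The paper's number of miRNAs reduced over 1.5-fold is 446, and 253 were found with the deposited TPM. Of the alternatives set before the data were examined, only the removal of the minimum came within 1.5 times of the paper's number, with 579, and the others gave 157 to 281. The 579 include all 263 miRNAs without reads in the shallower knockdown library. The paper's number of raised miRNAs is 10, and 97 were found. None of the alternatives set before the data were examined closed this gap, with values from 43 to 208. With 1 total of 30000000 reads for both libraries, chosen after seeing the values and after trying 9 common totals, 445 miRNAs were reduced and 10 raised. With the control library's own total for both, also chosen after seeing the values, 561 were reduced and 10 raised. The number reduced ran from 424 to 561 over the 9 totals, so its closeness to the paper's number depends on the total picked. The number raised was 10 at each, since a common total moves only the minimum. The paper's text does not state a common total.

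The paper's number of known mirtrons among the reduced intronic miRNAs is 18, and 3 of the 18 mirtrons it tested were reduced over 1.5-fold above 1 TPM. None of the alternatives set before the data were examined closed the gap, each giving 3, and 1 total of 30000000 reads gave 6. In 3 of 6 settings with reads of 0 set to 1 TPM, all chosen after seeing the values, the number was 18. These 3 used a minimum of at least 1 TPM in place of the paper's minimum of above 1 TPM, with totals of 28000000, 30000000 and 32000000 reads. They gave 285 to 292 reduced intronic miRNAs against the paper's 235. They also gave 272 or 273 raised miRNAs. The paper's 10 raised miRNAs were counted above 1.5 TPM, so these numbers cannot be compared with it.

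The paper's RT-qPCR in Fig. 3c shows lower miR-21a in Mov10 knockdown SPCs, measured against U6. The deposited TPM is instead relative to a library total of which 91.5% (control) and 87.5% (knockdown) were miRNA reads. A loss shared by most miRNAs could thus lower a miRNA by RT-qPCR and not in TPM. In the small RNA libraries the log2 fold change of miR-21a-5p was 1.04 with the deposited TPM, and -0.68 with 1 total of 30000000 reads, a setting chosen after seeing the values. The paper reports a reduction of miRNAs across the board, and with the deposited TPM the median log2 fold change was -0.37 and the log2 ratio of the summed levels was -0.07. The summed level is the miRNA share of each library's own total, most of which is miRNA reads. It cannot show a loss that the RNAs in the total share, so its small change does not argue against one. Under 1 total of 30000000 reads, chosen after seeing the values, the median was -2.06 and the log2 ratio of the summed levels -1.78.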

Other observations

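The tests of the denominator of TPM, of reads of 0 and of feeder fibroblasts were chosen only after the results they bear on were seen. The tests of GC content, counting error and abundant miRNAs were written beforehand.

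More miRNAs rose and fewer fell with the deposited TPM than the paper reports. A candidate explanation is that each library was divided by its own total, which fell together with the miRNA reads. With 1 total of 30000000 reads for both libraries, 10 miRNAs were raised, the paper's number. This single match is consistent with counts made on values with a common denominator. That it held at all totals tried adds nothing, because under a common total the fold change is the ratio of reads, and no miRNA with that ratio had between 7 and 151 reads in the higher library. The number reduced carries little weight, because the total was kept with the paper's count in view. A common denominator amounts to comparing reads without correction for depth. The knockdown library's total was 0.304 times the control library's, and the reads alone cannot show whether this reflects less RNA in the cells or less sequencing. Of the 445 miRNAs reduced in this setting, 194 were also reduced with the deposited TPM and 43 were raised.

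With 1 total of 30000000 reads, 12 of the 18 tested mirtrons had no mature form above 1 TPM that was reduced over 1.5-fold. All 12 had a mature form with 0 reads in the control library and at most 2 in the knockdown library. Across all miRNAs 38 had 0 reads in the control library, and 12 of these belonged to the tested mirtrons. A possible explanation is that reads of 0 were entered as 1 TPM, under which 0 reads would rank above 1 or 2 reads. With that setting and a minimum of at least 1 TPM, 18 of the 18 passed. The setting was kept because it gave this number, and it makes any miRNA with 0 control reads and 1 or 2 knockdown reads appear reduced, so the match does not decide the question. It also moved the number of reduced intronic miRNAs away from the paper's 235, from 263 to 287. At this minimum, 273 miRNAs were raised over 1.5-fold, against 10 without the setting. The paper counts raised miRNAs above 1.5 TPM, so the 273 speak neither for nor against the setting. In the paper's PCR, splicing changed for 6 of the 6 mirtrons with fewer reads at 1 common total and for 8 of the other 12 (two-sided Fisher's exact test, p = 0.25). These reads are not corrected for depth, and miR-6944 and miR-1981 of the 6 rose in TPM. The 6 also had 76 or more reads in the control, against at most 15 for the other 12. The comparison therefore cannot separate a fall in level from abundance.

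The miRNAs differed in their change between the 2 libraries. GC content had little rank correlation with it over all detected miRNAs (Spearman's rho -0.048), which are not independent replicates. This leaves open an effect at extreme GC content, since several of the miRNAs with the largest rises are rich in GC. Counting error at low read numbers could account for part, since 28.6% of the miRNAs past 1.5-fold had an adjusted p-value at or above 0.05 in the exact binomial test, between the limits set for an answer. A few miRNAs taking most of the reads did not account for the shift of the median, which was -0.42 with the 10 most abundant left out of the totals, against -0.37.

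SPCs were grown on STO fibroblasts, and their RNA may have been present in both libraries. Lists of fibroblast and of germ or stem cell miRNAs were written before the data were examined, but after Fig. 3b, which marks miR-21a, had been seen. The median log2 fold change of 24 mature forms on the fibroblast list was 0.47, at percentile 99.95 of matched random lists, and 18 of the 24 had a log2 fold change above 0. Without miR-21a it was 0.40, at percentile 99.78. The median of 27 mature forms on the germ or stem cell list was -0.66, at percentile 8.34. With 1 total of 30000000 reads the fibroblast median turned to -1.25, and after scaling by the median ratio it was 0.72. The percentiles were 99.90 and 99.97, which is no further test, since such scalings shift all miRNAs nearly alike. A larger share of RNA from feeder fibroblasts in the knockdown library is a candidate explanation for part of the differences between miRNAs. A weaker effect of Mov10 depletion on these miRNAs in SPCs would give the same pattern, and 1 library per group cannot separate the 2.

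MOV10-bound miRNAs of the paper's Table S5 had a median log2 fold change of -0.06 (160 detected), at percentile 99.95 of matched random lists, against -0.37 for all detected miRNAs. With pri-miRNA binding only, the median was -0.30 (54 detected), at percentile 66.81. With a minimum of 10 TPM, the median of MOV10-bound miRNAs was -0.10 (125 detected), at percentile 99.67. A smaller fall than of others of similar level thus held at that minimum. It did not hold with pri-miRNA binding only, at a percentile well inside the middle 95% of matched random lists. Without the fibroblast list and the 10 miRNAs with more reads in the knockdown library, the median was -0.14, against -0.29 for matched random lists. Its percentile of 97.47 lies at the edge of the middle 95%. This removal took members that rose from 72 to 62 and members that fell from 88 to 85, which by itself lowers the median. The removal therefore does not decide the question. For all MOV10-bound miRNAs, the median turned to -1.76 with 1 total of 30000000 reads and to 0.19 after scaling by the median ratio. That of all detected miRNAs moved to -2.06 and -0.12. The percentiles were 99.74 and 99.90. When values were rescaled over the miRNAs of each library, the median of MOV10-bound miRNAs was -0.02, at percentile 99.84. These percentiles are no further test, as such scalings move all miRNAs nearly alike.

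Neither the 5p nor the 3p forms were favoured. Over 170 hairpins with both forms above the minimum, the median of the difference was -0.01, with 87 hairpins lower for 5p and 82 higher. The median log2 fold change was -0.42 for 264 5p forms and -0.41 for 290 3p forms. For the 53 entries without an arm label, which include the 10 flagged miRNAs, it was 0.46. The forms of single hairpins differed, as for miR-335-5p at 0.63 (-1.09 with 1 total of 30000000 reads) and miR-335-3p at -0.66.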
